# Establishment of macaque trophoblast stem cell lines derived from cynomolgus monkey blastocysts

**DOI:** 10.1038/s41598-020-63602-7

**Published:** 2020-04-22

**Authors:** Shoma Matsumoto, Christopher J. Porter, Naomi Ogasawara, Chizuru Iwatani, Hideaki Tsuchiya, Yasunari Seita, Yu-Wei Chang, Ikuhiro Okamoto, Mitinori Saitou, Masatsugu Ema, Theodore J. Perkins, William L. Stanford, Satoshi Tanaka

**Keywords:** Stem cells, Reproductive biology

## Abstract

The placenta forms a maternal-fetal junction that supports many physiological functions such as the supply of nutrition and exchange of gases and wastes. Establishing an *in vitro* culture model of human and non-human primate trophoblast stem/progenitor cells is important for investigating the process of early placental development and trophoblast differentiation. In this study, we have established five trophoblast stem cell (TSC) lines from cynomolgus monkey blastocysts, named macTSC #1-5. Fibroblast growth factor 4 (FGF4) enhanced proliferation of macTSCs, while other exogenous factors were not required to maintain their undifferentiated state. macTSCs showed a trophoblastic gene expression profile and trophoblast-like DNA methylation status and also exhibited differentiation capacity towards invasive trophoblast cells and multinucleated syncytia. In a xenogeneic chimera assay, these stem cells contributed to trophectoderm (TE) development in the chimeric blastocysts. macTSC are the first primate trophoblast cell lines whose proliferation is promoted by FGF4. These cell lines provide a valuable *in vitro* culture model to analyze the similarities and differences in placental development between human and non-human primates.

## Introduction

The placenta is an organ that forms a maternal-fetal junction and carries out various physiological functions such as facilitating the supply of nutrition to the fetus, exchange of gases, and removal of wastes from the fetus. In human and non-human primates, this multifunctional organ is characterized by the presence of three major placenta-specific cell-types, including proliferative cytotrophoblasts (CTBs), multinucleated syncytiotrophoblasts (STBs), and invasive extravillous trophoblasts (EVTs). CTBs include two different subtypes, villous CTBs and cell column trophoblasts. They are recognized as progenitor cell populations because villous CTBs and cell column trophoblasts differentiate into STBs and EVTs, respectively, during placentation^1,2^. When isolated and cultured *in vitro*, human CTBs cannot maintain an undifferentiated state and eventually differentiate into STBs^3^. Therefore, the establishment of an *in vitro* culture model for human and non-human primate trophoblast stem/progenitor cells is essential for investigating the process of early placental development and trophoblast differentiation in the primate.

The HTR8/SVneo cell line, developed from primary EVTs, is a widely used model for human trophoblast *in vitro;* although, HTR8/SVneo cells express OCT4 and NANOG, the embryonic stem cell (ESC) markers^4,5^. In human blastocyst, OCT4 is detected in some cells of trophectoderm (TE), while the expression of NANOG is strictly restricted to the inner cell mass (ICM)^6^, hence questioning the suitability of HTR8/SVneo cells. The BeWo cell line derived from human choriocarcinoma has also been used as a human trophoblast *in vitro* model^7^. The BeWo has syncytialization and invasion abilities^8,9^; however, choriocarcinoma cells might represent unnatural features compared to endogenous trophoblasts. Trans-differentiation of human ESC to trophoblast-like cells by BMP4 treatment has also been adopted^2^. However, the adequacy of trans-differentiation system remains somewhat controversial, since the gene expression profile of the resulting trophoblast-like cells do not resemble that of primary trophoblast cells, moreover they express other cell lineage markers^2,10^. Recently, the trans-differentiation protocol from human ESC to trophoblast-like cells was improved in so-called BAP treatment^11^. This newer treatment succeeded to suppress the upregulation of mesoderm markers including T (Brachyury)^11^, although the difference in global gene expression profile between trans-differentiated human ESC and primary trophoblast remains^12^.

In mice, the trophoblast stem cells, which have the potential to differentiate both *in vivo* and *in vitro* into all trophoblast subtypes, were established from the preimplantation blastocysts and extraembryonic ectoderm of post-implantation embryos in the presence of fibroblast growth factor 4 (FGF4)^13^. This useful *in vitro* model has revealed the underlying mechanisms of trophoblast differentiation and placental development. Attempts to establish human TSCs by employing the same strategy used for mouse TSCs has been unsuccessful^14^, suggesting that establishment of *in vitro* human TSCs may depend on certain exogenous factors, which remains different from mouse TSCs. Okae *et al*., recently succeeded in establishing human TSC lines from blastocysts and early gestation placentae, highlighting the essential roles of epidermal growth factor (EGF) and a WNT activator in the establishment and maintenance of human TSCs^15^. This study clearly showed that an exogenous FGF4 is not required for the proliferation of human TSCs, though the direct effect of FGF4 on human TSCs was not examined.

Although both human and mouse have the discoidal hemochorial placenta, there are substantial differences between these two species in placental formation processes after implantation^16,17^. Successful establishment of human TSCs employing a group of exogenous factors, completely different from mouse TSCs, raised questions on whether this dependency on different factors reflect the species-specific differences between mice and humans, or if it could be generalized as cellular differences between rodents and primates^15^. Establishment of TSCs from non-human primates will offer valuable insights to address this important question. Previous reports show the establishment of TSC lines from rhesus monkey blastocysts^18^. Although these cell lines were capable of differentiating into both invasive cells and multinucleated cells; they also expressed the ICM/ESC marker, OCT4, and the marker for STBs, chorionic gonadotropin (CG)^18,19^, without induction of differentiation, making it uncertain if these cells are genuine TSCs. Accordingly, the establishment of trophoblastic stem/progenitor cell lines from a non-human primate, whose placental structure is similar to that of humans, remains an important issue. To address this, we aimed to derive cell lines from the cynomolgus monkey blastocysts, and successfully obtained stable proliferating trophoblastic cell lines exhibiting differentiation potential, by adopting the modified culture conditions for mTSCs without using EGF and WNT activator.

## Results

### Establishment of cynomolgus monkey trophoblastic cell lines from blastocysts

We attempted to establish trophoblastic cell lines from cynomolgus monkey blastocysts by adopting the conditions used for the establishment and maintenance of mouse TSC, with slight modifications. In the original protocol, mouse TSC lines are established in the presence of FGF4, heparin, and mouse embryonic fibroblast cells (MEF)^13,20^. For the maintenance of mouse TSCs, MEF can be replaced by the MEF-conditioned medium (MEF-CM) or by activin A^20,21^. We, therefore, co-cultured a single cynomolgus monkey blastocyst (#2) and MEF in the TS medium supplemented with 50% MEF-CM, activin A, FGF4, and heparin (abbreviated as 50CM/AFH in Fig. 1A). In addition to AFH; BMS493, a pan-RAR inverse agonist; and Y-27632, a ROCK inhibitor (abbreviated as BY in Fig. 1A) were also added because these reagents appeared to facilitate maintenance of mouse TSCs in a serum-free, knockout serum replacement (KSR)-supplemented condition (manuscript in preparation). Another blastocyst (#1) was also co-cultured with MEF, but without AFHBY as a control. Both blastocysts attached to the surface of tissue culture dish displaying cellular outgrowth by the 5^th^ day of culture, although the embryos did not hatch completely (Fig. S1A). The blastocyst outgrowths were passaged to expand on the 12^th^ day of culture, and 70% MEF-CM was added (70CM) instead of co-culturing with MEF. As a result, a stable growing cell line forming a flat monolayer of colonies with epithelial cell-like appearance, named macTSC#2, was obtained from blastocyst #2 after another passage in AFHBY-containing media (Fig. 1A,B). The macTSC#2 cells steadily grew for at least 132 days (4 days × 33 passages) without an apparent reduction in their growth potential (Fig. 1C). A cell line, indistinguishable from macTSC#2, albeit with slower cell growth, was obtained unexpectedly from the blastocyst without AFHBY and named macTSC#1 (Figs. 1A and S1B).

**Figure 1:**
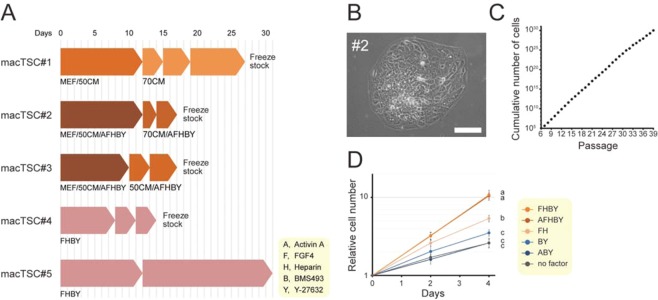
Establishment of cynomolgus monkey trophoblast stem cell lines (macTSC) from blastocysts. (**A**) Schematic representation of the cell culture conditions and experimental procedure. Blastocysts #1-3 were initially co-cultured with mouse embryonic fibroblasts (MEF) that was substituted by 50 or 70% MEF-conditioned medium (50CM, 70CM) as indicated after the first passage. Abbreviations of the exogenously added reagents are shown. The other two blastocysts (#4 and #5) were cultured without MEF in the TS medium supplemented with FHBY. The fat arrow-like shapes depict each passage. (**B**) The appearance of the obtained cell line macTSC#2. Scale bar = 100 µm. (**C**) Growth of macTSC#2 cells over 132 days (from passage number 6 to 39) of culture in the AFHBY condition. At each passage, cells were harvested, counted, and seeded at 1 × 10^5^ per 35-mm dish in triplicate. A mean value of triplicate was used to calculate the theoretical cumulative number. (**D**) Growth of macTSC#2 cells in different culture conditions. The number of cells normalized to that at day 0, and arbitrarily set as 1. The mean values (±SD) of triplicates of biological duplicates are shown. Statistical analysis was done by the Tukey-Kramer test.

To elucidate the factors required for the growth of macTSC#2, we cultured the cells with several combinations of factors used in the AFHBY condition, but in the absence of MEF. The combination of FGF4 and its co-factor heparin (FH) promoted cell growth, whereas activin A was dispensable. Removal of FH or all the factors slowed the growth rate of cells, but cells grew stably unlike mouse TSCs (Figs. 1D and S1C). We also observed a positive effect of BMS493 and Y-27632 (BY) on cell growth and decided to use the FHBY condition for routine maintenance of macTSC lines. Under this condition, growth of macTSC#1 was also stimulated (Fig. S1E), and 49.0% and 40.7% of macTSC#1 and #2 cells, respectively, remained euploid after 21 – 30 (#1) and 20 – 35 (#2) passages (Fig. S1D,F).

The adequacy of the FHBY condition was verified by culturing another set of blastocysts (#3-#5, Fig. 1A). While the establishment of macTSC#3 cell line was done using the same initial condition as was used for macTSC#2, thereby demonstrating the reproducibility of the procedure, the two other macTSC lines; namely, macTSC#4 and #5, were obtained using the FHBY condition, showing the dispensability of MEF. Cells of macTSC#3-#5 lines also had an indistinguishable appearance from macTSC#1 and #2 (Fig. S1B).

### Trophoblast-like DNA methylation profile of macTSCs

Recently, Lee *et al*. proposed a criteria that involves hypomethylation of the *ELF5* promoter to define human early trophoblast cells^22^. We also identified differentially methylated genomic regions, with higher methylation in the trophoblast cell lineage than in the embryonic cell lineage in mice and humans, and named such regions trophoblast-embryonic tissue-dependent and differentially methylated regions (T-E T-DMRs)^23^. To characterize macTSCs, we analyzed the DNA methylation status of the *ELF5* promoter, and the T-E T-DMRs by bisulfite sequencing (Fig. 2). The *OCT4* promoter region was hypermethylated, while the *ELF5* promoter was hypomethylated in macTSC#2 (Fig. 2A), demonstrating that macTSC possess trophoblastic DNA methylation status. Seven out of nine T-E T-DMRs (i.e., CA37, EB41, FF46, GC06, HD20, HF01, and OCT4) showed significantly higher methylation status in macTSC#2 compared to both ESC^24^ and embryonic fibroblast cells of cynomolgus monkey (Fig. 2B). The FF36 region was methylated moderately in macTSC#2; however, this region was methylated similarly in ESCs, unlike in mouse and human ESC. The EG01 region was hypermethylated in ESC, again unlike mouse and human ESC. Analysis of macTSC#1 gave similar results (Fig. S2A,B). These epigenetic features in T-E T-DMRs also supported that macTSCs were of trophoblastic lineage. Thus, the bisulfite sequencing analysis revealed a DNA methylation profile of macTSCs consistent with their trophoblastic origin.

**Figure 2:**
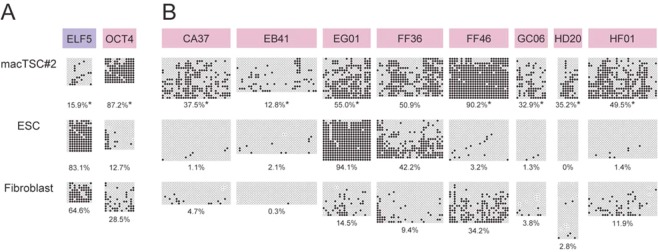
Characterization of macTSC#2 by DNA methylation profile. *(A* and *B)* DNA methylation status of *ELF5* and *OCT4* promoter regions (**A**) and the T-E T-DMRs (**B**; CA37, EB41, EG01, FF36, FF46, GC06, HD20, HF01, and OCT4) in macTSC#2, ES cell (ESC) and embryonic fibroblasts of cynomolgus monkey were analyzed by bisulfite sequencing. Open and filled circles represent unmethylated and methylated cytosines, respectively. Overall methylation percentage (the number of methylated CpGs per number of total CpGs) is shown under each part. *p < 0.01 between macTSC#2 and ESC (nonparametric two-tailed Mann-Whitney U-test).

### Expression of miRNAs of primate-specific chromosome 19 miRNA cluster (C19MC)

Another criterion by Lee *et al*. for defining early human trophoblast was the high expression of C19MC miRNAs^22^. These miRNAs are expressed almost exclusively in the human placenta, but also in ESC and some other tissues^25–27^. C19MC miRNAs are highly conserved in the macaque genome, and some of them were expressed in first trimester and term placenta^28^. We detected the expression of all C19MC miRNAs examined in macTSC#2. Four of them (miR-1323, miR-525, miR-520h, and miR-519d) showed significantly higher expression in macTSC#2 than in somatic tissues (Fig. 3), in which these three miRNAs were almost undetectable. Even though the expression of miR-517s (the primer set detected all subtypes of miR-517) was detected in somatic tissues, it was also detected in macTSC#2 at a comparable level to that in the placenta. Expression pattern of those C19MC miRNAs was detected at a similar level in macTSC#2 as compared to the other macTSC lines (Fig. S3). These results suggested that macTSCs, derived from cynomolgus monkey blastocysts, express members of the primate trophoblast specific C19MC miRNAs.

**Figure 3:**
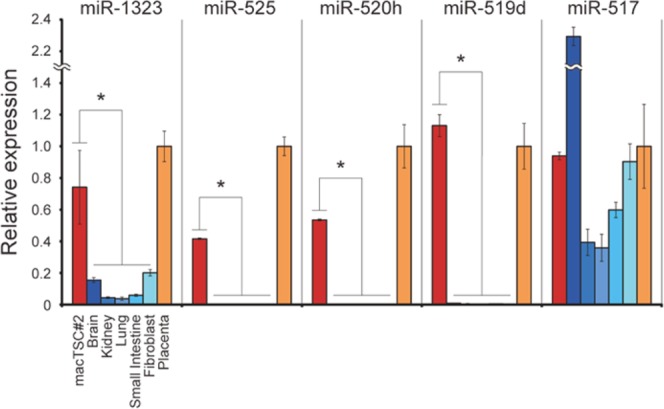
The relative expression levels of five C19MC miRNAs in macTSC#2, brain, kidney, lung, small intestine, embryonic fibroblasts, and placenta of cynomolgus monkey. The mean expression level (±SD) was normalized to that of U6 snRNA. Values of each miRNA in placenta was arbitrary set as 1. *p < 0.05 (technical triplicate). The Tukey-Kramer test was used for statistical analysis.

### Expression of genes related to placental development

To explore similarities among macTSC lines, and their transcriptomic characteristics, we performed RNA-seq analyses. 

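RNA-seq counts the fragments that come from each gene's transcripts, so the cells of 1 lineage can be compared with those of others over all genes together. Each of the 5 macTSC lines gave 1 library from (A)FHBY culture, after 4 days in AFHBY medium with activin A for macTSC#1 and #2 and in FHBY medium for macTSC#3 to #5. ESC at passage 28, fibroblast at passage 4 and placenta at day 50 of gestation gave 1 library each, so these 3 samples have no replicate. The macTSC libraries hold 18571295 to 23896769 counted fragments, with a median of 23544517. The ESC, fibroblast and placenta libraries hold 23463229, 21547353 and 19463492. The authors mapped the reads to Macaca_fascicularis_5.0 with HISAT2, counted them per gene with featureCounts and deposited the raw counts of 29324 genes for each library. They also deposited FPKM for 16566 genes, in the 12 macTSC libraries alone. For the 3 other samples FPKM was therefore computed from the counts, the gene lengths and size factors over all 15 libraries, and the levels given here are on that scale. Genes were tested in a fit of 4 groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, in which ESC, fibroblast and placenta were assumed to vary like the macTSC lines. A fold against a single library is a ratio of FPKM, and its 95% interval covers the counting error of that library only. Where that library has 0 counts the fold is given as a lower bound, with 3 counts taken as its floor. Gene lists were tested with limma's camera, both at its preset correlation of 0.01 and with a correlation estimated from the samples.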

First, we compared the correlation of gene expression profiles of all macTSC lines with ESC, fibroblast, and placenta. 

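Cells of 1 lineage share most of the genes they express and much of their levels, so lines of a common origin lie near each other when whole profiles are compared. Over 23024 genes, the log2(FPKM + 1) profiles of the 5 macTSC lines correlated pairwise at 0.942 to 0.986, with a median of 0.953. The highest values were between macTSC#1 and #2 and between macTSC#3 and #4 (0.983), each a pair with the same medium and library kit. The lowest was between macTSC#1 and #5. Correlations of the lines with ESC were 0.797 to 0.821, with fibroblast 0.823 to 0.861 and with placenta 0.846 to 0.859. ESC and fibroblast, the samples outside the trophoblast lineage, correlated with each other at 0.872. All 5 lines fell into a branch of their own when profiles were clustered by Euclidean distance with the farthest-neighbor method. With untransformed FPKM, on which the most abundant transcripts such as that of fibronectin (*FN1*) weigh most, the lowest correlation between lines was 0.653. On that scale 0 lines stood in a branch of their own when profiles were clustered, against 5 when the correlations were. *FN1*, which encodes an extracellular matrix protein, took 5.39% to 14.9% of all counted fragments in the (A)FHBY libraries.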

As shown in Fig. 4A, all macTSCs formed a close cluster apart from the ESC, fibroblast, and placenta, suggesting that all macTSC lines have similar gene expression profiles even though they were established under different culture conditions. Gene ontology (GO) term enrichment analysis of the genes with >2-fold higher expression in all macTSC lines than in ESC revealed the terms associated with angiogenesis, positive regulation of epithelial cell migration, and placenta development (Fig. 4B). 

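Trophoblast gives rise to the epithelium of the placenta, and its cells invade the uterine wall and remodel the maternal vessels. Placenta development draws on regulators such as *PPARG*, a nuclear receptor needed for trophoblast maturation, and *KRT19*, a keratin of simple epithelia. Invasion draws on proteins of adhesion and matrix such as *LAMC2*, a laminin chain of epithelial basement membranes, and *TPM1*, a tropomyosin of the actin cytoskeleton. Of 17037 genes tested, 1385 were higher and 2050 lower in macTSCs than in ESC, 20.2% in all. Without macTSC#4 2048 genes passed and without macTSC#3 2164, and DESeq2 put 2587 higher. With macTSC#1 and #2 alone, which differ from the other lines in medium and share the library kit of ESC, 5801 passed. The spread in that fit comes from macTSC#1 and #2 alone, the most alike pair of lines. Of a list of placenta development genes, 20 members were higher, 2 lower and 33 of 55 did not pass, and adjusted over the list alone 22 were higher and 3 lower. The list as a whole was higher, with a median log2 fold change of 3.47, or 2.09 with genes absent from ESC at their bound (camera adjusted p = 8.85e-06, 0.361 with an estimated correlation). Its members include *PPARG* (log2 fold change 10.72, SE 0.57) and *KRT19* (10.15, SE 0.55), while *PRDM1*, a repressor of differentiation genes (-6.58, SE 0.38), and *SOCS3*, a brake on cytokine signaling (-2.36, SE 0.43), were lower. Of a list of genes of the epithelial to mesenchymal transition, 23 were higher, 6 lower and 50 of 79 did not pass, and 28 and 9 passed adjusted over the list alone. This list too was higher (median 2.32, adjusted p = 0.00211, 0.361 with an estimated correlation). *TPM1* (6.28, SE 0.47) and *LAMC2* (8.22, SE 0.73) were higher, and *ZEB1*, a transcription factor that drives the mesenchymal state, was lower (-9.22, SE 0.70). Of the 65 tested members of an angiogenesis list, 10 were higher and 9 lower, against 1385 and 2050 of all 17037 genes, and 15 and 10 adjusted over the list alone. Its median was 0.12 and it did not pass in tests of a net direction (camera adjusted p = 0.534, leaning higher, and fry adjusted p = 0.839, leaning lower). *FGF1*, a growth factor for endothelium, was higher (6.08, SE 0.61), while the chemokine receptor *CXCR4* (-9.36, SE 0.91) and the semaphorin *SEMA4D* (-4.30, SE 0.42) were lower.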

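Keratin 7 is a filament protein of simple epithelia and a common marker of trophoblast. *GATA3* and *TFAP2C* encode transcription factors that set up the trophoblast program and keep it running. *VGLL1* encodes a cofactor of TEAD transcription factors, and *HAND1* a basic helix-loop-helix factor of trophoblast and of mesoderm. In (A)FHBY culture *KRT7* stood at 284 ± 40.6 FPKM (± SD, n = 5 lines), *GATA3* at 77.8 ± 32.6, *TFAP2C* at 37.7 ± 7.03, *VGLL1* at 212 ± 55.5 and *HAND1* at 30.0 ± 13.1. In ESC the same genes stood at 0.206, 0.026, 0.0207, 0.0769 and 0.00955 FPKM. *KRT7* (ENSMFAG00000032813, chromosome 11, 51102253-51117425 of Macaca_fascicularis_5.0) was thus 1380-fold higher, with a counting interval of 836 to 2460 from its 15 fragments in ESC (log2 fold change 10.48, SE 0.48, adjusted p = 0.000929). *GATA3* (ENSMFAG00000042633, chromosome 9, 8361568-8383128) was 2990-fold higher (1020 to 14500, from 3 fragments; log2 11.56, SE 1.27, adjusted p = 0.00331). *TFAP2C* (ENSMFAG00000004040, chromosome 10, 88496861-88511349) was 1820-fold higher (624 to 8850, from 3 fragments; log2 10.83, SE 0.65, adjusted p = 0.000944). *VGLL1* (ENSMFAG00000035875, chromosome X, 133299988-133326298) was 2760-fold higher (1080 to 10100, from 4 fragments; log2 11.45, SE 0.88, adjusted p = 0.00142). *HAND1* (ENSMFAG00000000456, chromosome 6, 153826635-153831134) was 3140-fold higher, and the single fragment in ESC leaves its interval at 563 to 124000 (log2 11.44, SE 1.27, adjusted p = 0.00338). Fibroblast expressed *KRT7* as well, at 188 FPKM, against 3.17 of *GATA3* and 0.122 of *HAND1*. Placenta held all but *HAND1* (0.0922 FPKM) at 49.5, 13.1, 11.2 and 95.3 FPKM in the order above.

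**Figure D1:**
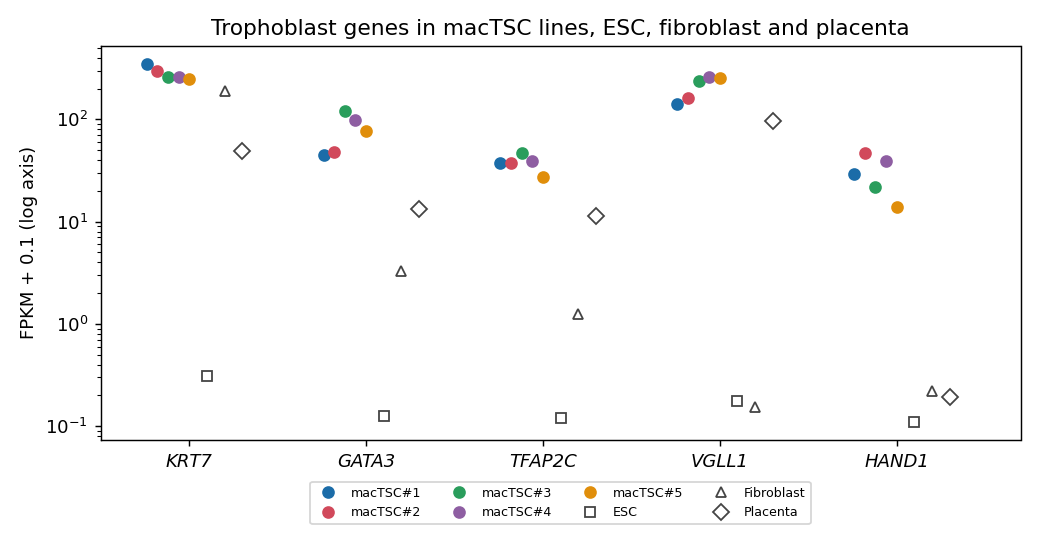
Level of 5 trophoblast genes as FPKM + 0.1 on a log axis, in each of the 5 macTSC lines in (A)FHBY culture and in the single libraries of ESC, fibroblast and placenta. Each point is 1 library.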

Importantly, some genes such as *KRT7*, *GATA3*, *TFAP2C*, *VGLL1*, and *HAND1*, which are known to be highly expressed in trophoblasts, were also highly expressed in macTSCs compared to ESCs (Table S1). In contrast, genes with >2-fold lower expression in macTSC lines than in ESC were associated with somatic cell differentiation (Fig. S4). These results collectively indicated that macTSCs are cells of trophoblast origin.

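ESCs are pluripotent, so they express early genes of many tissues, which trophoblast does not form. *ZIC2* and *EPHA3*, a zinc-finger factor and a receptor of cell guidance, act in the early nervous system. Primary cilia carry the receptors of hedgehog signaling, and *PTCH1* and *GLI3* encode its receptor and 1 of its transcription factors. Of a list of neural development genes, 20 were lower in macTSCs than in ESC, 1 higher and 21 of 42 did not pass, and adjusted over the list alone 22 were lower and 2 higher. Its median log2 fold change was -4.15, or -3.92 with genes absent from the lines at their bound (camera adjusted p = 4.67e-06, 0.361 with an estimated correlation). *EPHA3* (-13.76, SE 0.63), *ZIC2* (-11.66, SE 0.74) and the ephrin *EFNB3* (-10.56, SE 0.84) were lower. *OTX1*, a homeobox gene of the forebrain, was the exception at a level at least 28.1-fold higher than in ESC, where it had 0 counts. Of a cilium list, 29 members were lower, 0 higher and 32 of 61 did not pass, and 39 were lower and 1 higher over the list alone (median -1.5, adjusted p = 3.16e-06, 0.361 with an estimated correlation). *IFT81*, part of the transport system inside cilia (-3.05, SE 0.37), and *AHI1*, a protein of the ciliary base (-2.69, SE 0.33), were among them. *CCDC40*, needed for motile cilia (-8.92, SE 1.00), no longer passed without macTSC#3 (adjusted p = 0.0564). Of a hedgehog list, 6 of 16 were lower and 0 higher, also over the list alone (median -2.61, adjusted p = 0.0142, 0.361 with an estimated correlation). They include *PTCH1* (-2.29, SE 0.23), *GLI3* (-7.82, SE 1.46) and the co-receptor *CDON* (-2.21, SE 0.30).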

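Trophoblast, the outer lineage of the blastocyst, splits into cytotrophoblast, the proliferating stem layer, syncytiotrophoblast, which makes hormones, and extravillous trophoblast, which invades. A list of genes common to trophoblast therefore bears on origin, and lists of the 3 cell types on the stage within it. The paper concludes from the clustering, the higher genes and the lower genes together that the lines arose from trophoblast. Of the common list, 15 of 18 members were higher in macTSCs than in ESC and 0 lower, and adjusted over the list alone 17 were higher. Its median log2 fold change was 10.18, or 10.0 with genes absent from ESC at their bound (camera adjusted p = 3.23e-12, 0.361 with an estimated correlation). This list holds *KRT7*, *GATA3*, *VGLL1* and *HAND1*, whose published values had been seen before it was written. Its test is thus not independent of them, and the lists of the 3 cell types hold such genes too. Of the cytotrophoblast list, 8 were higher, 1 lower and 12 of 21 did not pass, and 10 and 2 passed adjusted over the list alone (median 2.42, adjusted p = 0.000909, 0.361 with an estimated correlation). *SPINT1*, a protease inhibitor of cytotrophoblast (448-fold, 306 to 686), and *EPCAM*, an epithelial adhesion protein (52.8-fold, 44.6 to 62.8), were higher, and *BMP7*, a signaling ligand, was lower (log2 fold change -6.42, SE 1.11). Of the extravillous list, 9 were higher, 0 lower and 23 of 32 did not pass, 11 higher over the list alone (median 4.3, adjusted p = 5.85e-05, 0.361 with an estimated correlation). *PLAC8*, a marker of invading trophoblast (224-fold, 165 to 312), belongs to these. Of the syncytiotrophoblast list, 5 of 28 were higher and 0 lower, also over the list alone (median 2.94, adjusted p = 0.0142, 0.451 with an estimated correlation). *HSD3B1*, an enzyme of progesterone synthesis (2390-fold, 1030 to 7370 from 5 fragments in ESC), and *INSL4*, a placental hormone (675-fold, 403 to 1240), were higher, but the list did not pass with fry (0.0517). Against placenta, 7 of 18 common trophoblast genes were higher and 0 lower, 10 adjusted over the list alone (median 1.92, adjusted p = 0.000168, 0.565 with an estimated correlation). *ENPEP*, an aminopeptidase of the trophoblast surface, was 18.8-fold higher than in placenta (17.6 to 20). Lists of other cells of the placenta were lower in the lines: 9 of 18 fibroblast genes (adjusted p = 4.5e-05, 0.34 with an estimated correlation) and 5 of 7 macrophage genes (0.00109, 0.34), with 0 higher in either.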

**Figure 4:**
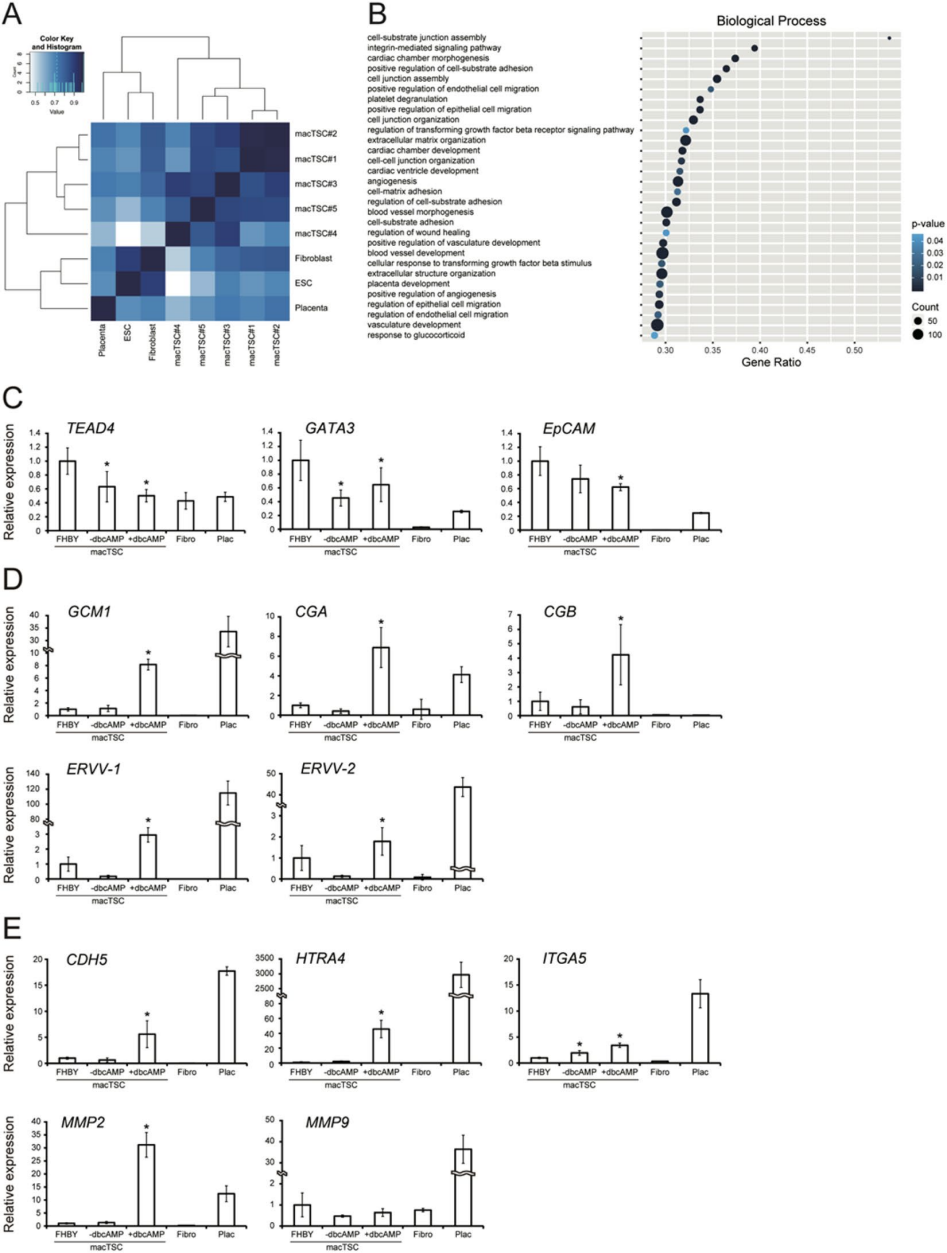
Gene expression profiling of macTSC lines. (**A**) Heatmap was drawn by the values of correlation coefficients using the RNA-seq datasets of macTSCs, ESC, fibroblast, and cynomolgus monkey placenta. (**B**) Enriched GO terms associated with the genes with >2-fold expression in all macTSCs compare to that in ESC. PANTHER (www.pantherdb.org) was used for GO analyses. Gene ratio, the ratio of the analyzed genes in the gene set of the GO term; Count, the number of analyzed genes in the GO term. *P*-values were calculated using Fisher's exact test with Bonferroni correction. (**C**,**D**,**E**) qRT-PCR for analyzing the expression of CTB (**C**), STB (**D**) and EVT (**E**) markers. The mean values (±SD) of technical replicates for biological duplicates, normalized by the expression of *ACTB*, were shown relative to those of cells maintained under the FHBY condition (arbitrarily set as 1). −dbcAMP, basal TS medium without FHBY and dbcAMP; +dbcAMP, basal TS medium with 1 mM dbcAMP. *p < 0.05 vs. FHBY (Two-tailed Student's *t*-test).

Recent reports showed human *VGLL1* gene expression in proliferative, undifferentiated CTBs residing in the early human placenta^29^. 

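*VGLL1* encodes a transcriptional cofactor without a DNA-binding domain of its own, which acts by binding TEAD proteins. In human placenta its transcript marks the proliferating cytotrophoblast. In (A)FHBY culture *VGLL1* stood at 142 FPKM in macTSC#1, 163 in #2, 239 in #3, 263 in #4 and 254 in #5. In fibroblast it stood at 0.0547 FPKM, from 2 fragments. With dbcAMP, under which trophoblast stem cells leave the cell cycle, *VGLL1* had a log2 fold change of -0.56 (SE 0.23, adjusted p = 0.0707) and did not pass. DESeq2 called it lower (adjusted p = 0.0358), and so did the edgeR test with no expression filter (0.0481) or on macTSC#3 to #5 alone (0.0442). The levels per line with dbcAMP were 143, 149, 221, 110 and 116 FPKM.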

The robust expression of *VGLL1* in macTSCs thus implied that the macTSCs might have the potential to differentiate. To test this, we treated the cells with dbcAMP in the absence of FHBY, and analyzed gene expression of each trophoblast subtype markers, since an increase in cellular cAMP is known to induce differentiation of human trophoblast cells^8,30^. First, we analyzed the expression of CTB markers by qRT-PCR (Fig. 4C). The expression levels of *TEAD4*, which is widely used as an undifferentiated trophoblast marker^31^, were downregulated by the FHBY removal regardless of the presence of dbcAMP. *GATA3*, known as a trophoblast marker^22^, was also downregulated. On the other hand, *EpCAM* expression was not reduced significantly by the removal of FHBY, but significantly downregulated by the dbcAMP treatment. In contrast, STB markers, *GCM1*, *CGA*, and *CGB* were upregulated significantly by dbcAMP treatment (Fig. 4D). In addition, expression of the putative fusogenic endogenous retroviral genes, *ERVV-1*, and *ERVV-2*^32^, was also increased (Fig. 4D). As shown in Fig. 4E, *HTRA4*, *ITGA5*, and *CDH5*, which are used as EVT markers, were also upregulated significantly by dbcAMP treatment. One of the invasiveness-related matrix metalloproteinase genes, *MMP2*, was also induced by dbcAMP treatment. 

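*MMP9* encodes gelatinase B, a protease that cuts the collagen of basement membranes and that invading extravillous trophoblast secretes. *TIMP1* and *TIMP2* encode inhibitors of this family of proteases. *MMP9* (ENSMFAG00000031160, chromosome 10, 77688858-77696788 of Macaca_fascicularis_5.0) stood at 0.267 ± 0.271 FPKM in (A)FHBY culture and at 2.2 ± 3.00 with dbcAMP (± SD, n = 5 lines). Its counts were 1, 39, 29, 13 and 1 fragments in macTSC#1 to #5 before dbcAMP and 4, 306, 74, 83 and 7 after. It rose with dbcAMP (log2 fold change 2.74, SE 0.31, adjusted p = 0.0005), though in macTSC#1 and #5 the rise rests on fewer than 10 fragments. In placenta *MMP9* stood at 2.97 FPKM. Of the list of matrix metalloproteinases and their inhibitors, 12 of 15 members rose, 0 fell and 3 did not pass, with the same counts adjusted over the list alone. The list as a whole rose (median 1.54, camera adjusted p = 0.000362, 0.298 with an estimated correlation). It holds *MMP2* and *MMP9*, whose published values had been seen before it was written. *TIMP2* (1.60, SE 0.14) and *TIMP1* (1.32, SE 0.13) rose together with the proteases they inhibit.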

Although RNA-seq indicated upregulation of another member of *MMP* gene family, *MMP9*, in all the five macTSCs (Table S2), the expression of *MMP9* did not change by culture conditions based on the primer set used.

### Differentiation of multinucleated STBs from macTSC

Human and non-human primate trophoblast cells differentiate to form multinucleated STBs, which secrete CG via cell fusion. Since results from qRT-PCR suggested that dbcAMP induced macTSC differentiation, we investigated whether macTSC#2 differentiates into STBs. The CG protein in dbcAMP-treated macTSC#2 was easily detectable by immunofluorescence (Fig. 5A). Furthermore, to detect the formation of multinucleated trophoblasts, cells were stained for E-Cadherin to visualize the cell border, and the frequency of appearance of multinucleated (≥ three nuclei per cell) cells was analyzed. While 5% and 3% of nuclei were fused to form multinucleated cells under FHBY and -dbcAMP conditions, respectively, dbcAMP treatment increased appearance frequency of such nuclei to 15% (Fig. 5B,C and Table S3). Macaque placenta secretes progesterone and estradiol during the gestation^33^. To see if differentiated macTSCs produce and secrete these steroid hormones, we measured the amount of progesterone and estradiol secreted in the culture media by ELISA (Fig. 5D,E). While there was no difference in secreted estradiol between FHBY and +dbcAMP conditions (Fig. 5E), the amount of progesterone was significantly increased in +dbcAMP condition (Fig. 5D). It is not known if there is no estrogen secretion, or the level was too low to detect over the background. These analyses suggested that at least some of the cells differentiated to the CG-positive, progesterone-producing STBs upon dbcAMP treatment of macTSC#2, but the differentiated STBs may not be fully functional.

**Figure 5:**
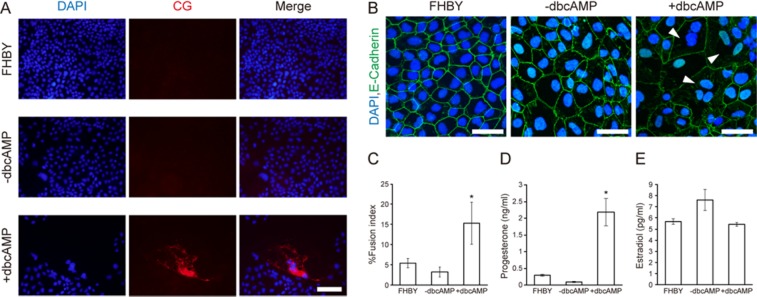
Differentiation of macTSC#2 towards multinucleated cells. (**A**) Fluorescent immunocytochemistry for CG protein. Scale bar = 100 µm. (**B**) Detection of multinucleated cells by immunofluorescence for E-cadherin and DAPI staining. Arrowheads show multinucleated (≥tri-n ucleated) cells. Scale bars = 40 µm. (**C**) The fusion index ± SD (%) calculated from four randomly chosen fields each of biological duplicates. Fusion index was calculated by (N-C)/T × 100 (N, nuclei in multinucleated cells; (**C**) number of multinucleated cells; T, total number of nuclei in a field of microscopic view). (**D**,**E**) Measurement of secreted steroid hormones. Progesterone (**D**) and Estradiol (**E**) in macTSC#2 culture medium were detected by ELISA (n = 3). *p < 0.05 vs. FHBY (two-tailed Student's *t*-test).

### Differentiation of invasive EVT from macTSC

Human and non-human primate CTBs, especially those located in cell column, differentiate into another cell type including the invasive EVTs. To address whether macTSCs also differentiate towards EVT, we investigated the expression of EVT marker protein, and the invasiveness of macTSC. MMP2 and MMP9 reportedly degrade gelatin. We first performed gelatin zymography to detect MMP2 and MMP9 activity in the macTSC#2 cell extract, and the results show augmented level of MMP2 protein by the dbcAMP treatment (Fig. 6A). Similarly, the dbcAMP-treated macTSC#2 showed increased expression of Mafa-AG protein by immunofluorescence compared to cells in the FHBY condition (Fig. 6B).

**Figure 6:**
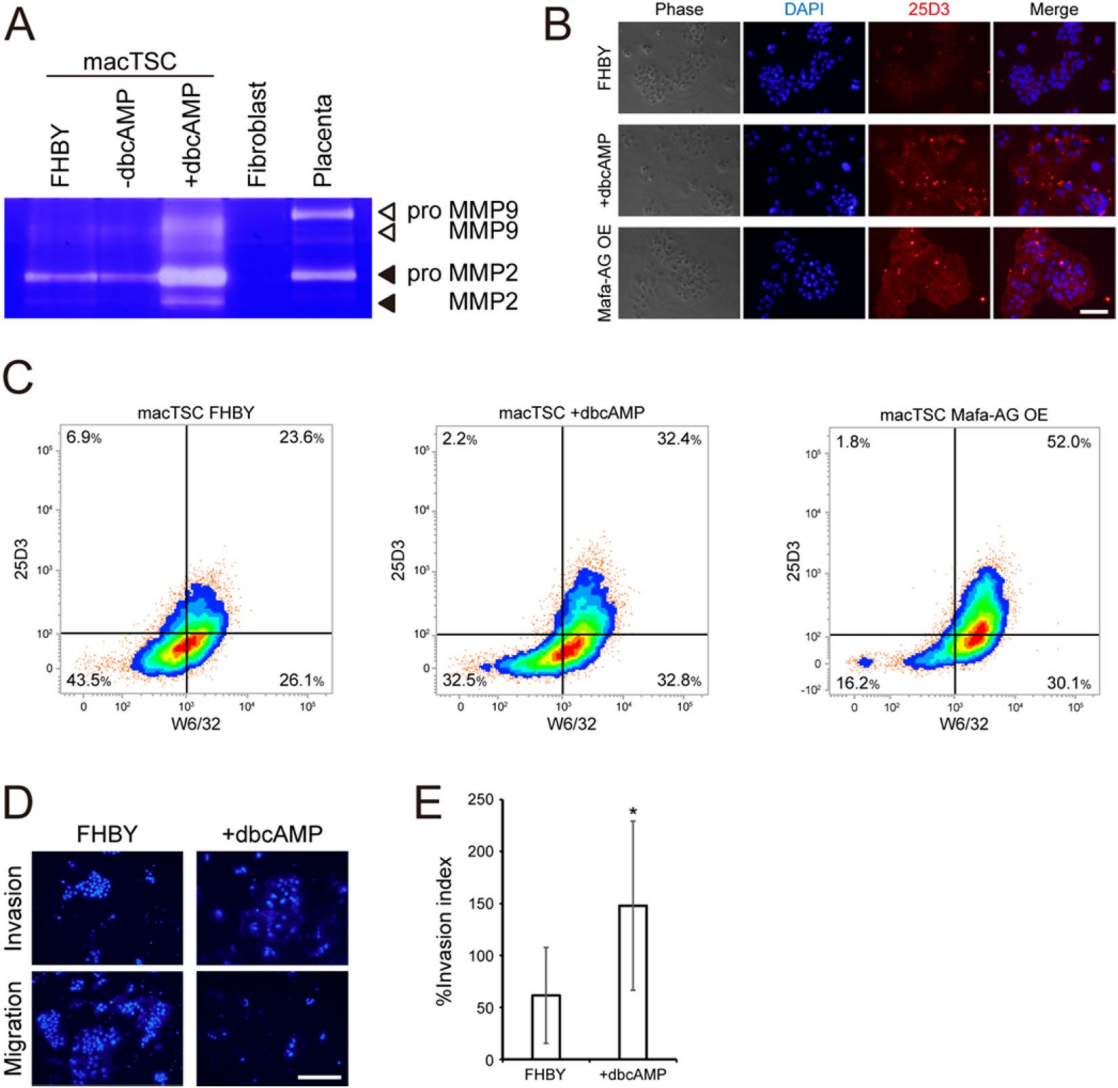
Differentiation of macTSC#2 toward invasive cells. macTSC#2 cells cultured for six days under the indicated conditions and were subjected to further analysis. (**A**) Detection of gelatinase activities in macTSC#2 by gelatin zymography. Fibroblast and placenta were used as negative and positive controls, respectively. (**B**) Fluorescent immunocytochemistry for Mafa-AG protein, a cynomolgus macaque homolog of HLA-G. Mafa-AG was detected by using the 25D3 antibody. A macTSC line overexpressing Mafa-AG protein (Mafa-AG OE) was used as a positive staining control. The high-intensity dots stained by 25D3 antibody were non-specific signals. Scale bar = 100 µm. (**C**) Flow cytometric analysis. PI staining-positive dead cells were gated out. The thresholds of positive and negative staining were decided using the isotype control antibody of Mafa-AG-overexpressing macTSC#2 (Fig. S5). (**D**) Cell invasion analysis of macTSC#2 cells. Cells were cultured on the FluoroBlok inserts with (Invasion) or without (Migration) Matrigel coating in the indicated conditions for four days. The nuclei of cells on the lower surface of the inserts were stained with Hoechst 33342 and photographed. The typical images are shown. Scale bar = 50 µm. (**E**) The invasion index (%) calculated from 835 and 364 total nuclei in FHBY and +dbcAMP conditions, respectively.

The expression pattern of HLAs can be used to evaluate the subtype of human trophoblast cells^2^. While a lack of HLA-C ortholog, the only HLA type I molecule expressed in the human EVT, in the macaque genome hampers a straight application of this evaluation, cynomolgus STB and EVT were intensely stained by anti-human HLA type I antibodies^34,35^. However, undifferentiated CTB-like cells are detectable by the expression of HLA-A and -B ortholog. The flow cytometric analysis by using a pan anti-human HLA class I antibody, W6/32, and the 25D3 antibody for detecting Mafa-AG^35^, showed an increase in the ratio of HLA class I^+^/Mafa-AG^+^ putative EVT-like population from 23.6% to 32.4% by dbcAMP treatment at the expense of HLA class I^−^/Mafa-AG^−^ population (Fig. 6C, S5, and S6). This result suggested that some cells with EVT-like MHC expression profile existed even under the FHBY condition and that dbcAMP shifted the distribution of cell populations towards EVT-like cells.

Finally, we analyzed the invasiveness of macTSC#2 cells by employing the Matrigel invasion assay^36^. Cells were cultured for four days on the cell culture inserts, with or without Matrigel-coating, followed by counting the number of nuclei of invaded or migrated cells to calculate invasion-to-migration ratio (% invasion index). Although these analyses showed the presence of invasive EVT-like cells even in the FHBY condition in agreement with the flow cytometry results mentioned above, the ratio of invasive to migratory cells was increased significantly by the dbcAMP treatment (Fig. 6D,E). These results demonstrated that a part of macTSC#2 also acquired the invasive EVT-like phenotype upon dbcAMP treatment.

### Gene expression profile of macTSCs under the dbcAMP condition

The dbcAMP treatment induce human trophoblast differentiation toward multinucleated STB^8,30^. In this study, however, invasive EVT-like cells also appeared upon dbcAMP treatment of macTSC#2 (Figs. 5 and 6), suggesting that dbcAMP treatment also trigger EVT cell fate in macTSCs. To further resolve this question, we analyzed comprehensive gene expression profiles of macTSCs with dbcAMP by RNA-seq. 

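dbcAMP is a form of cyclic AMP that enters cells and switches on protein kinase A, the signal under which cytotrophoblast fuses and begins to make hormones. All 5 macTSC lines were cultured with 1 mM dbcAMP for 6 days and gave 1 library each. Each was paired with the (A)FHBY library of the same line, so every change was measured within lines (n = 5 pairs). The libraries with dbcAMP hold 19930539 to 22968194 counted fragments, with a median of 21195064. macTSC#1 and #2 also gave 1 library each from medium without the factors and without dbcAMP, of 26927627 and 24471095 fragments. In all 5 pairs of (A)FHBY and dbcAMP libraries the medium differs in 2 ways, since dbcAMP was given as the factors of (A)FHBY were left out. The days of culture differ as well, 4 in (A)FHBY and 6 with dbcAMP. A change within these pairs cannot be assigned to 1 of these differences. The authors took genes with a change of over 2-fold in all 5 lines. From the deposited counts, the paired difference was tested here with edgeR's quasi-likelihood test with the line as a block and Benjamini-Hochberg adjustment. The over-2-fold rule was applied to the deposited FPKM with 0.1 added. Tests on simulated data with 200 changed genes recovered 22.4% of changes of 1.5-fold, 62.7% of 2-fold and 96.9% of 4-fold. Where far more genes change, these shares need not hold.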

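A principal component analysis draws samples by the genes that vary most between them, so a treatment that acts within a lineage shows as a shift smaller than the distance to other lineages. On 500 genes in 13 samples, the first component held 54.2% of the variance and the second 17.6%. With dbcAMP the 5 lines moved by 29.1 ± 4.2 units on these components (± SD, range 25.3 to 34.8). That is 21.1% of their mean distance from ESC (140.4), fibroblast (143.0) and placenta (131.9), and the share was 26.2% with all genes, 32.8% with a variance stabilizing transformation and 35.1% with log2(FPKM + 1). In all 5 lines the second component rose, for example from -36 to -4.7 in macTSC#1 and from 3.4 to 28.3 in macTSC#4, and placenta lies at 85.6 on it. The first component fell in all 5 lines, away from placenta at 56.9. It went from -26.7 to -35.1 in macTSC#1 and from -24.1 to -28.5 in macTSC#4. By gene, 3403 of 12720 rose and 3303 fell, 52.7% in all. Of these 1424 rose and 1010 fell over 2-fold. Without the pairing by line 2313 genes passed. Of a list of 20 target genes of cyclic AMP signaling, 14 rose, 1 fell and 5 did not pass, also adjusted over the list alone (median 0.93, camera adjusted p = 0.0124, 0.48 with an estimated correlation). In macTSC#1 and #2 removal of the factors without dbcAMP raised 8 of 21 and lowered 2 (median 0.74, adjusted p = 0.00128, 0.452 with an estimated correlation), and dbcAMP against medium without factors raised 11 and lowered 2 (median 0.58, 0.0176, 0.39 with an estimated correlation). In the 5 lines with dbcAMP *DUSP1*, a phosphatase that ends MAP kinase signals (log2 fold change 3.87, SE 0.19, adjusted p = 0.000117), and *ATF3*, a stress-induced transcription factor (2.22, SE 0.22), rose. *INHA*, the inhibin alpha chain that trophoblast secretes, rose too (1.51, SE 0.15), and *PPARGC1A*, a coactivator of mitochondrial genes, fell (-2.10, SE 0.21).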

From the result of PCA, the gene expression profiles of all five macTSC lines were slightly changed (Fig. 7A). 

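Trophoblast of the placental bed moves through the uterine wall and signals to blood vessels, and its own differentiated cells secrete growth factors and proteases that act on vessels. *VEGFA* and *ANGPTL4* encode secreted proteins that act on endothelium, *THBS1* a matrix protein that restrains vessel growth and *SEMA3A* a guidance protein that repels it. Over 2-fold in all 5 lines, 552 genes were higher and 381 lower with dbcAMP, 933 in all. With 1 added to FPKM in place of 0.1, 587 passed. In the paired test, 22 of 48 genes of an angiogenesis list rose, 7 fell and 19 did not pass, and 22 and 8 passed adjusted over the list alone. The list as a whole rose, with a median log2 fold change of 0.7 (camera adjusted p = 0.0301, 0.468 with an estimated correlation), but not without macTSC#1. *VEGFA* (ENSMFAG00000043991, chromosome 4, 126747919-126764562 of Macaca_fascicularis_5.0) went from 48.3 ± 14.6 to 161 ± 61.7 FPKM (± SD, n = 5 lines; log2 fold change 1.66, SE 0.19, adjusted p = 0.000496). *ANGPTL4* (2.76, SE 0.31, adjusted p = 0.000462) rose as well, while *THBS1* (-1.51, SE 0.15) and *SEMA3A* (-2.95, SE 0.51) fell. Of a list of 15 integrins, the receptors by which moving cells hold the matrix, 5 rose, 4 fell and 6 did not pass, and the list did not pass (adjusted p = 0.868). *ITGA5*, a fibronectin receptor chain, rose (2.62, SE 0.33), and *ITGA10* (-1.16, SE 0.12) and *ITGA11* (-0.64, SE 0.12), collagen receptor chains, fell.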

The GO analysis of >2-fold upregulated genes after dbcAMP treatment in all macTSC lines showed enrichment of terms related to positive regulation of cell migration, vasculature development, and angiogenesis (Fig. 7B). Remarkably, these upregulated genes commonly included *GCM1*, *MMP2*, *CDH5*, and *HTRA4*, which are expressed exclusively or preferentially in the human placenta (Table S4)^37–39^. 

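*GCM1* encodes the transcription factor that starts trophoblast fusion and syncytial hormone production. *MMP2* encodes gelatinase A, a secreted protease of invading cells. *CDH5* encodes vascular endothelial cadherin, which extravillous trophoblast takes on as it lines maternal vessels, and *HTRA4* a secreted protease made almost only in placenta. *GCM1* (ENSMFAG00000028616, chromosome 4, 117589648-117612360 of Macaca_fascicularis_5.0) went from 22.2 ± 33.9 to 220 ± 71.7 FPKM (± SD, n = 5 lines) and rose in the paired test (log2 fold change 4.43, SE 0.83, adjusted p = 0.0036). *MMP2* (ENSMFAG00000037156, chromosome 20, 43359426-43387150) went from 168 ± 257 to 4315 ± 2108 FPKM (6.08, SE 1.12, adjusted p = 0.00334). *CDH5* (ENSMFAG00000038308, chromosome 20, 54469255-54507727) went from 2.04 ± 3.97 to 15.9 ± 20.4 FPKM (3.89, SE 0.63, adjusted p = 0.00198). *HTRA4* (ENSMFAG00000041865, chromosome 8, 39810759-39826397) went from 5.49 ± 12.0 to 73.3 ± 133 FPKM (5.56, SE 0.68, adjusted p = 0.000642). Before dbcAMP macTSC#4 held the most of all 4 genes: 82.2 FPKM of *GCM1*, 619 of *MMP2*, 9.1 of *CDH5* and 27 of *HTRA4*. In the other lines *GCM1* stood at 1.56 to 14.9 FPKM and *MMP2* at 3.83 to 116. The lowest levels with dbcAMP were 128 FPKM of *GCM1* and 2650 of *MMP2*, both in macTSC#5. *CDH5* in macTSC#1 went from 1 to 4 fragments and *HTRA4* in macTSC#5 likewise from 1 to 4, so the rise of these genes is not settled in those lines. Removal of the factors without dbcAMP also raised *GCM1*, *MMP2* and *HTRA4* in macTSC#1 and #2. Part of their rise may thus not come from dbcAMP.

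**Figure D2:**
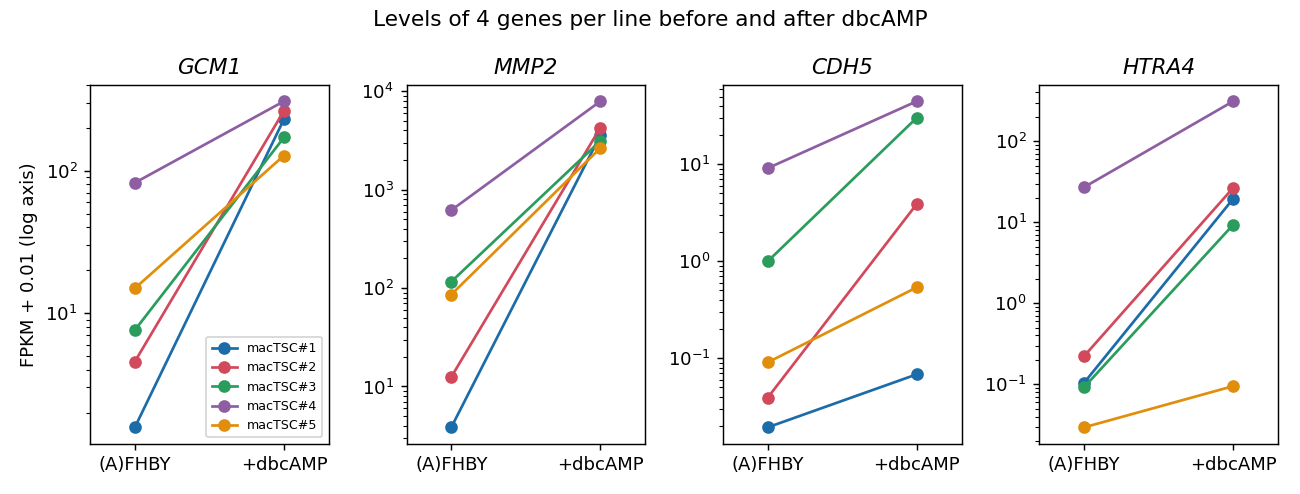
Level of 4 genes as FPKM + 0.01 on a log axis, in (A)FHBY culture and with dbcAMP. Each point is 1 library and lines join the 2 libraries of a macTSC line.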

GO terms related to cell proliferation were enriched in >2-fold downregulated genes, (Figs. 7C and S7) reflecting the inhibition of cell growth by dbcAMP treatment. In addition, gene set enrichment analyses showed the upregulation of the genes associated with not only cell-cell fusion, but also epithelial to mesenchymal transition, the terms linked to multinucleated STB and invasive EVT formation, respectively (Fig. 7C). These results also suggested that all macTSC lines had the potential to differentiate towards both STB and EVT.

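Trophoblast leaves the cell cycle as it differentiates, so the genes of DNA replication and of mitosis mark the loss of the proliferating state. *MKI67* and *CCNA2*, a nuclear protein of dividing cells and cyclin A2, follow the cycle itself, and *MCM4* encodes part of the helicase that opens DNA for replication. Of a list of 44 genes of G2 and mitosis, all 44 fell with dbcAMP, also adjusted over the list alone (median log2 fold change -2.69, camera adjusted p = 2.12e-15, 0.468 with an estimated correlation). Of 39 genes of the G1 to S step, 38 fell and 1 rose, also over the list alone (median -2.35, adjusted p = 2.6e-15, 0.468 with an estimated correlation). Of 32 centromere and kinetochore genes, all 32 fell (adjusted p = 5.17e-13, 0.468 with an estimated correlation). *MKI67* (ENSMFAG00000037072, chromosome 9, 127477845-127509218 of Macaca_fascicularis_5.0) went from 24.7 ± 11.4 to 2.66 ± 1.99 FPKM (± SD, n = 5 lines; -3.63, SE 0.44, adjusted p = 0.000624). *CCNA2* (ENSMFAG00000037740, chromosome 5, 120791932-120799278) went from 48.9 ± 9.44 to 8.07 ± 2.92 FPKM (adjusted p = 0.000145). *MCM4* (ENSMFAG00000035531, chromosome 8, 48809454-48826667) went from 31.3 ± 6.78 to 4.05 ± 1.60 FPKM (-3.04, SE 0.16). *CENPM* (-2.79, SE 0.20) and *ZWINT* (-3.42, SE 0.29), proteins that join chromosomes to the spindle, fell as well. *CCNE1*, cyclin E1, which also drives the DNA doubling of trophoblast giant cells, rose (1.05, SE 0.30, adjusted p = 0.0212). It did not pass without macTSC#1 (0.0533), #2 (0.0608) or #3 (0.0597), nor in macTSC#3 to #5 alone (0.142). Of 19 genes of p53 and cell-cycle arrest, 10 rose, 2 fell and 7 did not pass, also over the list alone (adjusted p = 0.027, 0.298 with an estimated correlation). In macTSC#1 and #2 removal of the factors alone raised 9 of them and lowered 0 (adjusted p = 2.35e-05, 0.452 with an estimated correlation), and dbcAMP against medium without factors raised 8 and lowered 7 (0.889). Removal alone also lowered part of the list of G2 and mitosis there. With dbcAMP *CDKN1C*, the inhibitor p57 of differentiated trophoblast, went from 76.5 ± 103 to 517 ± 196 FPKM (3.46, SE 0.49). The stress-induced genes *GDF15* (2.96, SE 0.18) and *GADD45A* (2.14, SE 0.18) rose and *CCNG1*, cyclin G1, fell (-0.53, SE 0.09).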

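Cytotrophoblast forms syncytium by fusing, which takes adhesion proteins, surface proteases and fusogens. Extravillous trophoblast instead loosens its epithelial contacts and makes matrix, as in an epithelial to mesenchymal transition. *ADAM9*, a membrane protease, and *CX3CL1*, a membrane-bound chemokine, are on the fusion list, and *CD44*, a receptor for hyaluronan, is on both. Of 26 genes of cell-cell fusion, 9 rose with dbcAMP, 2 fell and 15 did not pass, also adjusted over the list alone. Of all 12720 genes tested 3403 rose and 3303 fell, so members of this list changed no more often than genes at large. The fusion list as a whole rose, with a median log2 fold change of 0.33 (camera adjusted p = 0.0207, 0.298 with an estimated correlation). *CX3CL1* (ENSMFAG00000031661, on an unplaced scaffold of Macaca_fascicularis_5.0) went from 4.75 ± 4.35 to 78.9 ± 74.7 FPKM (± SD, n = 5 lines; 4.38, SE 0.65, adjusted p = 0.00133). *ADAM9* (ENSMFAG00000039520, chromosome 8, 39834622-39947687) went from 41.0 ± 30.5 to 132 ± 81.6 FPKM (1.77, SE 0.13, adjusted p = 0.000158). *CD44* (ENSMFAG00000043892, chromosome 14, 32207457-32299549) went from 8.81 ± 6.25 to 19.6 ± 12.3 FPKM (1.16, SE 0.08). *CDH2*, N-cadherin, which is on both lists as well, fell (-1.02, SE 0.23, adjusted p = 0.00853), but not in macTSC#3 to #5 alone (0.242). Of 67 genes of the epithelial to mesenchymal transition, 33 rose, 13 fell and 21 did not pass, also over the list alone (median 0.61, adjusted p = 0.00574, 0.48 with an estimated correlation). *FBN2*, a fibrillin of the matrix (-2.03, SE 0.17), and *COL5A1*, a collagen chain (-1.81, SE 0.32), fell against the direction of the list. Medians per line were 1.01, 0.64, 0.62, 0.4 and 0.29 for this list in macTSC#1 to #5, and 0.56, 0.22, 0.43, 0.46 and 0.32 for fusion. Both lists hold genes whose published rises had been seen before the lists were written, such as *MMP2* here and *CX3CL1* for fusion. In macTSC#1 and #2 the epithelial to mesenchymal list also passed camera on removal of the factors without dbcAMP. There it did not pass with an estimated correlation (camera adjusted p = 0.521) or by limma's fry (adjusted p = 0.145).

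**Figure D3:**
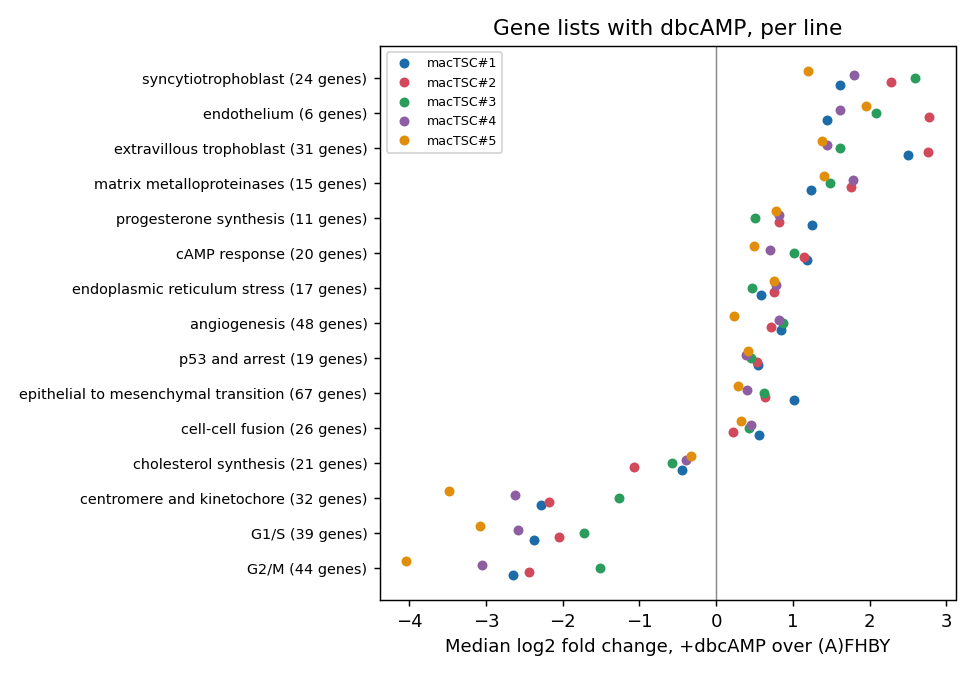
Median log2 fold change with dbcAMP of the gene lists that passed the camera test at its preset correlation. Each point is 1 macTSC line.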

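Syncytiotrophoblast makes the hormones of pregnancy, and extravillous trophoblast makes proteases and receptors of invasion. The paper proposes, from the higher genes, the lower genes and the gene sets taken together, that each line can take both paths. Of 24 genes of a syncytiotrophoblast list, 17 rose with dbcAMP, 3 fell and 4 did not pass, and 18 and 3 passed adjusted over the list alone. The list rose with a median log2 fold change of 2.26 (camera adjusted p = 0.000362, 0.298 with an estimated correlation), and its medians per line were 1.61, 2.28, 2.59, 1.8 and 1.2. *CYP11A1* (ENSMFAG00000036496, chromosome 7, 52364126-52396109 of Macaca_fascicularis_5.0), the enzyme that starts steroid synthesis, went from 23.8 ± 21.5 to 507 ± 310 FPKM (± SD, n = 5 lines; 4.67, SE 0.29, adjusted p = 0.000145). *INSL4*, a placental relaxin-like hormone, went from 57.6 ± 29.6 to 304 ± 113 FPKM (2.46, SE 0.20). *PAPPA*, a secreted protease of IGF-binding proteins, went from 6.40 ± 5.32 to 141 ± 119 FPKM (4.36, SE 0.38), and *CYP26A1*, which degrades retinoic acid, fell (-1.89, SE 0.41). Of 11 genes of progesterone synthesis, 8 rose, 1 fell and 2 did not pass, 9 and 1 over the list alone (adjusted p = 0.0062, 0.298 with an estimated correlation). *TSPO*, a mitochondrial protein tied to cholesterol import, rose (3.15, SE 0.38) and *HSD3B1*, the enzyme of the last step, fell (-1.22, SE 0.27). Of 31 extravillous trophoblast genes, 22 rose, 1 fell and 8 did not pass, 24 and 1 over the list alone (median 1.92, adjusted p = 1.14e-07, 0.331 with an estimated correlation). *SERPINE1* (ENSMFAG00000041064, chromosome 3, 45438817-45451507), an inhibitor of plasminogen activation, went from 950 ± 334 to 8261 ± 2570 FPKM (3.11, SE 0.21, adjusted p = 0.000149). *LAIR2*, a secreted collagen-binding receptor, rose (4.24, SE 0.41), and *PAPPA2*, a protease related to *PAPPA*, fell (-1.58, SE 0.42, adjusted p = 0.0155), but not without macTSC#1 (0.0639) or #2 (0.067) or in macTSC#3 to #5 alone (0.258). Medians per line of the extravillous list were 2.5, 2.76, 1.62, 1.45 and 1.38. The syncytiotrophoblast list holds genes of the published tables such as *GCM1* and *PAPPA*, and the extravillous list others such as *MMP2* and *HTRA4*. Those tables had been seen before the lists were written, so the tests of both lists are not independent of them. Each library averages over all cells of a culture, so it cannot tell 1 cell type that expresses both lists from a mixture of 2.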

**Figure 7:**
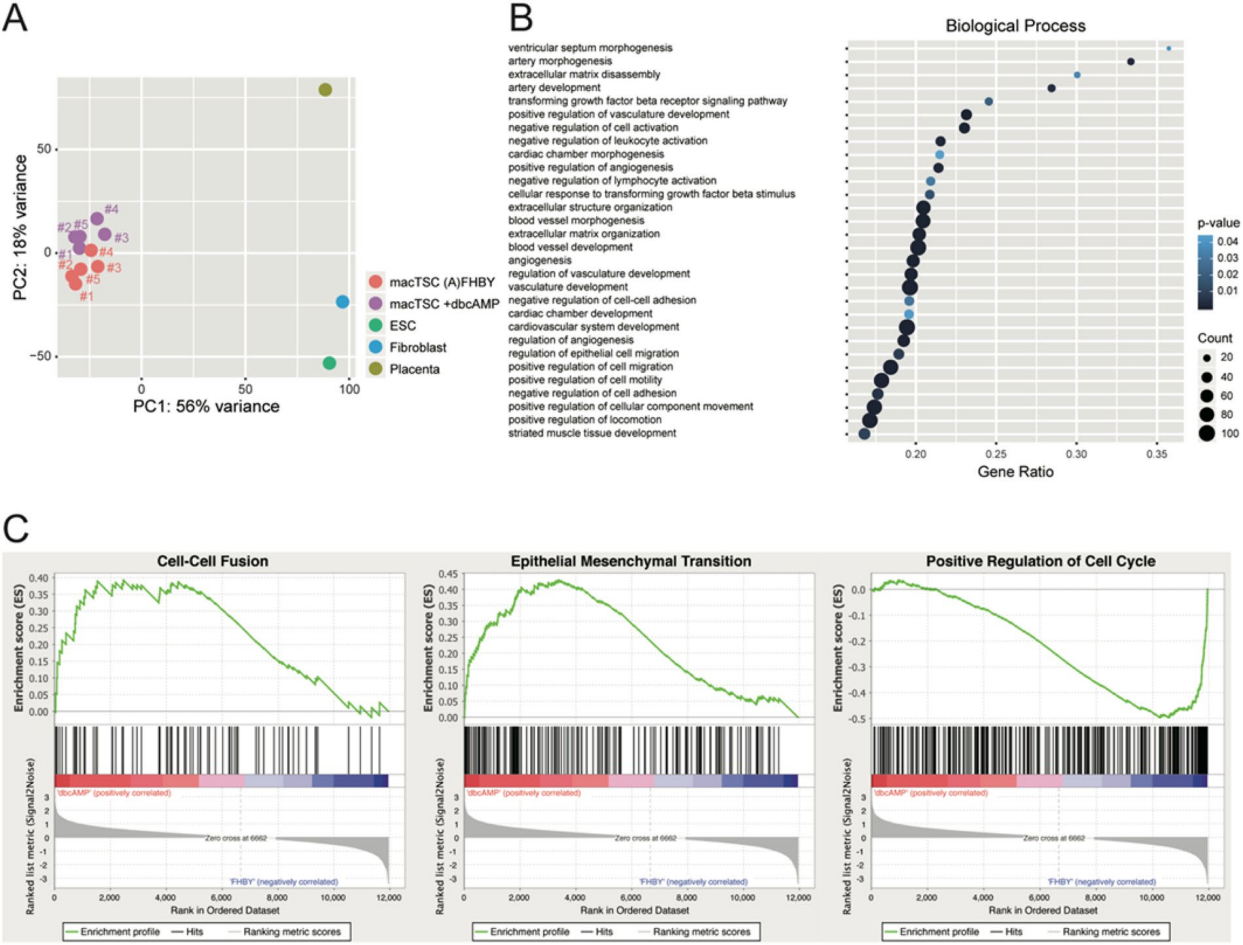
The effect of dbcAMP treatment for macTSCs. (**A**) PCA was performed using RNA-seq data of macTSCs in (**A**) FHBY and dbcAMP conditions, ESC, fibroblasts, and placenta. (**B**) Enriched GO terms associated with the genes >2-fold upregulated by the dbcAMP treatment. PANTHER (www.pantherdb.org) was used for GO analyses. Gene ratio, the ratio of the analyzed genes in the gene set of the GO term; Count, the number of analyzed genes in the GO term. *P*-values were calculated using Fisher's exact test and Bonferroni correction. (**C**) Gene set enrichment analysis (GSEA) was performed using gene expression data of RNA-seq by GSEA v4.0.3 Mac App from Broad Institute (software.broadinstitute.org/gsea/index.jsp).

### Contribution of macTSC to the TE region of mouse blastocysts

Given that macTSCs were derived from blastocysts and showed the potential to differentiate toward both STB and EVT, we hypothesized that macTSCs will retain a TE cell-like feature at least partially. We addressed this question by performing a xenogeneic chimera assay by aggregating macTSC cells with mouse eight-cell stage embryos. For this purpose, several Venus-overexpressing macTSC lines from macTSC#2 and macTSC#4 were established to locate macTSC-derived cells in the xenogeneic chimeric blastocysts, and two of them, macTSC#2-Venus and macTSC#4-Venus, were used in the assay (Figs. 8A and S8). Notably, macTSCs were incorporated successfully into 31% (macTSC#2) and 46% (macTSC#4) of aggregates (Figs. 8B,C and S9). All macTSC cells were located at TE region, but not at ICM. These results demonstrated that macTSCs could participate in blastocyst formation by being a part of TE.

**Figure 8:**
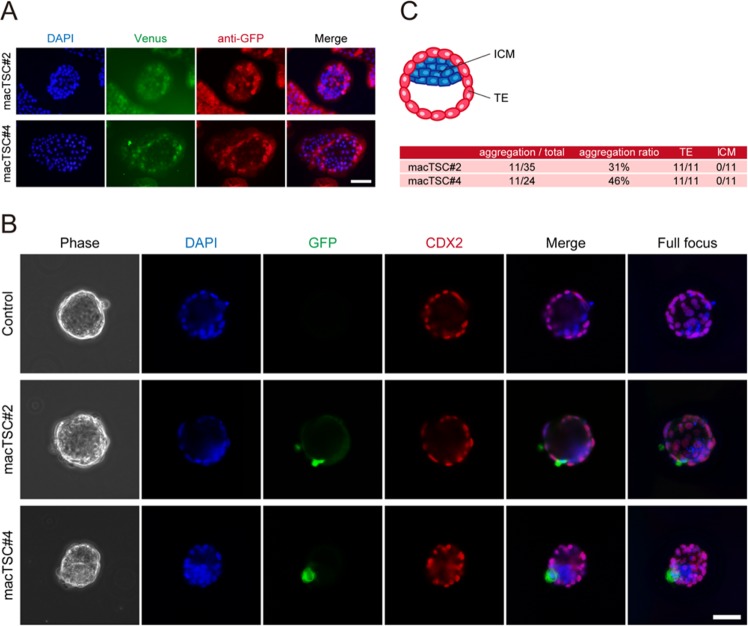
Contribution of macTSCs to the xenogeneic chimera blastocysts. (**A**)  Immunofluorescence images of Venus (modified GFP)-expressing macTSCs. Venus was detected by its fluorescence and by using anti-GFP antibody. Scale bar = 200 µm. (**B**) Images of xenogeneic chimera blastocysts generated by aggregating macTSC cells and mouse eight-cell embryos, at two days of culture. Scale bar = 50 µm. (**C**) Locations of Venus-positive cells in the xenogeneic chimera blastocysts.

## Discussion

To date, human TSCs were not derived using similar or a variation of the conditions used for the derivation of mouse TSCs^14^. Moreover, no study investigated the effect of FGF4 on macaque trophoblast cells, underestimating the role of FGF4 in the proliferation of primate trophoblast stem/progenitor cells. In this study, we obtained a new type of cell lines, macTSC#1~#5, from cynomolgus monkey blastocysts in TS medium with FGF4, heparin, BMS493, and Y-27632. Although the exact origin of the cells is unknown, macTSCs met the recently proposed criteria for the definition of early human trophoblast cells^22^, such as expression of trophoblast/placenta-specific genes including the primate-specific C19MC miRNAs, and the hypomethylation of *ELF5* promoter (Figs. 2A, 3 and 6C). Previously identified T-E T-DMRs also showed DNA methylation status characteristic of trophoblast cell lineage (Fig. 2B). In addition, dbcAMP treatment not only enhanced the expression of STB and EVT marker genes/proteins, but also increased the formation of multinucleated cells and their invasiveness (Figs. 4, 5, and 6). Taken together, we conclude that the cell lines derived from cynomolgus monkey blastocysts, in this study, are essentially the trophoblastic cells with differentiation potential. The FGF4 signaling is essential for the maintenance of the undifferentiated state, and for promoting the proliferation of mouse TSCs^13,40^. FGF4 also enhanced proliferation of macTSCs in this study, although it appeared dispensable for the maintenance of macTSCs’ undifferentiated state (Fig. 1C,D). Thus, the macTSCs are the first primate trophoblast stem cell lines whose proliferation is promoted by FGF4.

It should be noted that we cannot rule out the possibility that the macTSC line is a heterogeneous cell population, including progenitors of both STB and EVT, and that the dbcAMP treatment may have induced differentiation of both these progenitor cells. In the flow cytometric analysis, around 30% of cells were pan HLA class I^+^/Mafa-AG^−^ in any conditions (Fig. 6C). Although the identity of this population is ambiguous, freshly isolated cynomolgus monkey trophoblast showed higher intensity in W6/32 staining compared with isotype control^35^. Besides, W6/32 and 25D3 antibodies recognized STB in chorionic villi of cynomolgus monkey placenta^35^. Thus, pan HLA class I^+^/Mafa-AG^−^ population may be composed of CTB- and STB-like cells, and pan HLA class I^+^/Mafa-AG^+^ population might include not only EVT- but also a few STB-like cells. Another concern regarding the heterogeneity is a possible contamination of ICM-derived cells. We would like to point out that the cell lines were established in three different initial culture conditions. One of the three conditions did not even include any exogenous factors (Fig. 1A). If there were any ICM-derived cells survived, they likely differentiated into the cells with different phenotypes depending on the culture conditions. However, the five cell lines showed highly similar gene expression profiles to each other (Fig. 4A), implying that there is no or minimal contamination of ICM-derived cells in the established cell lines. 

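Cells of the inner cell mass express pluripotency factors such as *POU5F1* and *DPPA4*, and their descendants genes of hypoblast, amnion or mesenchyme. *POU5F1* encodes the transcription factor OCT4, *DPPA4* a chromatin protein of pluripotent cells and *FGF2* a growth factor that keeps them so. *POU5F1* (ENSMFAG00000004232, chromosome 4, 139806903-139813164 of Macaca_fascicularis_5.0) stood at 0.431 ± 0.174 FPKM in (A)FHBY culture (± SD, n = 5 lines), against 52 in ESC, and was 121-fold lower (116 to 125; adjusted p = 0.0016). *DPPA4* (ENSMFAG00000036320, chromosome 2, 162840896-162858362) was 3510-fold lower (3440 to 3590; log2 fold change -11.40, SE 1.3) and *FGF2* 382-fold lower (314 to 460). The intervals given here cover the counting error of ESC alone, not that of the lines or the spread between them. *NANOG*, a partner of OCT4, had 0 counts in all 5 lines and 36 in ESC, at least 8.18-fold lower, and did not pass (adjusted p = 0.0652). Of 13 pluripotency genes, 5 were lower, 0 higher and 8 did not pass, and 7 and 1 passed adjusted over the list alone (median -3.27, camera adjusted p = 0.0167, 0.361 with an estimated correlation). Of 12 hypoblast genes 3 were higher and 3 lower than in ESC, and the list did not pass with camera (adjusted p = 0.547) but was lower with fry (0.00755). *NID2*, a basement membrane protein, was 45.4-fold lower (45 to 45.9) and *COL4A1*, a collagen chain, 10.1-fold higher (9.98 to 10.3). Of 11 amnion genes 3 were higher and 1 lower, and that list did not pass with camera (0.207) but was higher with fry (0.0111). *ITGB6*, an epithelial integrin (1640-fold, 704 to 5060 from 5 fragments in ESC), was higher and *PRTG*, a surface protein, lower (12.8-fold, 12.5 to 13). Of 4 mesoderm genes none passed. *VIM*, the filament protein of mesenchyme, stood at 18.9 FPKM in macTSC#3, at 4.51 ± 8.17 over the 5 lines and at 1610 in fibroblast, a level read after the values had been seen.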

A single-cell RNA-sequencing or a single-cell cloning and subsequent differentiation anlyses can conclude if macTSCs are indeed multipotential stem cells. This caveat will be addressed in a future study.

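CD9 is a tetraspanin, a membrane protein that gathers integrins and other receptors and takes part in cell adhesion and fusion. *CD9* (ENSMFAG00000034485, chromosome 11, 6406134-6444341 of Macaca_fascicularis_5.0) stood at 272 ± 15.3 FPKM in (A)FHBY culture and at 578 ± 140 with dbcAMP (± SD, n = 5 lines). Per line it stood at 274, 267, 286, 283 and 248 FPKM before dbcAMP and at 555, 515, 421, 599 and 799 after. *CD9* rose in the paired test of edgeR (log2 fold change 1.02, SE 0.16, adjusted p = 0.00183). In macTSC#1 and #2 in medium without factors and without dbcAMP *CD9* stood at 257 and 257 FPKM. In ESC it stood at 12.6 FPKM, in fibroblast at 135 and in placenta at 61.3.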

RNA-seq analyses of macTSCs revealed dbcAMP-dependent upregulation of *CD9* (Table S2), which is proposed as a marker for putative human EVT progenitor cells^41^. This might suggest that macTSCs are in a developmentally immature, and an undifferentiated state compared to EVT progenitor cells, which are known as cell column trophoblast located in the tip of villi, and that dbcAMP induced differentiation of a part of macTSCs towards EVT through a temporal EVT progenitor state. 

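Trophoblast that enters the spiral arteries takes on surface proteins of endothelium and replaces the cells of the vessel wall. *ESAM* encodes an adhesion protein of endothelial junctions, and *EGFL7* a secreted protein that shapes vessels and is also made by trophoblast. Of 6 endothelium genes expressed highly enough to be tested, 5 rose with dbcAMP, 0 fell and 1 did not pass, also adjusted over the list alone. The list rose with a median log2 fold change of 2.15 (camera adjusted p = 0.0191, 0.298 with an estimated correlation). Medians per line were 1.44, 2.78, 2.08, 1.62 and 1.95 in macTSC#1 to #5. The list holds *PECAM1* and *CDH5*, whose published rises had been seen before it was written. *EGFL7* (2.54, SE 0.45, adjusted p = 0.00275) and *ESAM* (1.29, SE 0.19, adjusted p = 0.00142) rose in edgeR's paired test. *PECAM1*, a further endothelial adhesion protein, rose most in macTSC#1 and #2, by 6.53 and 6.95 on the log2 scale, against 2.58, 1.89 and 2.21 in macTSC#3 to #5.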

RNA-seq and subsequent GO term enrichment analyses showed that genes associated with the terms related to the cardiovascular system, such as “ventricular septum morphogenesis,” and “artery morphogenesis,” were upregulated upon dbcAMP treatment (Fig. 7B). A recent finding showing placental defects are highly prevalent in mutant mice with embryonic abnormalities in heart, brain, and vascular system may partly explain our GO term enrichment results^42^. In other words, genes with relevant functions in trophoblast or placenta are likely associated with the terms related to the cardiovascular system. We, therefore, consider that the GO analysis result is not conflicting with the feature of trophoblast cells.

Vandevoort *et al*. have previously reported the derivation of TSC lines from TE of rhesus monkey blastocysts, plated on collagen-coated dishes after initial expansion with rhesus embryonic feeder cells, but without any exogenous factors^18^. While these cells expressed trophoblast marker genes such as KRT7 and CD9, CDX2 expression was undetectable by both immunohistochemistry and RT-PCR. In addition, the expression of CGB, one of the STB markers, was observed without induction of differentiation, suggesting that the rhesus TE-derived cells are actually in a more differentiated state than our macTSCs. It was noted that the expression of CDX2 increased in the rhesus TE-derived cells when cultured in the presence of Activin A^19^. In contrast, there was no expression of CDX2 in macTSCs (Fig. S10), even in the presence of Activin A. Furthermore, the effect of FGF4 on the rhesus monkey TSCs was not investigated.

Recently, human TSCs (hTSCs) were established from blastocysts and early gestation placentae^15^. Both hTSCs and macTSCs expressed CTB marker genes, such as *TEAD4*, *TP63*, and *FZD5* in the undifferentiated state, while upregulation of STB and EVT markers, including *CGA*, *CGB*, *MMP2*, *ITGA5*, and *CD9* was induced by the differentiation condition (Figs. 5, 6 and Table S2). Thus, hTSCs and macTSCs show similarities in the expression pattern of each of the trophoblast marker. In addition, both macTSCs and hTSCs have differentiation capacity toward STBs and EVTs. However, the requirement of exogenous factors is significantly different. 

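*TEAD4* and *TP63* encode transcription factors of the cytotrophoblast stem state, and *FZD5* a Wnt receptor found on the same cells. *CGA* encodes the alpha chain of chorionic gonadotropin, a hormone of syncytiotrophoblast, and *ITGA5* the fibronectin receptor chain of extravillous trophoblast. *TEAD4* (ENSMFAG00000001395, chromosome 11, 3149281-3241760 of Macaca_fascicularis_5.0) stood at 6.58 ± 2.23 FPKM in (A)FHBY culture and 1.78 ± 0.929 with dbcAMP (± SD, n = 5 lines), and fell (log2 fold change -2.02, SE 0.19, adjusted p = 0.000257). *TP63* (ENSMFAG00000035702, chromosome 2, 7571205-7835913) stood at 3.4 ± 2.27 FPKM, from 0.233 in macTSC#1 to 5.71 in macTSC#3. With dbcAMP it had a log2 fold change of -0.49 (SE 0.40, adjusted p = 0.334) and did not pass, though it did without macTSC#1 (0.0112) and in macTSC#3 to #5 alone (0.0196). *FZD5* (ENSMFAG00000016133, chromosome 12, 97378639-97380396) stood at 0.468 and 0.255 FPKM in macTSC#1 and #2 and at 8.94, 5.13 and 18.4 in macTSC#3 to #5. It fell with dbcAMP (-1.39, SE 0.29, adjusted p = 0.0053), but not in macTSC#1 and #2 alone (0.276). *CGA* (ENSMFAG00000037707, chromosome 4, 86821227-86824099) went from 16.0 ± 29.3 to 276 ± 372 FPKM (5.21, SE 0.88, adjusted p = 0.00235). Per line *CGA* reached 5.69, 192, 912, 252 and 15.9 FPKM. *ITGA5* (ENSMFAG00000036877, chromosome 11, 53314880-53342696) went from 53.1 ± 45.6 to 274 ± 65.5 FPKM (2.62, SE 0.33, adjusted p = 0.000749). Of 19 cytotrophoblast genes, 7 fell with dbcAMP, 2 rose and 10 did not pass, and the list did not pass (camera adjusted p = 0.228). *LRP2*, an endocytic receptor, fell (-3.83, SE 0.53), and *SPINT2*, an inhibitor of membrane proteases, rose (0.42, SE 0.09), but not in macTSC#3 to #5 alone (0.0531).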

While the EGF and Wnt signaling activator were essential for the maintenance of hTSCs and CTBs^15,43^, PD153035, an EGF inhibitor, caused slight reduction without complete inhibition of the proliferation of macTSCs in the presence of FGF4 (Fig. S11). Thereby, demonstrating that the effect of EGF-like activities in the FBS, if present, on the proliferation of macTSCs is negligibly weak. FGF4 was not essential to maintain human TSCs, whereas it enhanced the proliferation of macTSCs. Both human and macaque have the discoidal hemochorial placenta that comprised mostly of CTB, STB, EVT, and extraembryonic mesodermal cells^16,44^. In humans, after the attachment of the blastocyst on the uterine wall, trophoblasts invade decidua to lead the whole embryo to embed within endometrium^16^. In the macaque, the blastocyst does not invade decidua and stays at the surface of the uterine wall resulting in the formation of a secondary placenta on the opposite side of the primary implantation site^45^. The observed difference in the requirement of growth factors between hTSCs and macTSCs could be due to a difference in the placentation process described above. Induction of macTSCs’ differentiation toward STB by dbcAMP treatment was seemingly inefficient compared to that of hTSCs^15^, regardless of statistically significant increase in the marker gene expression and the fusion index. Considering this argument along with the fact that macTSCs have a relatively unstable karyotype, the FHBY condition may be suboptimal. It would be worthwhile to investigate similarities in transcriptome and epigenome of the hTSCs and macTSCs, furthermore, how macTSCs may perform when grown in hTSCs culture conditions should be investigated in future studies.

In mice, TSC lines demonstrated relevant roles of certain transcription factors (TFs), such as Cdx2, Elf5, and Eomes^46^, in the specification, maintenance, and differentiation of TSCs. However, specific roles of these TFs in the primate trophoblast lineage remain obscure, mostly due to lack of appropriate model systems, as recently discussed by Knöfler *et al*.^47^. As these authors suggested, the availability of the recently developed hTSCs^15^, and 3D placental organoids^43,48^ will accelerate the functional analysis of such TFs. Thereby, deepening our knowledge about TSCs and key TFs involved in trophoblast lineage. The establishment of macTSC lines, as in the present study, can facilitate implementation of such research experiments. Knowing more molecularly-specific similarities and differences between the trophoblast of human and non-human primates is a prerequisite for pre-clinical studies. The macTSCs provide a useful tool for revealing key TF networks that are common to the primate trophoblast, and for delineating human-specific and macaque-specific functions of underlying TFs. In addition, these non-human primate TSCs will provide cellular proxy for *in vivo* analyses, such as the chimeric analysis, which are prohibited in humans for ethical reasons. Such attempt may reveal whether macTSCs show the TE-like feature and contribute to the placenta in a future study.

## Methods

### Reagents

All reagents were purchased from Wako (Osaka, Japan) unless otherwise noted. All PCR primers were purchased from Sigma-Aldrich (Tokyo, Japan) or Eurofins Genomics (Tokyo, Japan).

### Experimental animals

Cynomolgus monkey embryos were produced by IVF and cultured in the Department of Stem Cells and Human Disease Models, Research Center for Animal Life Science, Shiga University of Medical Science. CD-1 (ICR) mice were purchased from Oriental Yeast Co Ltd. (Tokyo, Japan). All animal experiments were conducted following the guidelines approved by the Institutional Animal Care and Use Committee of the Graduate School of Agricultural and Life Sciences, the University of Tokyo (approval ID: P15-89, P17-159), and by the Shiga University of Medical Science (2015-5-11).

### Establishment of trophoblastic cell lines from cynomolgus monkey blastocysts

Cynomolgus monkey blastocysts (five embryos in total) were transferred to the University of Tokyo, and cultured for 2-8 days with or without mitomycin C-treated mouse embryonic fibroblasts (MEF) in basal culture medium (TS medium) consisting of RPMI-1640 medium supplemented with 20% fetal bovine serum (FBS, Biowest, Nuaillé, France), 2 mM L-glutamine, 1 mM sodium pyruvate, and 0.1 mM 2-mercaptoethanol, and exogenous reagents as indicated in Fig. 1A. The reagents used were 10 ng/ml Activin A (R&D Systems, Minneapolis, US), 25 ng/ml FGF4, 1 µg/ml Heparin (Sigma-Aldrich), 1 µM BMS493 (TOCRIS, Bristol, UK), and 10 µM Y-27632. The cells were incubated at 37 °C in a humidified atmosphere of 5% CO_2_, and the culture medium changed once every two days after the blastocysts firmly attached to the dish. When blastocyst outgrowth expanded, it was trypsinized and re-plated on a larger multi-well plate or dish.

### Cell culture and induction of differentiation

macTSCs were routinely cultured in the TS medium supplemented with FGF4, heparin, BMS493, and Y-27632 (FHBY) to maintain the proliferative state with media change every two days. To induce differentiation, macTSCs were exposed to 1 mM dbcAMP (Sigma-Aldrich) for 6 days in the absence of FHBY (+dbcAMP condition).

### Cell growth assay

Cells were seeded at 1 × 10^5^ per well in 6-well plates and pre-cultured for one day in the AFHBY condition (see Fig. 1A for the abbreviation). Then, cells were re-fed with fresh TS medium supplemented with a different combination of factors. The cells were harvested at 0, 2, and 4 days after changing the culture conditions and counted by the Countess™ automated cell counter (Invitrogen, Carlsbad, US).

### Chromosome count

To pause cell cycle at metaphase, the KaryoMAX^®^ Colcemid™ Solution (Gibco, Dublin, Ireland) was added to the culture medium at 1:100 dilution and the cells incubated at 37 °C for 24 h. The cells were then trypsinized and centrifuged. After discarding the supernatant, the pellet was re-suspended in 0.06 M KCl/citrate-saline solution and incubated at 37 °C for 20 minutes. Cells were fixed in methanol/acetic acid (3:1) twice. The cell suspension was placed on a glass slide and stained by DAPI (DOJINDO, Kumamoto, Japan), and the number of chromosomes were counted in the fluorescent images.

### Bisulfite sequencing analysis

The cytosine-to-uracil conversion of extracted genomic DNA was by using the EZ DNA Methylation-Direct™ Kit (Zymo Research, Irvine, US). Then, the treated genomic DNA amplified with Bio Taq HS DNA polymerase (BIOLINE Meridian Bioscience, Cincinnati, US) with the specific primer sets for target regions (Table S5). After electrophoresis, PCR products were purified by Wizard^®^ SV Gel and PCR Clean-Up System (Promega, Madison, US), cloned into pGEM-T Easy Vector (Promega), and sequened using BigDye Terminator^®^ v.31 (Applied Biosystems, Foster City, US). The sequence analyses and statistical comparisons (nonparametric two-tailed Mann-Whitney U-test) were by QUMA web service (http://quma.cdb.riken.jp/).

### RNA-Sequence analysis (RNA-seq)

Total RNAs of macTSC lines (#1 and #2 in AFHBY condition, #3-5 in FHBY condition), fibroblast, and the day 50 placenta were extracted using TRIzol (Life Technologies, Carlsbad, US) according to manufacturer's instruction. RNA-seq was done at Takara Bio Inc. (Kusatsu, Japan). In brief, cDNA was synthesized using oligo(dT) primer and SuperScript III Reverse Transcriptase (Thermo Fisher Scientific, Waltham, US). Prepared libraries were sequenced with HiSeq (Illumina, San Diego, US). Upon receipt of the RNA-seq data, reads were mapped to the version 5.0 assembly (Ensembl) of the *Macaca fascicularis* genome using HISAT2 v2.0.1-beta, by using a transcript assembly to guide mapping. Putative transcripts were identified in macTSC samples, ESC, fibroblast, and placental samples using Stringtie v 1.2.2. Stringtie was then used to merge the nine transcript sets, guided by the Cynomolgus genome annotation set (CY.v6) to generate a transcript model to be u sed in further analysis. Reads from all samples were assigned to genes in the assembled genome model using FeatureCounts v.1.4.6, and the count table loaded into DESeq2 for differential expression analysis. The raw and processed data are available at the GEO database (GSE131795).

### Clustering analysis

Pearson correlation coefficient was calculated using RNA-seq data of macTSCs ((A)FHBY), ESC, fibroblast, and placenta by R (https://www.r-project.org/). The clustering was generated by the Euclidean distance and farthest neighbor method.

### Gene ontology (GO) analysis

GO analysis was performed using RNA-seq data of macTSCs (FHBY and dbcAMP), and ESC by PANTHER (www.pantherdb.org). Fisher's exact test and Bonferroni correction were used to calculate the *P*-values.

### qRT-PCR for miRNAs

Total RNA of cynomolgus monkey somatic tissues for miRNA analysis was extracted from brain, kidney, lung and small intestine at Kyoto University. cDNA was synthesized from total RNA by Mir-X miRNA First-Strand Synthesis Kit (Clontech, Mountain View, US) and amplified using miR-specific primers shown in Table S5. The expression level was normalized to that of U6 snRNA.

### qRT-PCR

cDNA was synthesized using SuperScript^®^ III Reverse Transcription (Invitrogen). qRT-PCR was performed using THUNDERBIRD™ SYBR^®^ qPCR Mix (TOYOBO, Osaka, Japan). Amplification and fluorescence detection were carried out using Light Cycler^®^ 96 (Roche, Basel, Switzerland). Primers used are shown in Table S5.

### Fluorescence immunocytochemistry

Cells grown on coverslips were fixed with 4% paraformaldehyde in PBS(-). Fixed cells were then permeabilized with 0.1% Triton-X in PBS(-) and incubated with 5% BSA, 0.1% Tween-20 in PBS(-) overnight. Subsequently, the cells were incubated with primary antibodies at 4 °C overnight. Primary antibodies used in this study are listed in Table S6. The signals were visualized by Alexa Fluor^®^ 488 goat anti-mouse IgG (A11029, Invitrogen) or Alexa Fluor^®^ 594 goat anti-rabbit IgG (A11037, Invitrogen). After nuclear counter-staining with DAPI (DOJINDO), the cells were mounted on glass slides with VECTASHIELD^®^ H-1000 (Vector Laboratories, Burlingame, US). The cells containing three or more nuclei were defined as the multinucleated cells in this study. The fusion index (%) was calculated by the following formula: [(the number of nuclei in the multinucleated cells in a field of microscopic view) – (the number of multinucleated cells in a field of microscopic view)]/(total number of nuclei in a field of microscopic view)] × 100 (Table S3). 25D3 antibody, which has been shown to detect Mafa-AG, a cynomolgus monkey homolog of human HLA-G^35,49^, was kindly provided by Dr. Thaddeus G. Golos, University of Wisconsin-Madison.

### Measurement of steroid hormones in culture medium by ELISA

After the 6-days differentiation of macTSC#2, culture medium was replaced to a fresh TS medium containing 0.1% FBS and further cultured for 9 hours. The culture medium was then collected, centrifuged to remove the dead cells and debris, and the supernatant was used for ELISA. One ml of culture medium was extracted twice with 2 ml of diethyl ether and incubated at −80 °C for 20–30 minutes. The supernatant was transferred to a new glass tube and dried up at 55 °C. The extract was diluted with 200 µl of ELISA Buffer in Progesterone ELISA Kit (Cayman Chemical, Ann Arbor, US) or Assay Buffer in DetectX^®^ SERUM 17β-ESTRADIOL Enzyme Immunoassay Kit (Arbor Assays, Ann Arbor, US). The measurement of progesterone and estradiol was performed by Progesterone ELISA Kit and DetectX^®^ SERUM 17β-ESTRADIOL Enzyme Immunoassay Kit following manufacturers’ instructions.

### Protein extraction and zymography

Total protein was extracted with RIPA buffer containing 1 mM PMSF. Total proteins (5 µg) were then separated by SDS-PAGE using 10% acrylamide gel containing 1.0 mg/ml gelatin. After the electrophoresis, the gel was incubated twice in the renaturation solution (2.5% Triton X-100) for 40 minutes each followed by overnight incubation in developing buffer (50 mM Tris-HCl pH 7.4, 200 mM NaCl, 5 mM CaCl_2_, and 1% Triton X-100) at 37 °C. After incubation, the gel was stained with Coomassie blue stain and de-stained using 30% methanol/10% acetic acid solution until the bands became visible.

### Establishment of Mafa-AG/Venus-overexpressing macTSC lines

A macTSC#2 line overexpressing Mafa-AG was established to set the threshold in flow cytometric analysis. A full-length ORF of *Mafa-AG* was amplified by using a primer set that added a 3xFlag tag at the N-terminus (Table S5) and cloned into pENTR™/D-TOPO^®^ (Invitrogen). The 3xFlag-Mafa-AG cDNA insert was transferred into a destination vector, including Venus and puromycin-resistant genes^50^ using Gateway^®^ LR Clonase™ II (Invitrogen). The resulting Mafa-AG/Venus-expression vector was transfected into macTSC by using jetPRIME® *in vitro* DNA & siRNA Transfection Reagent (Polyplus Transfection, Illkirch, France) for 6 hours in the FHBY condition. Transfected cells were selected with 10 µg/ml puromycin for 48 hours after the transfection. Single Venus-positive colonies were picked and expanded separately in the FHBY condition. A cell line with a uniform and strong Venus fluorescence was used in the present study.

### Flow cytometry

Cells were harvested with trypsin, suspended in 1% BSA/PBS(-) and incubated at room temperature for 30 min. Then, 10 µg of the primary antibodies were added, followed by another incubation for 30 min at room temperature. Refer to Table S6 for the primary and secondary antibodies used in this assay. The dead cells were stained with propidium iodide (Sigma-Aldrich). The expression of Mafa-AG and HLA class I was analyzed by FACSVerse™ Flow Cytometer. Isotype controls of anti-Mafa-AG and anti-HLA class I antibody was used to draw a threshold line (Fig. S5).

### Invasion assay

macTSC#2 cells were pre-cultured in the proliferative (FHBY) or differentiation (+dbcAMP) conditions. macTSC#2 cells in the proliferative or differentiated state were cultured for four days in FluoroBlok™ cell culture inserts with 8.0 µm pore size (Corning, New York, US) covered with Matrigel^®^ matrix (Corning) in FHBY or +dbcAMP conditions. Then, 1.5 × 10^3^ (FHBY) or 1.0 × 10^4^ (+dbcAMP) cells were placed on the insert. The inserts were filled with the TS medium supplemented with 0.1% FBS so that the cells get attracted to the TS medium supplemented with 20% FBS in the bottom wells. Cell nuclei on the lower surface of the inserts were stained with Hoechst 33342 (Lonza, Basel, Switzerland) and photographed. Migration assay, without Matrigel coating, was also performed in parallel as a control. The invasion indices, [(number of invaded cells/number of migrated cells) × 100] (%), were calculated for each condition from 6 (FHBY) and 21 (+dbcAMP) randomly chosen microscopic images each of biological duplicate (835 and 364 total nuclei in FHBY and +dbcAMP conditions, respectively). Since, dbcAMP treatment severely block cell proliferation, more images were required to achieve enough number of nuclei.

### Establishment of Venus-overexpressing macTSC lines

macTSC#2 and #4 lines overexpressing Venus was established for xenogeneic chimera assay. The 3x Flag Venus-expression vector^50^ was transfected into macTSC using jetPRIME® *in vitro* DNA & siRNA transfection reagent (Polyplus Transfection, Illkirch, France) for six hours in the FHBY condition. Transfected cells were selected with 10 µg/ml puromycin for 48 hours after the transfection. Single Venus-positive colonies were selected and expanded separately in the FHBY condition.

### Western blotting

Total protein was extracted with RIPA buffer containing 1 mM PMSF. Total proteins (5 µg) were separated by SDS-PAGE and transferred onto Immobilon PVDF membrane (Millipore, Darmstadt, Germany). The membrane was incubated in blocking buffer (5% BSA, 0.1% Tween-20/TBS) for 1 hour, followed by overnight incubation with anti-GFP antibody or IgG (Table S6) at 4 °C. After rinsing with wash buffer (0.05% Tween-20/TBS), the membrane was incubated with the secondary antibody diluted in blocking buffer at room temperature for 1 hour. The protein of interest was detected using ImmunoStar Basic.

### Xenogeneic chimera assay

Chimeric embryos were generated following the standard protocol^51,52^. In brief, mice 8-cell embryos were flushed from the oviduct and rinsed several times with M2 medium. Denuded embryos were co-cultured in KSOM medium with a couple of macTSC-Venus cells for 48 h to form a blastocyst. Blastocysts were fixed with 4% PFA, 1% PVA in PBS(-), rinsed in wash buffer (1% PVA in PBS(-)), and transferred to permeabilization buffer (0.1% Triton X-100, 1% PVA in PBS(-)). After permeabilization, the embryos were incubated in blocking buffer (5% BSA, 0.1% Tween-20 in PBS(-)) at 4 °C overnight. Subsequently, anti-GFP pAb or anti-CDX-2 (Table S6) antibodies were added before another incubation at 4 °C overnight. Alexa Fluor^®^ 488 goat anti-rabbit IgG or Alexa Fluor 594-AffiniPure Goat Anti-Mouse IgG (H+L) (Table S6) were used as a secondary antibody. After nuclear staining with DAPI (DOJINDO), the blastocysts were mounted on slide glasses with VECTASHIELD^®^ H-1000 (Vector Laboratories) for fluorescent microscopy.

### Principal component analysis (PCA)

PCA was performed by R (https://www.r-project.org/) using the RNA-seq data of macTSC#1-5, ESC, fibroblast, and placental samples.

### Gene set enrichment analysis (GSEA)

GSEA was performed using RNA-seq data of macTSCs by GSEA v4.0.3 Mac App from Broad Institute (software.broadinstitute.org/gsea/index.jsp). The gene set of cell-cell fusion (GO:0140253) was created using AmiGO 2 (amigo.geneontology.org/amigo).

### Statistical analyses

The Tukey-Kramer test was performed for Figs. 1D, 3, S1C, and S11. A two-tailed Student's *t*-test was performed for Figs. 4C–E, 5C–E, 6E, and S1E. *P*-values of GO analyses (Figs. 4B, 7B, S4, and S7) were calculated using Fisher's exact test and Bonferroni correction. The difference in the DNA methylation status (Fig. 2A,B) was detected using nonparametric two-tailed Mann-Whitney U-test. For the Tukey-Kramer test, the different letters show a significant difference (*P*-value < 0.05). For other analyses, the statistically significant differences were represented by *(*P*-value < 0.05).

### Accession codes

GSE131795.

## Supplementary information

Supplementary information.

# Supplementary material for: Establishment of macaque trophoblast stem cell lines derived from cynomolgus monkey blastocysts
**Source:** Sci Rep. 2020 Apr 22;10:6827. doi: 10.1038/s41598-020-63602-7
**Supplement:** Supplementary file 1 — Supplementary information.

**Supplementary information**

**TITLE**

Establishment of macaque trophoblast stem cell lines derived from cynomolgus monkey blastocysts.

**AUTHORS**

Shoma Matsumoto^1^, Christopher J. Porter^2^, Naomi Ogasawara^1^, Chizuru Iwatani^3^, Hideaki Tsuchiya^3^, Yasunari Seita^3^, Yu-Wei Chang^4^, Ikuhiro Okamoto^5, 6, 7^, Mitinori Saitou^5, 7, 8^, Masatsugu Ema^3, 7^, Theodore J. Perkins^2^, William L. Stanford^2, 9^, and Satoshi Tanaka^1, *^

^6^ Japan Science and Technology (JST), Exploratory Research for Advanced Technology (ERATO), Kyoto, Japan;

**Table S1-S6**

**Figure S1-S12**

**Supplementary Table S1.** Top 30 list of > 2-fold over-represented genes in RNA-seq data of all macTSCs* compared to that of ESC.

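Genes that are far higher in macTSCs than in ESC should be those of epithelium and of trophoblast, which ESCs keep silent. By the rule of over 2-fold in all 5 lines, applied to FPKM with 0.1 added, 1828 genes were higher and 2164 lower, 3992 of 14184 in all. With nothing added 1703 were higher and 1300 lower, and with an FPKM floor of 5 in place of 1, 1507 and 1184. The rule with nothing added leaves out genes at 0 in any of these libraries, so 12415 genes remained. Among the genes called higher by edgeR's quasi-likelihood test, 140 had 0 counts in ESC. The values of the table had been seen before the genes named here were picked, by the size of their log2 fold change. Among the largest with 0 counts in ESC was *PKP3*, plakophilin of desmosomes (at least 765-fold higher, SE 1.36 on log2, adjusted p = 0.00249). Others were *ADRA1B*, an adrenergic receptor (at least 327-fold), *IL6*, a cytokine (at least 305-fold), and *TRIM21*, an antibody receptor inside cells (at least 265-fold). *KRT17*, a keratin of basal epithelia, was 4690-fold higher (1830 to 17200 from 4 fragments in ESC; adjusted p = 0.0309), but did not pass without macTSC#3 (0.0564) or #4 (0.053). *IGF2*, the imprinted growth factor of placenta, stood at 372 ± 122 FPKM (± SD, n = 5 lines) and was 1230-fold higher (856 to 1830; log2 fold change 10.32, SE 0.85).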

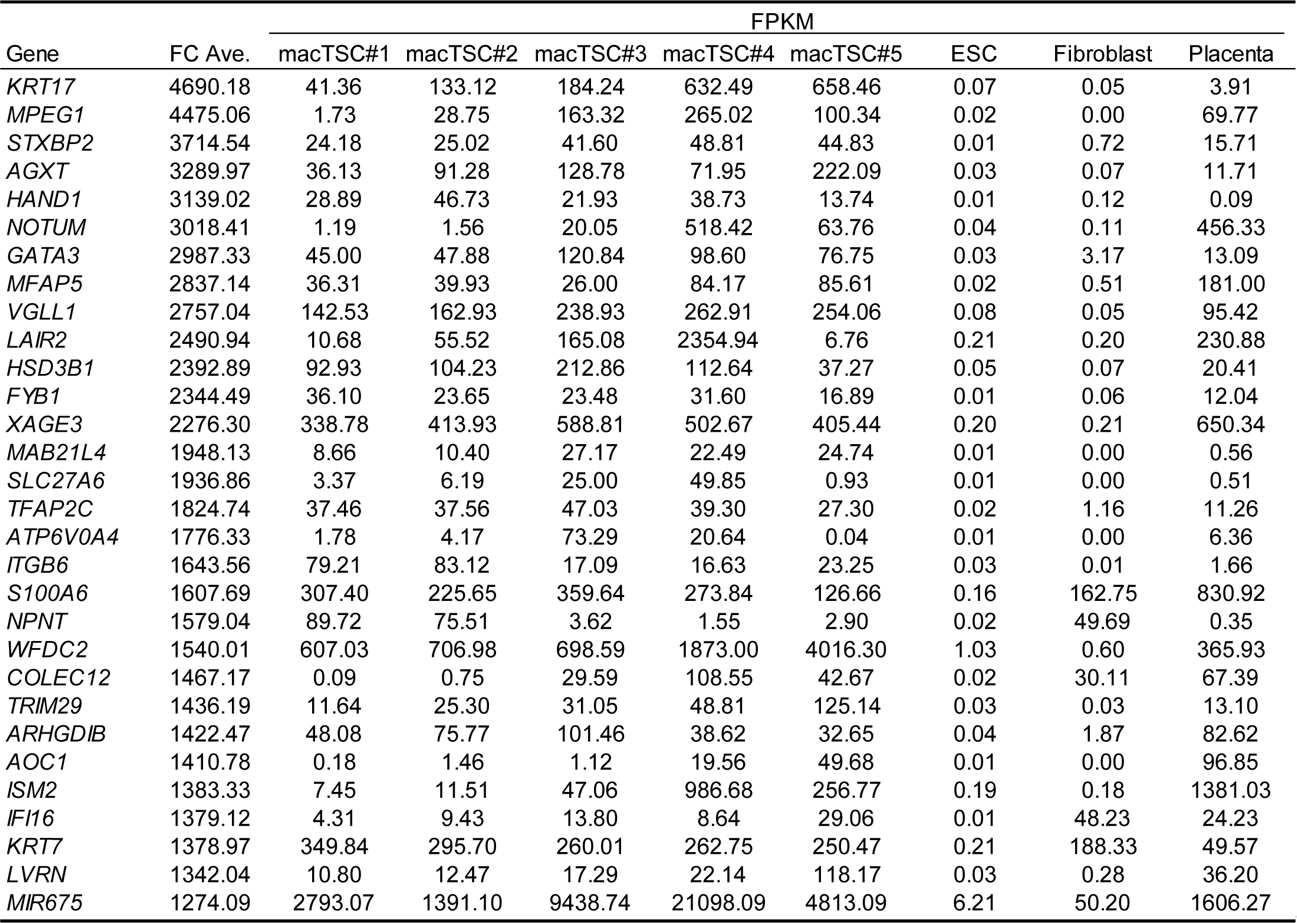

*, in AFHBY (#1, 2) or FHBY (#3-5) conditions; FC, fold-change

**Supplementary Table S2.** FPKM value of trophoblast markers from RNA-seq data.

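The table covers markers of trophoblast and of its cell types, of which 5 further ones are given here. *TFAP2A* encodes a transcription factor of early trophoblast and of amnion, *OVOL1* a repressor that ends the cytotrophoblast state before fusion, and *ITGA1* a laminin and collagen receptor chain of invasive trophoblast. *TFAP2A* went from 9.25 ± 2.12 to 19.4 ± 3.36 FPKM (± SD, n = 5 lines) and rose with dbcAMP in edgeR's quasi-likelihood test (log2 fold change 1.04, SE 0.16, adjusted p = 0.00142). *OVOL1* went from 1.48 ± 1.04 to 9.77 ± 5.7 FPKM (2.68, SE 0.29, adjusted p = 0.000415). *ITGA1* went from 31.5 ± 22.2 to 129 ± 79.8 FPKM (1.92, SE 0.41, adjusted p = 0.00604). *HAND1* stood at 5.73 ± 5.05 FPKM with dbcAMP and fell (-2.71, SE 0.48, adjusted p = 0.00273). *KRT7* stood at 422 ± 117 FPKM with dbcAMP and did not pass (0.50, SE 0.20, adjusted p = 0.0722), but DESeq2 called it higher (0.0268), as did edgeR without macTSC#1 (0.0414) and in macTSC#3 to #5 alone (0.0176). The values of the table had been seen before these genes were tested.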

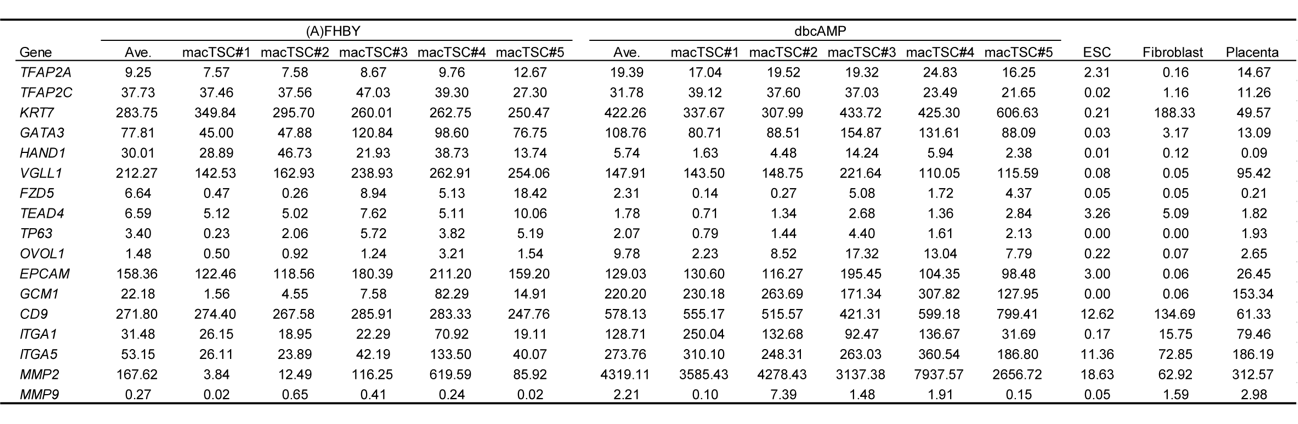

**Supplementary Table S3.** The number of single and multinucleated (≥ 3 nuclei) cells.

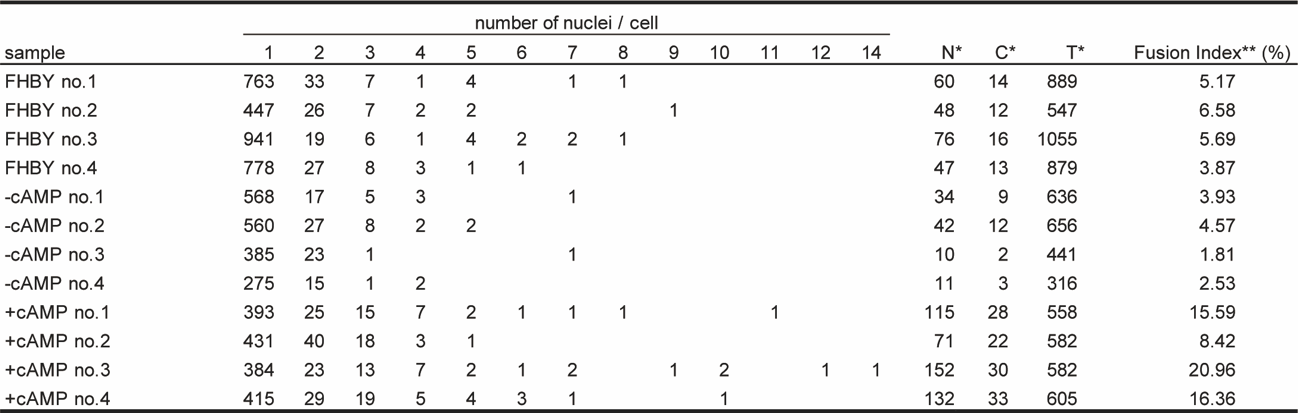

* N, the number of nuclei in the multinucleated cells; C, the number of multinucleated cells; T, the total number of nuclei.

** Fusion index = (N-C)/T

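The genes that dbcAMP raises most include placental hormones, secreted proteases and signaling ligands. *CSH2* and *GHV* belong to the growth-hormone family of placenta, whose members are near copies, so reads may be shared among them. *WNT3A* encodes a Wnt ligand and *PLAT* the tissue plasminogen activator, a protease that dissolves clots. In edgeR's paired quasi-likelihood test the largest rises among genes with a mean CPM of at least 5 included those of *CSH2* (log2 fold change 6.32, SE 1.19, adjusted p = 0.00373) and *WNT3A* (6.04, SE 0.63, adjusted p = 0.000372), next to *MMP2*, *HTRA4* and *CGA*. *PADI1*, an enzyme that modifies arginine (4.95, SE 0.42), *PLAT* (4.93, SE 0.52), *ADAMTS20*, a matrix protease (4.74, SE 0.40), and *ANGPT4*, a ligand of the endothelial receptor TIE2 (4.68, SE 0.76), are among them too. *GHV* rose as well (4.70, SE 1.23, adjusted p = 0.015), but not without macTSC#5 (0.051). *WNT3A* went from 0.594 ± 1.22 to 26.5 ± 31.7 FPKM (± SD, n = 5 lines) and *PLAT* from 0.265 ± 0.175 to 15.5 ± 25.5. These genes were picked by the size of their change after values of the published table had been seen, so they are no independent evidence for it.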

**Supplementary Table S4.** Top 30 list of 2-fold up-regulated genes by dbcAMP treatment in macTSCs.

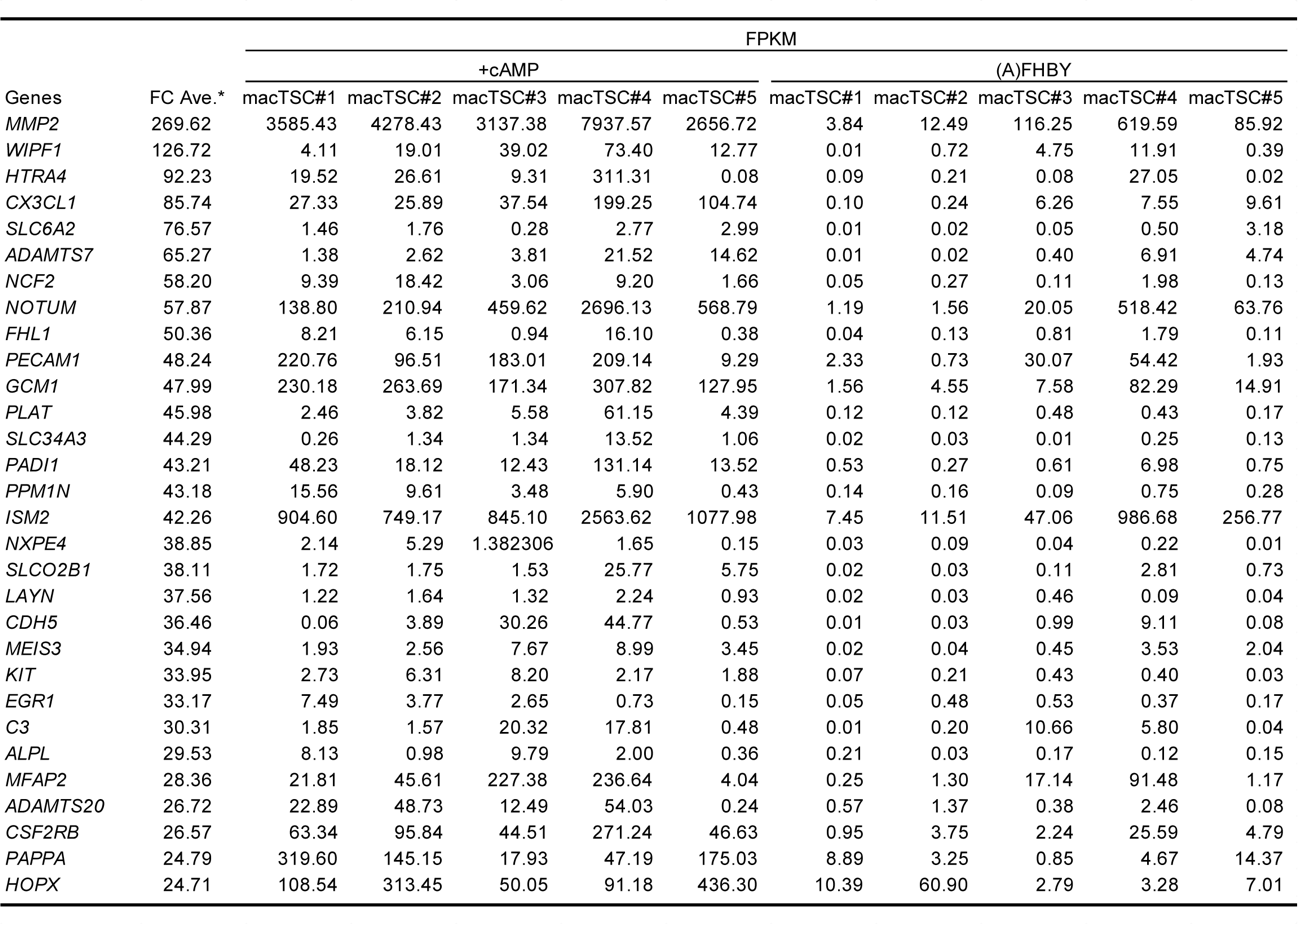

*, +cAMP vs AFHBY (#1, 2) or FHBY (#3-5); FC, fold-change

**Supplementary Table S5.** Primers list.

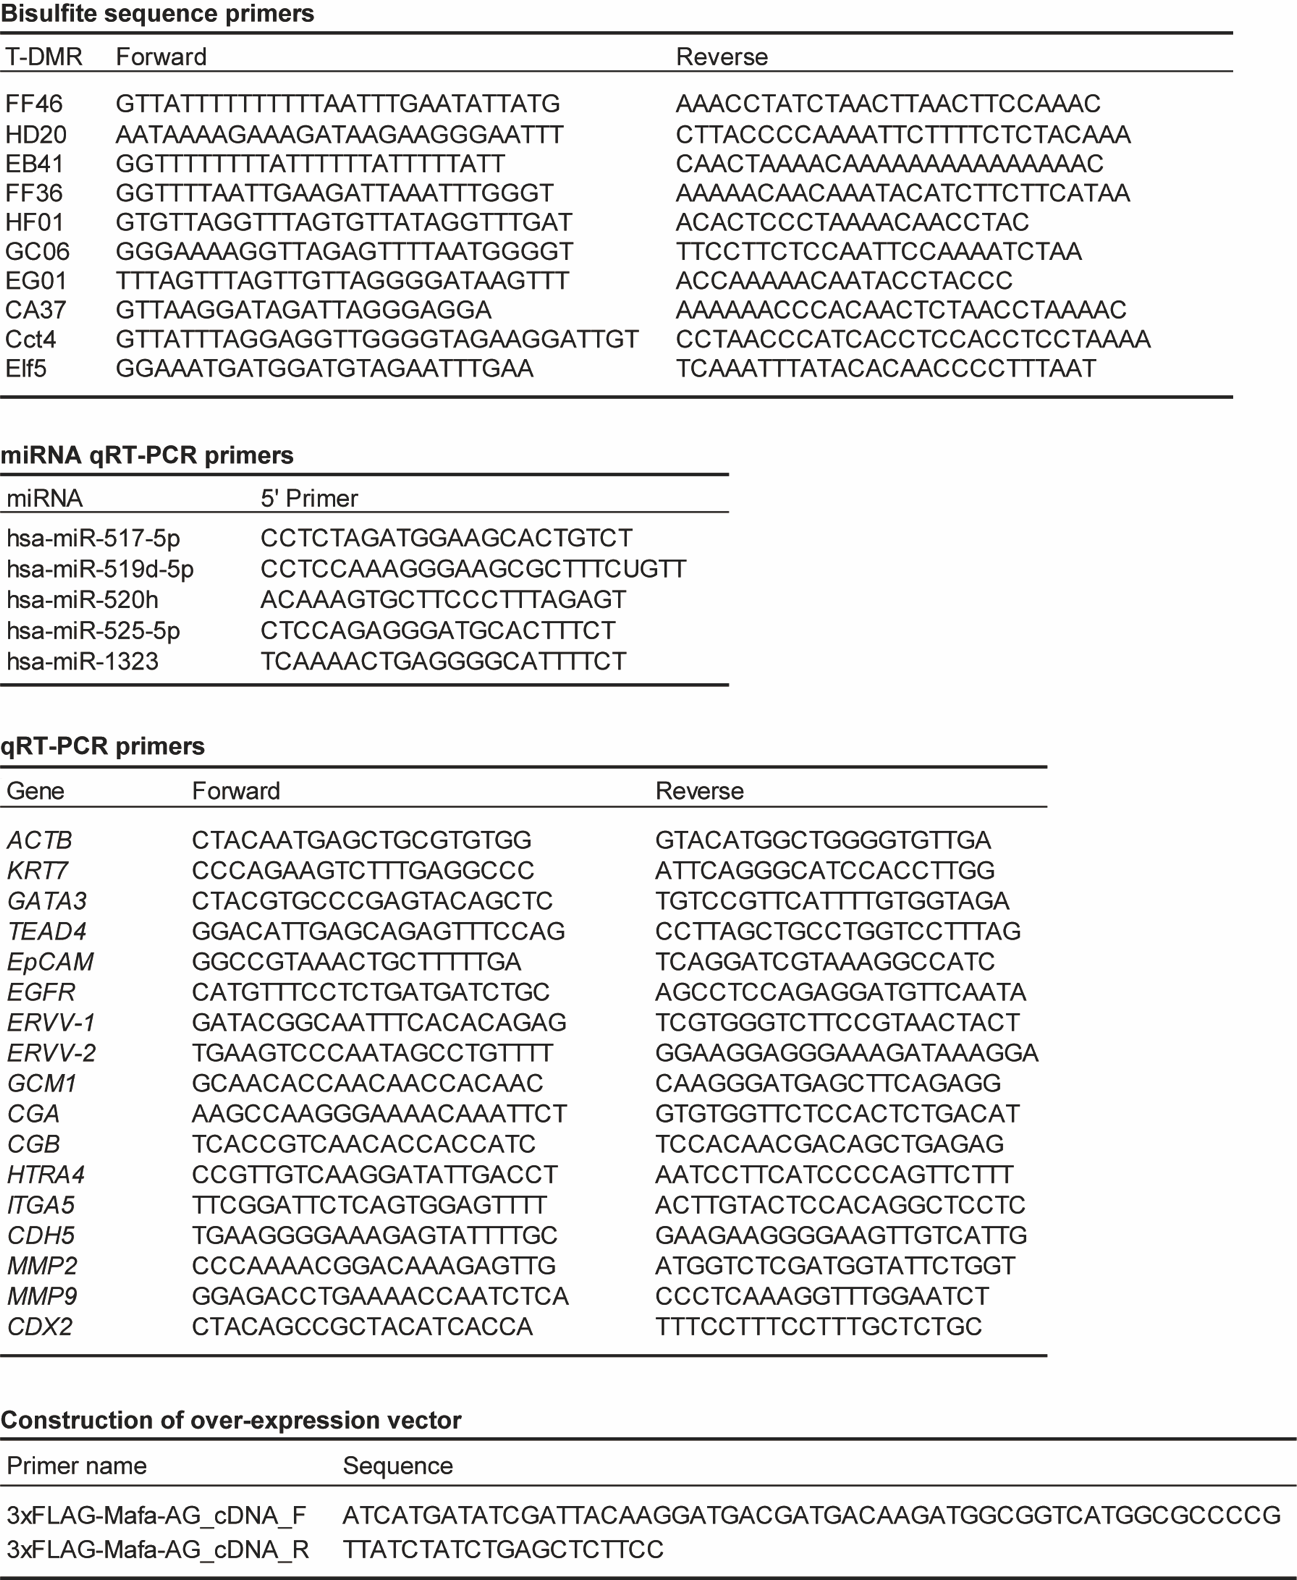

**Supplementary Table S6.** Antibody list.

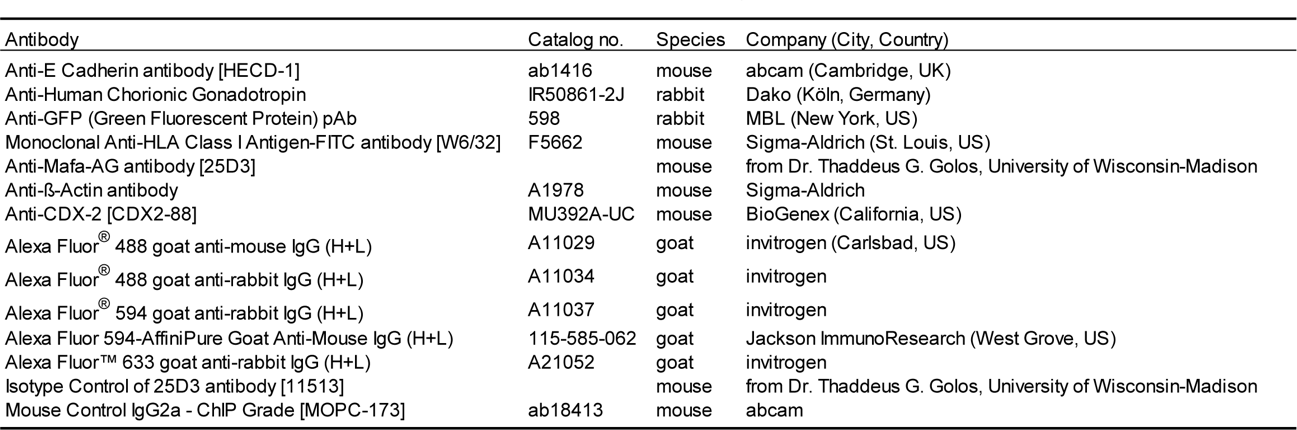

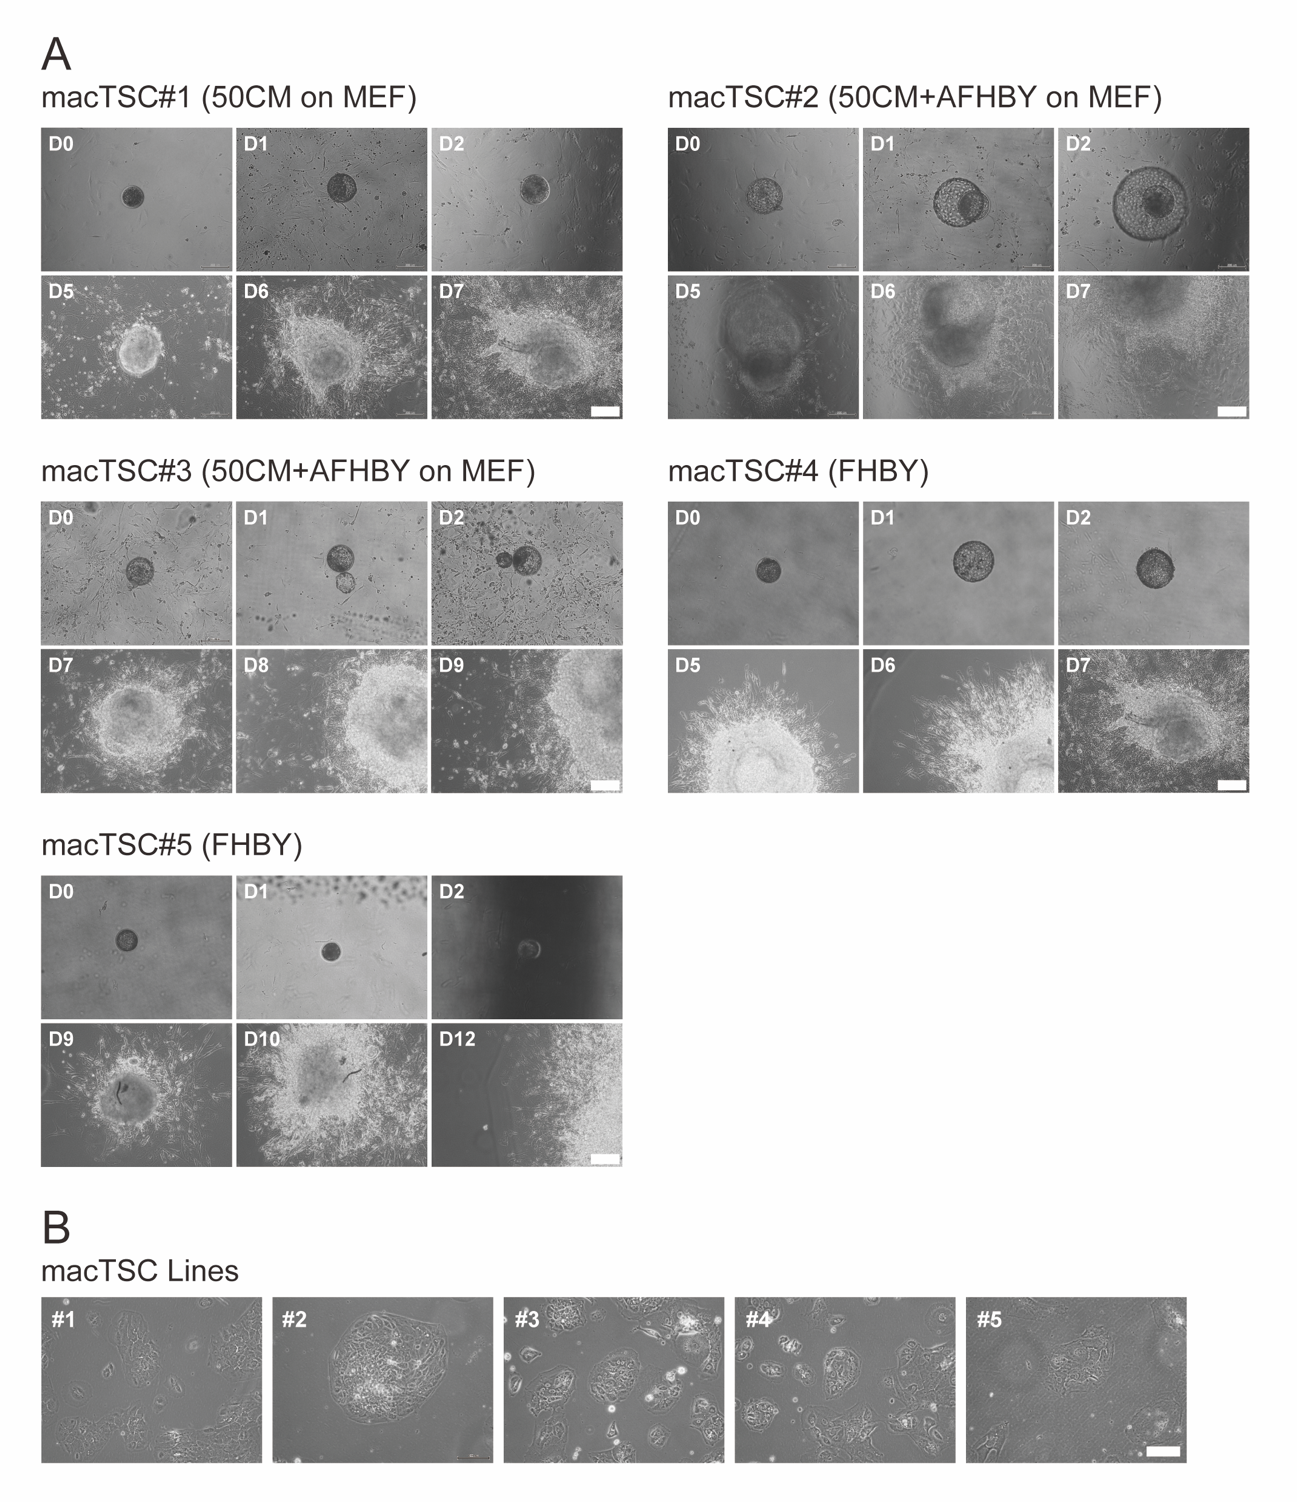

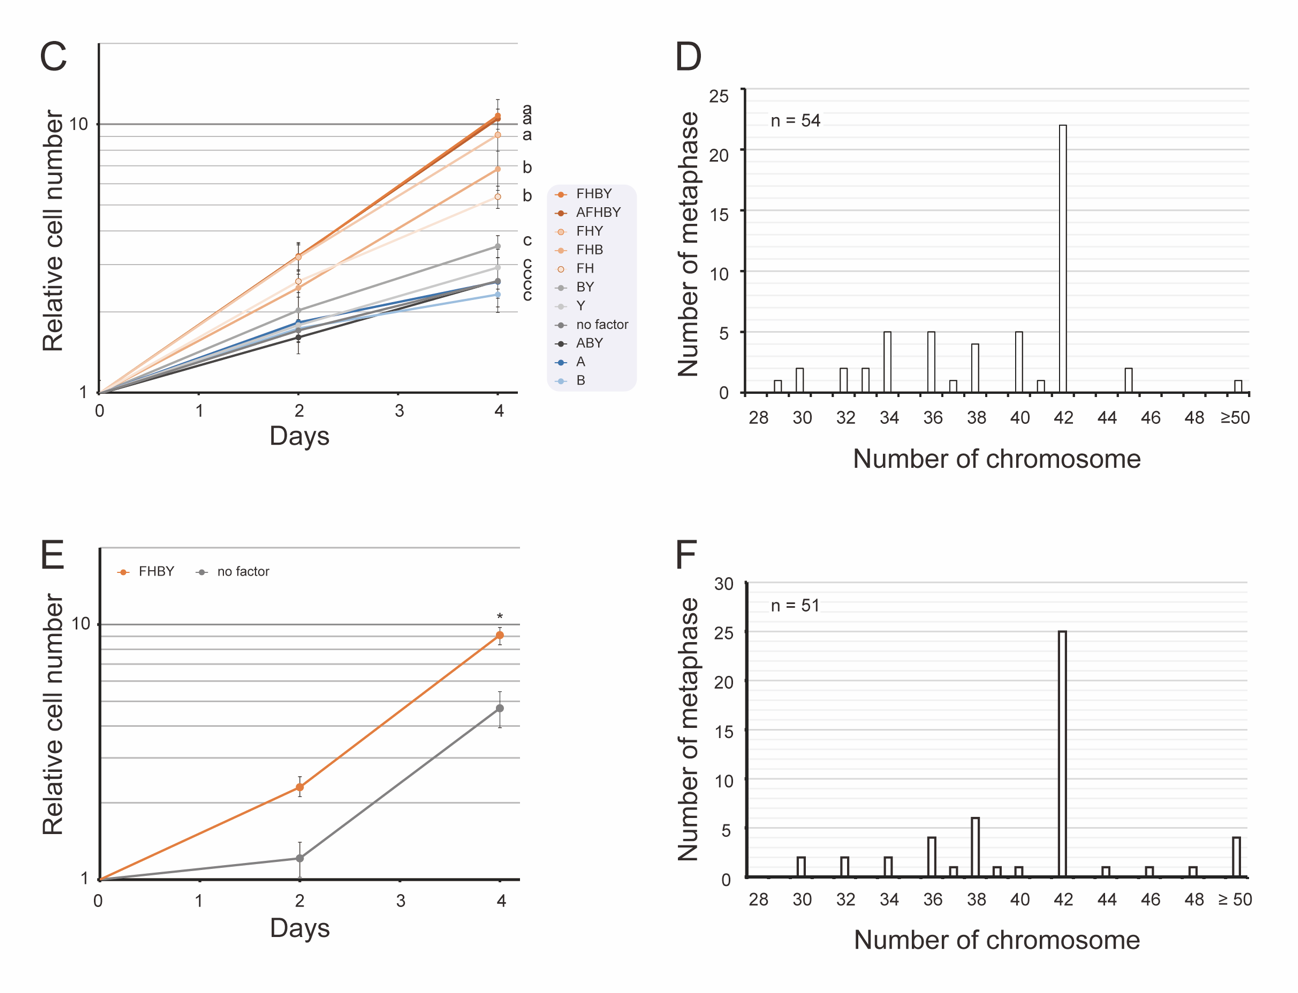

**Supplementary Figure S1.** Establishment of cynomolgus monkey trophoblast stem cell lines (macTSC) from blastocysts. (*A*) All of the blastocysts used in the present study displayed attachment by day 5 of cell culture (D5), formed cell outgrowth, and eventually gave rise to stably growing cell lines. See the main text for the specific culture conditions. Scale bar = 200 μm. (*B*) The appearance of the five macTSC lines. Scale bar = 200 μm. (*C*) Growth of macTSC#2 in different culture conditions; related to Figure 1C. (*D*) The number of chromosomes in macTSC#2. Chromosome spreads were prepared from the colcemid-treated cells, and the number of chromosomes in fluorescent images of 54 spreads were counted. (*E*) Growth of macTSC#1 line. (*F*) The number of chromosomes in macTSC#1. The fluorescent images of 51 spreads were counted.

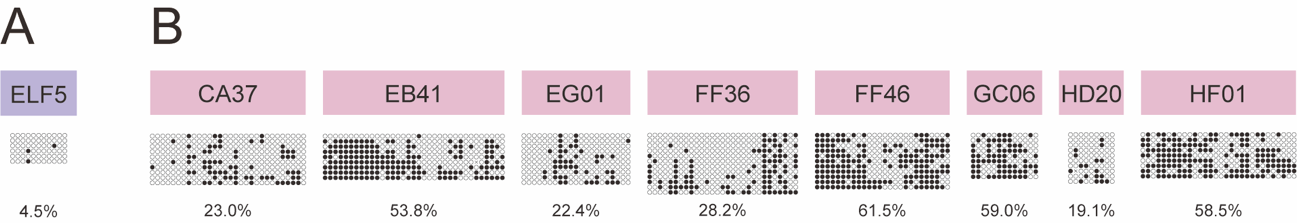

**Supplementary Figure S2.** (*A* and *B*) DNA methylation status of the *ELF5* promoter (*A*) in T-E T-DMRs (*B*) in macTSC#1. Open and filled circles represent unmethylated and methylated cytosines, respectively. Overall methylation percentage (the number of methylated CpGs per number of total CpGs) is shown under each part.

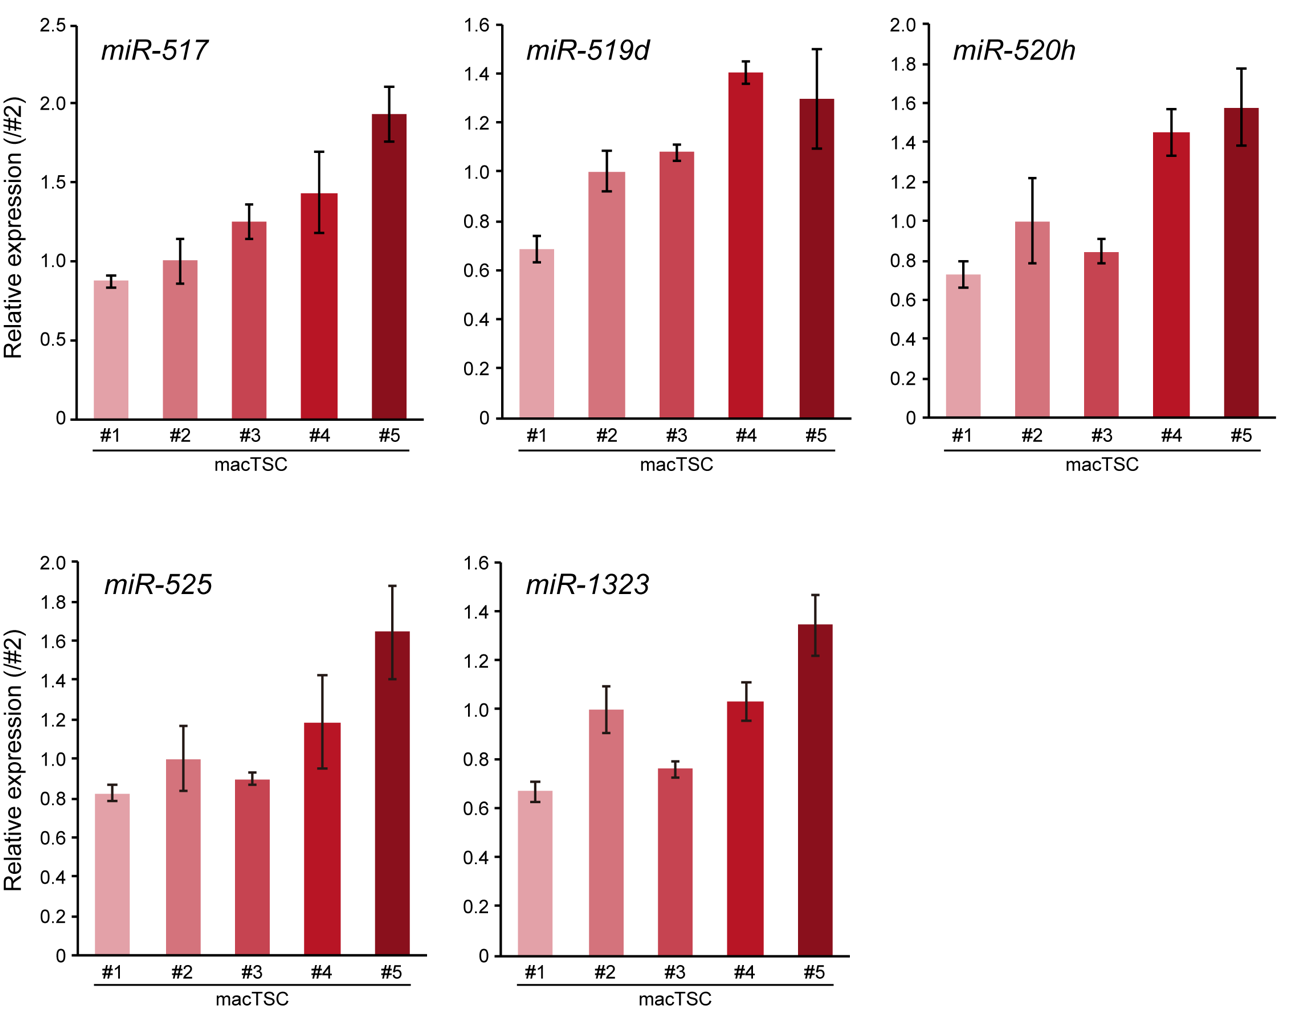

**Supplementary Figure 3.** The relative expression levels of five C19MC miRNAs in macTSC#1-5. The mean expression level (± SD) was normalized to that of U6 snRNA. Value of each miRNA in macTSC#2 was arbitrary set as 1. *; *p* < 0.05 (technical triplicates for biological duplicates).

**
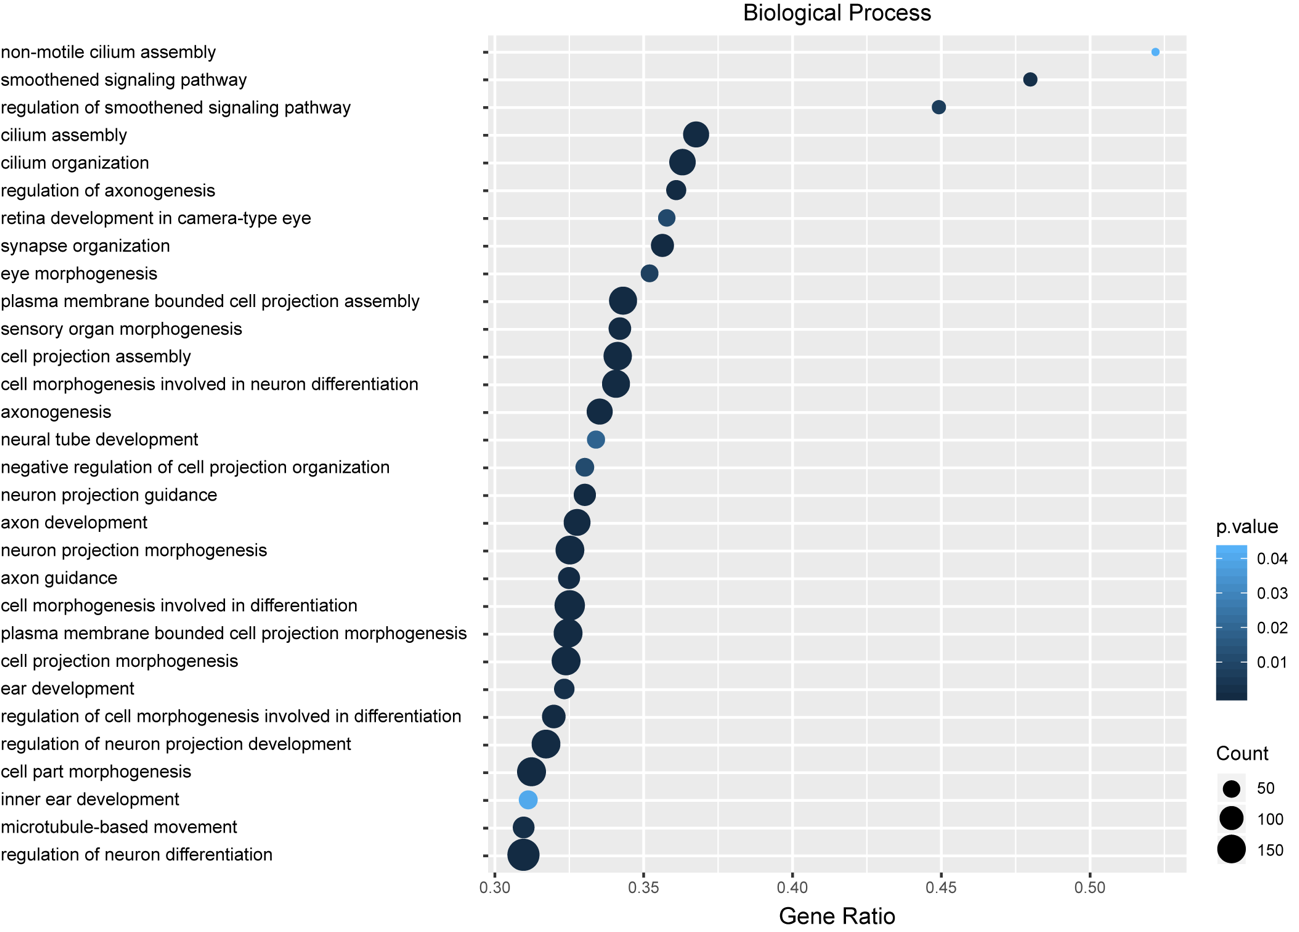
**

**Supplementary Figure S4.** The GO term enrichment analysis of the genes with < 2-fold lower expression in the all macTSCs than in ESC. For GO analyses, PANTHER (www.panther.org) was used. *P*-values were calculated by Fisher’s exact test and Bonferroni corrected.

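Among genes lower in macTSCs than in ESC stand those of cell guidance and of the embryo's own tissues. *PTN* encodes pleiotrophin, a growth factor of early neural cells, *TENM2* a teneurin that guides axons and *ZIC3* a zinc-finger factor of pluripotent and midline cells. *PTN* (ENSMFAG00000045099, chromosome 3, 170195954-170226682 of Macaca_fascicularis_5.0) stood at 357 FPKM in ESC and was 30700-fold lower in the lines (30400 to 30900; log2 fold change -14.72, SE 0.79 in edgeR's quasi-likelihood test, adjusted p = 0.000929). *TENM2* was 24100-fold lower (23600 to 24700) and *CACHD1*, a protein linked to calcium channels, 20700-fold (20200 to 21300). The intervals given here cover the counting error of ESC alone. They leave out the counting error of the lines and the spread between them, so the folds are less certain than they look. Of the genes called lower, 161 had 0 counts in all 5 lines. The largest of these were *MMRN1*, a carrier of clotting factor V (at least 2730-fold lower, SE 0.44 on log2), *CRISPLD1*, a secreted protein (at least 2480-fold, SE 0.45), and *GPM6A*, a membrane protein of neurons (at least 677-fold, SE 0.65). *IGLON5* and *NLGN4X*, adhesion proteins of neurons, were lower by at least 631-fold and 556-fold, and *ZIC3* by at least 452-fold. Of 23 genes that report FGF and ERK signaling, 10 were lower and 5 higher, and the list did not pass with camera (adjusted p = 0.344) but was lower with fry (0.00134). *ETV1*, a transcription factor downstream of FGF, was 1270-fold lower (1210 to 1330) and *SPRY1*, a feedback inhibitor, 158-fold (151 to 166), while *LIF*, a cytokine, was 107-fold higher (29.5 to 880 from 2 fragments in ESC).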

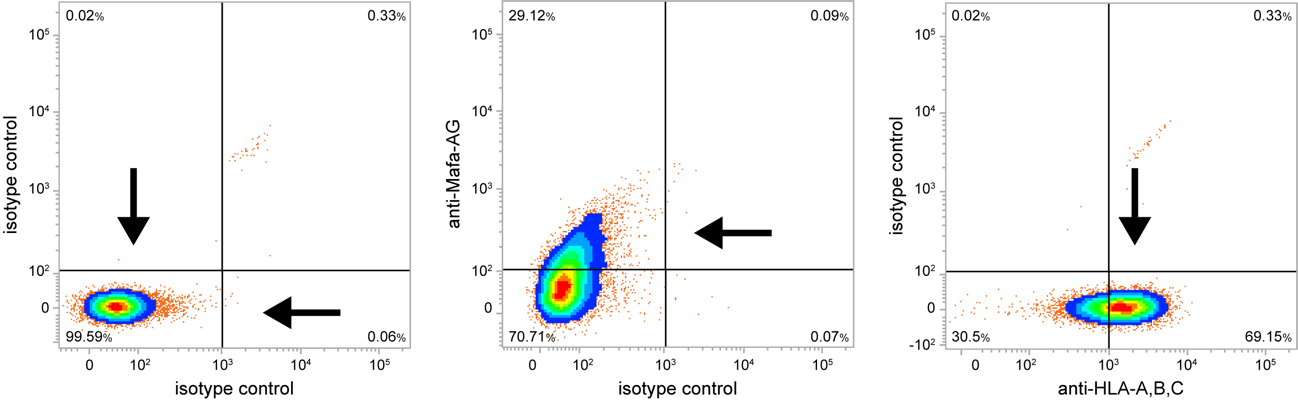

**Supplementary Figure S5.** Determination of the thresholds in flow cytometric analyses. The combination of antibodies and their isotype controls were used to draw threshold lines (arrows), so that a majority (> 99%) of double-negative controls distribute under the threshold lines.

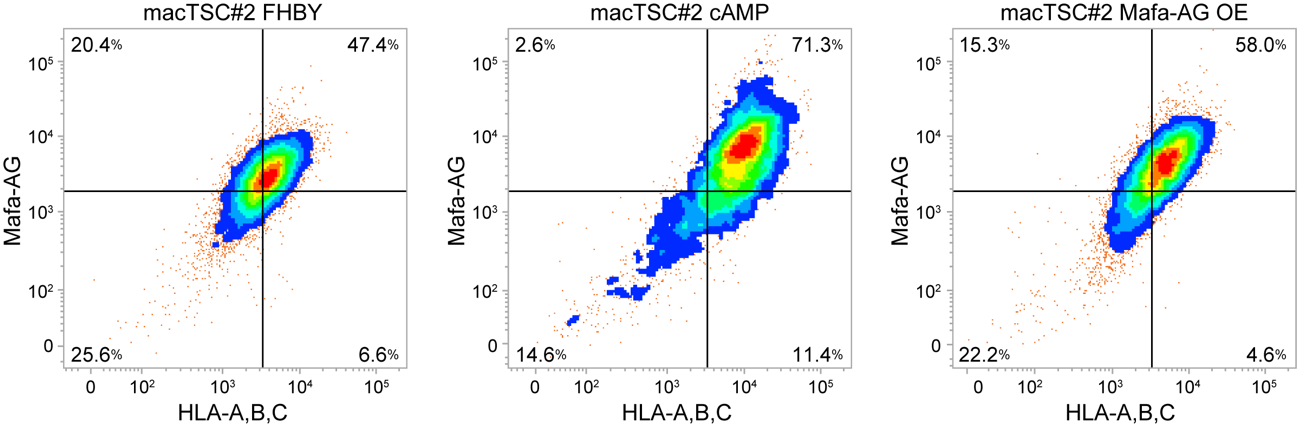

**Supplementary Figure S6.** Flow cytometric analysis in biological duplication; related to Figure 6C. PI staining-positive dead cells were gated out.

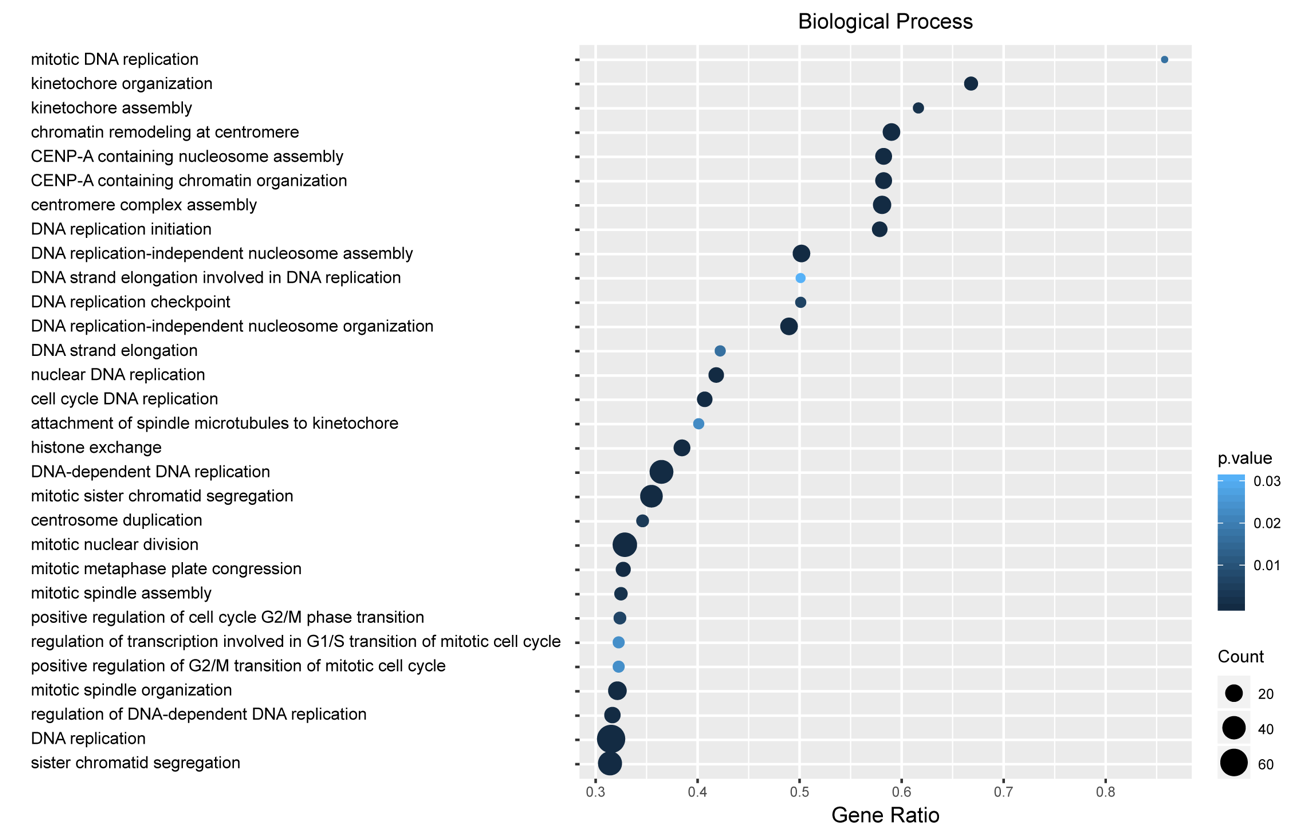

**Supplementary Figure S7.** The GO term enrichment analysis of the genes with < 2-fold lower expression in the all macTSCs in +cAMP than FHBY condition. For GO analyses, PANTHER (www.panther.org) was used. *P*-values were calculated by Fisher’s exact test and Bonferroni corrected.

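Some of the genes that fall most with dbcAMP lie outside the cell cycle, and those named first here were picked by the size of their fall. *GABRP* encodes a subunit of the GABA receptor found in epithelia, *SLC26A4* an anion exchanger and *ATP12A* a proton pump. *CCND1* encodes cyclin D1, which growth factors such as FGF induce. In edgeR's paired quasi-likelihood test *GABRP* (log2 fold change -5.07, SE 0.69, adjusted p = 0.000961), *SLC26A4* (-4.89, SE 0.45, adjusted p = 0.000257) and *ATP12A* (-4.34, SE 0.73) fell most among genes with a mean CPM of at least 5. *GABRP* went from 7.27 ± 5.49 to 0.198 ± 0.190 FPKM (± SD, n = 5 lines). *CDCA3* (-3.97, SE 0.42), an adaptor of mitotic protein breakdown, *CCNE2* (-3.93, SE 0.44), cyclin E2, and *KIF20A* (-3.87, SE 0.43), a kinesin of cell division, follow. Of 21 genes of cholesterol synthesis, 12 fell, 1 rose and 8 did not pass, also adjusted over the list alone (median -0.72, camera adjusted p = 0.00574, 0.507 with an estimated correlation). In macTSC#1 and #2 removal of the factors alone lowered 17 of 21 (median -0.96, adjusted p = 7.65e-13, 0.452 with an estimated correlation), and dbcAMP against medium without factors raised 8 and lowered 6 (0.664). In the 5 lines with dbcAMP *SQLE* (-1.79, SE 0.16), *NSDHL* (-1.32, SE 0.14) and *DHCR24* (-1.14, SE 0.15), enzymes of its later steps, fell, and *LDLR*, the receptor that takes up cholesterol, rose (1.21, SE 0.27). Of 20 genes that report FGF and ERK signaling, 5 rose and 5 fell (adjusted p = 0.887), with *CCND1* at -3.47 (SE 0.33). *CCND1* also fell on removal of the factors alone in macTSC#1 and #2, so its fall may not come from dbcAMP.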

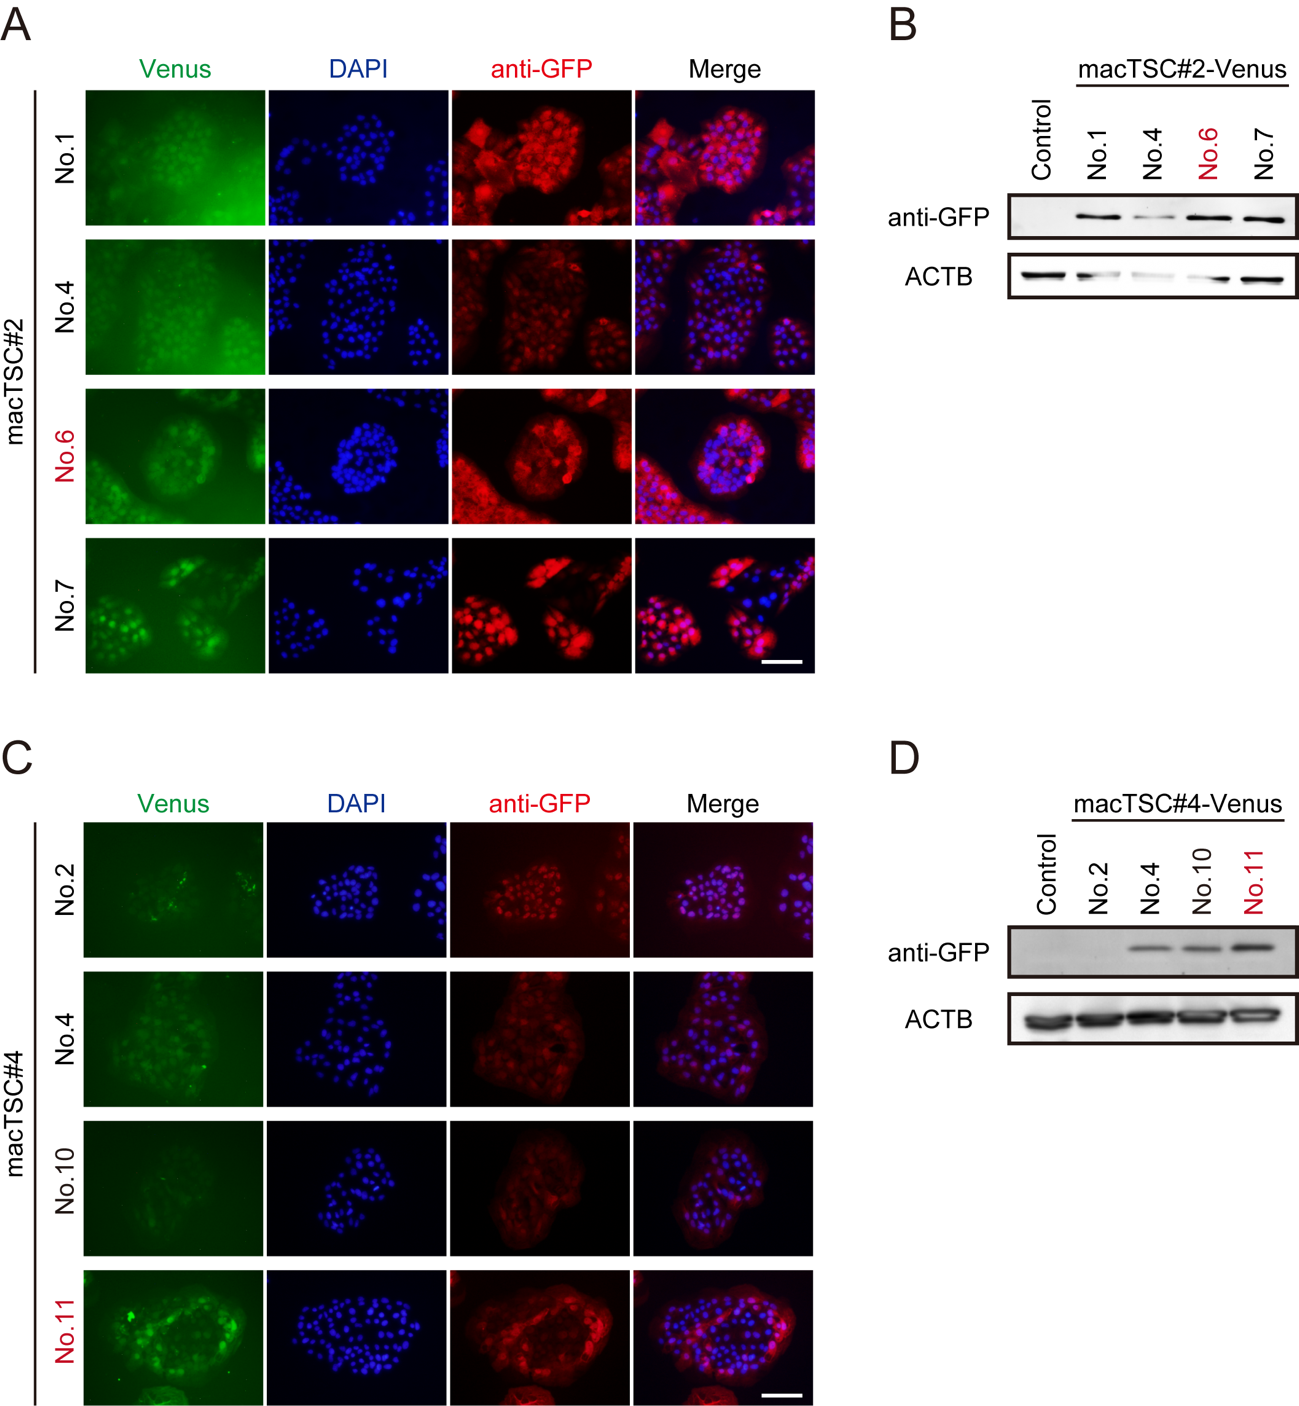

**Supplementary Figure S8.** Establishment of Venus-overexpressing macTSC lines. Detection of Venus in macTSC#2-Venus (*A* and *B*) and macTSC#4-Venus lines (*C* and *D*) by immunofluorescence (*A* and *C*) and western blotting (*B* and *D*). Scale bars in A and C = 100 μm. ACTB was used as an internal control for western blotting. Control, the original macTSC#2 (*B*) and macTSC#4 (*D*) cells. Based on the expression levels of Venus, macTSC#2-Venus No. 6 and macTSC#4-Venus No. 11 were chosen for the xenogeneic chimera assay.

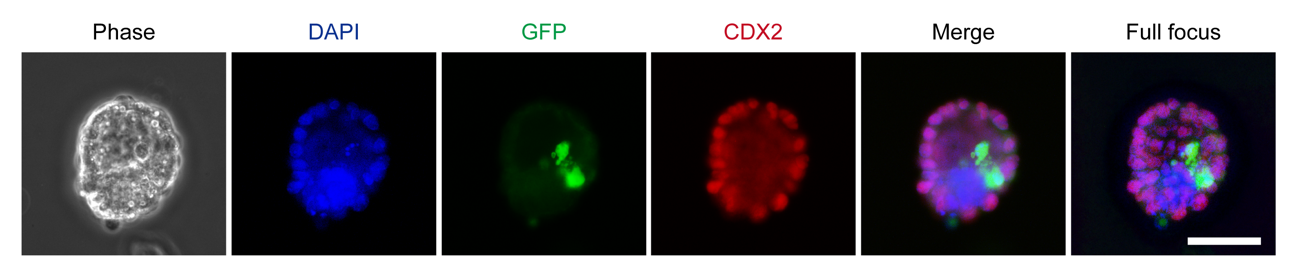

**Supplementary Figure S9.** Failure of aggregation in xenogeneic chimera blastocyst. macTSC#2-Venus cells dropped to the embryonic cavity. Scale bar = 50 µm.

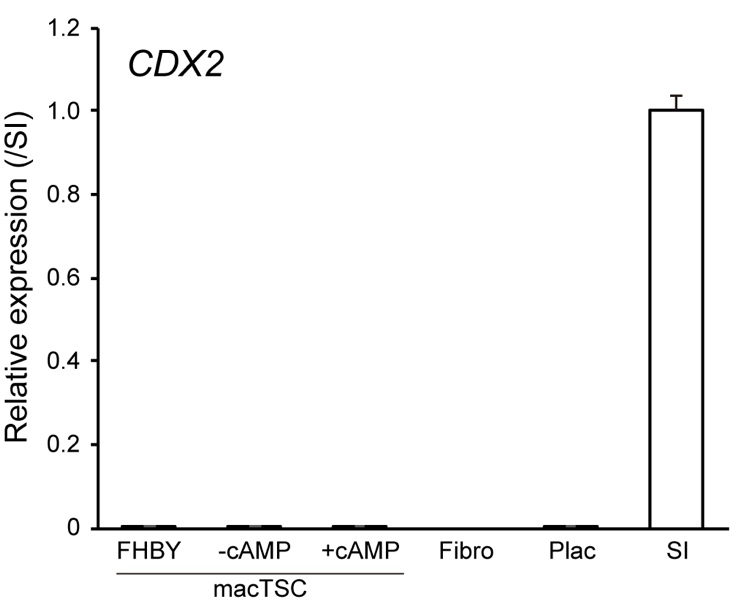

**Supplementary Figure S10**. qRT-PCR for analyzing the expression of *CDX2* in macTSC. The mean values (± SD) of technical triplicates for biological duplicates, normalized by the expression of *ACTB*, were shown relative to that of small intestine (SI; arbitrarily set as 1).

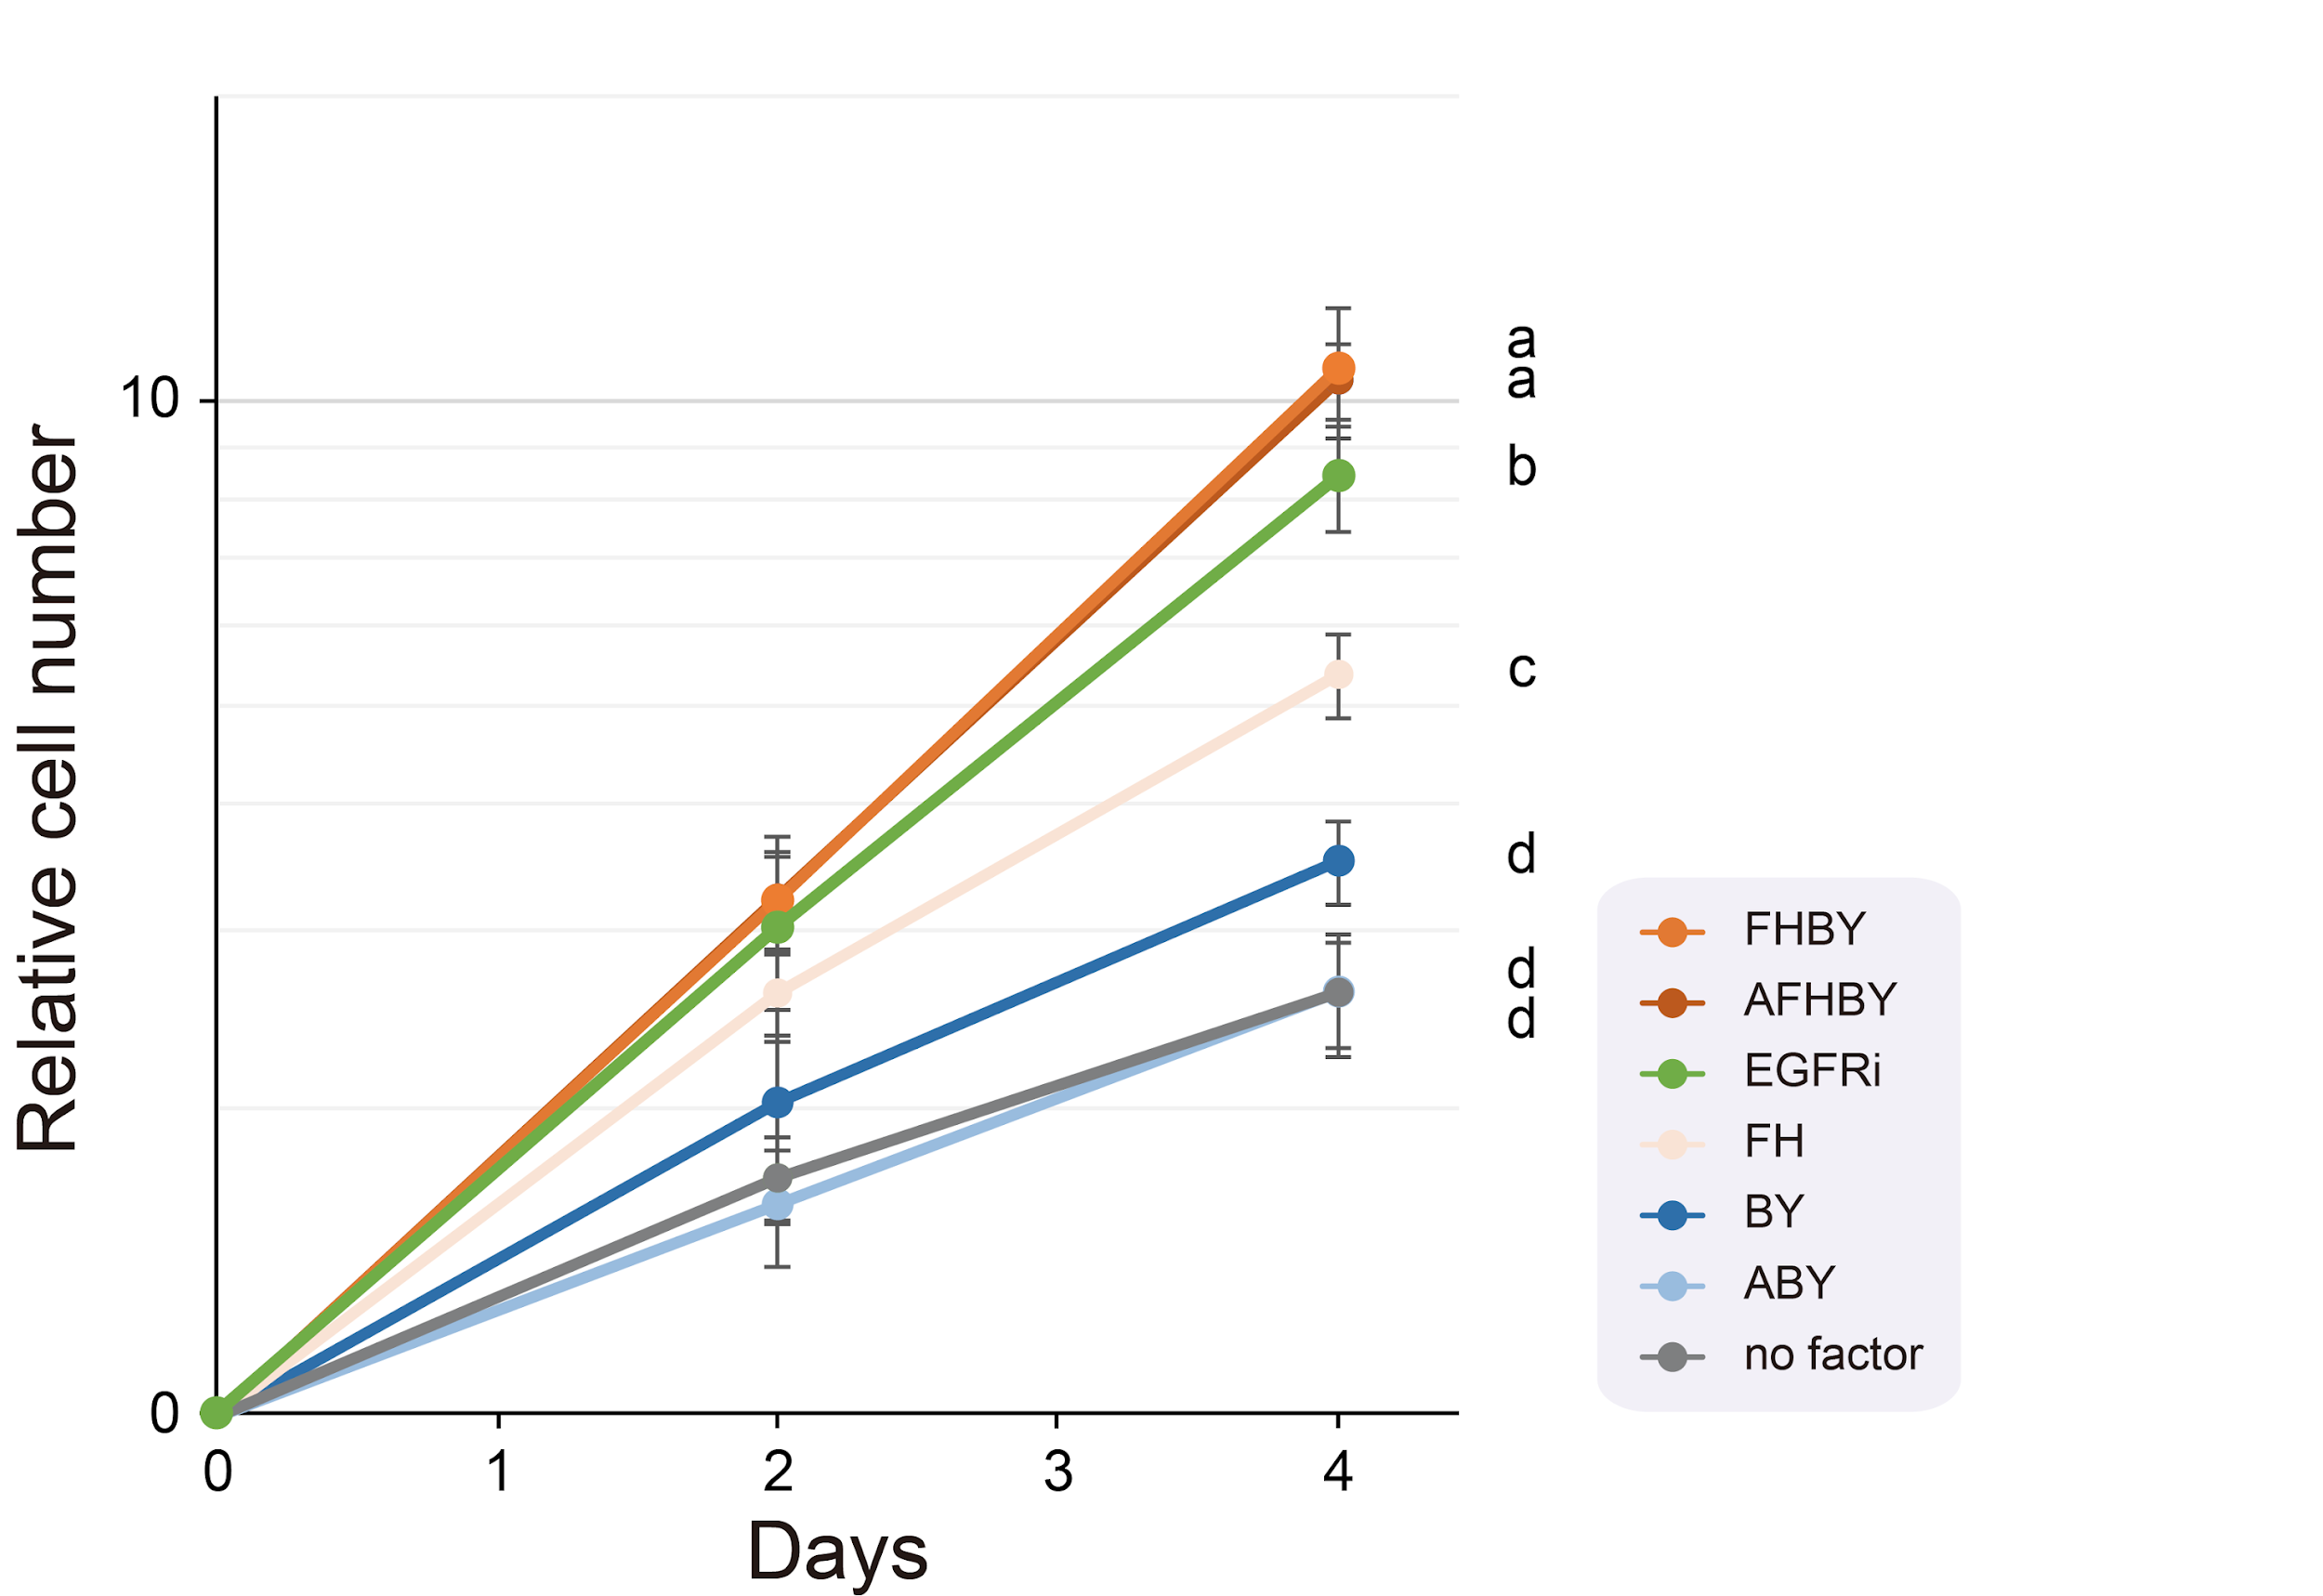

**Supplementary Figure S11.** Growth of macTSC#2 treated with 1 µM of EGFR inhibitor, PD153035 (EGFRi) (TCI, Tokyo, Japan); related to Figure 1D. The number of cells normalized to that at day 0 and arbitrarily set as 1. The mean values (± SD) of technical triplicates for biological duplicates are shown. *P* < 0.05 between different characters on day 4 (The Tukey-Kramer test).

**
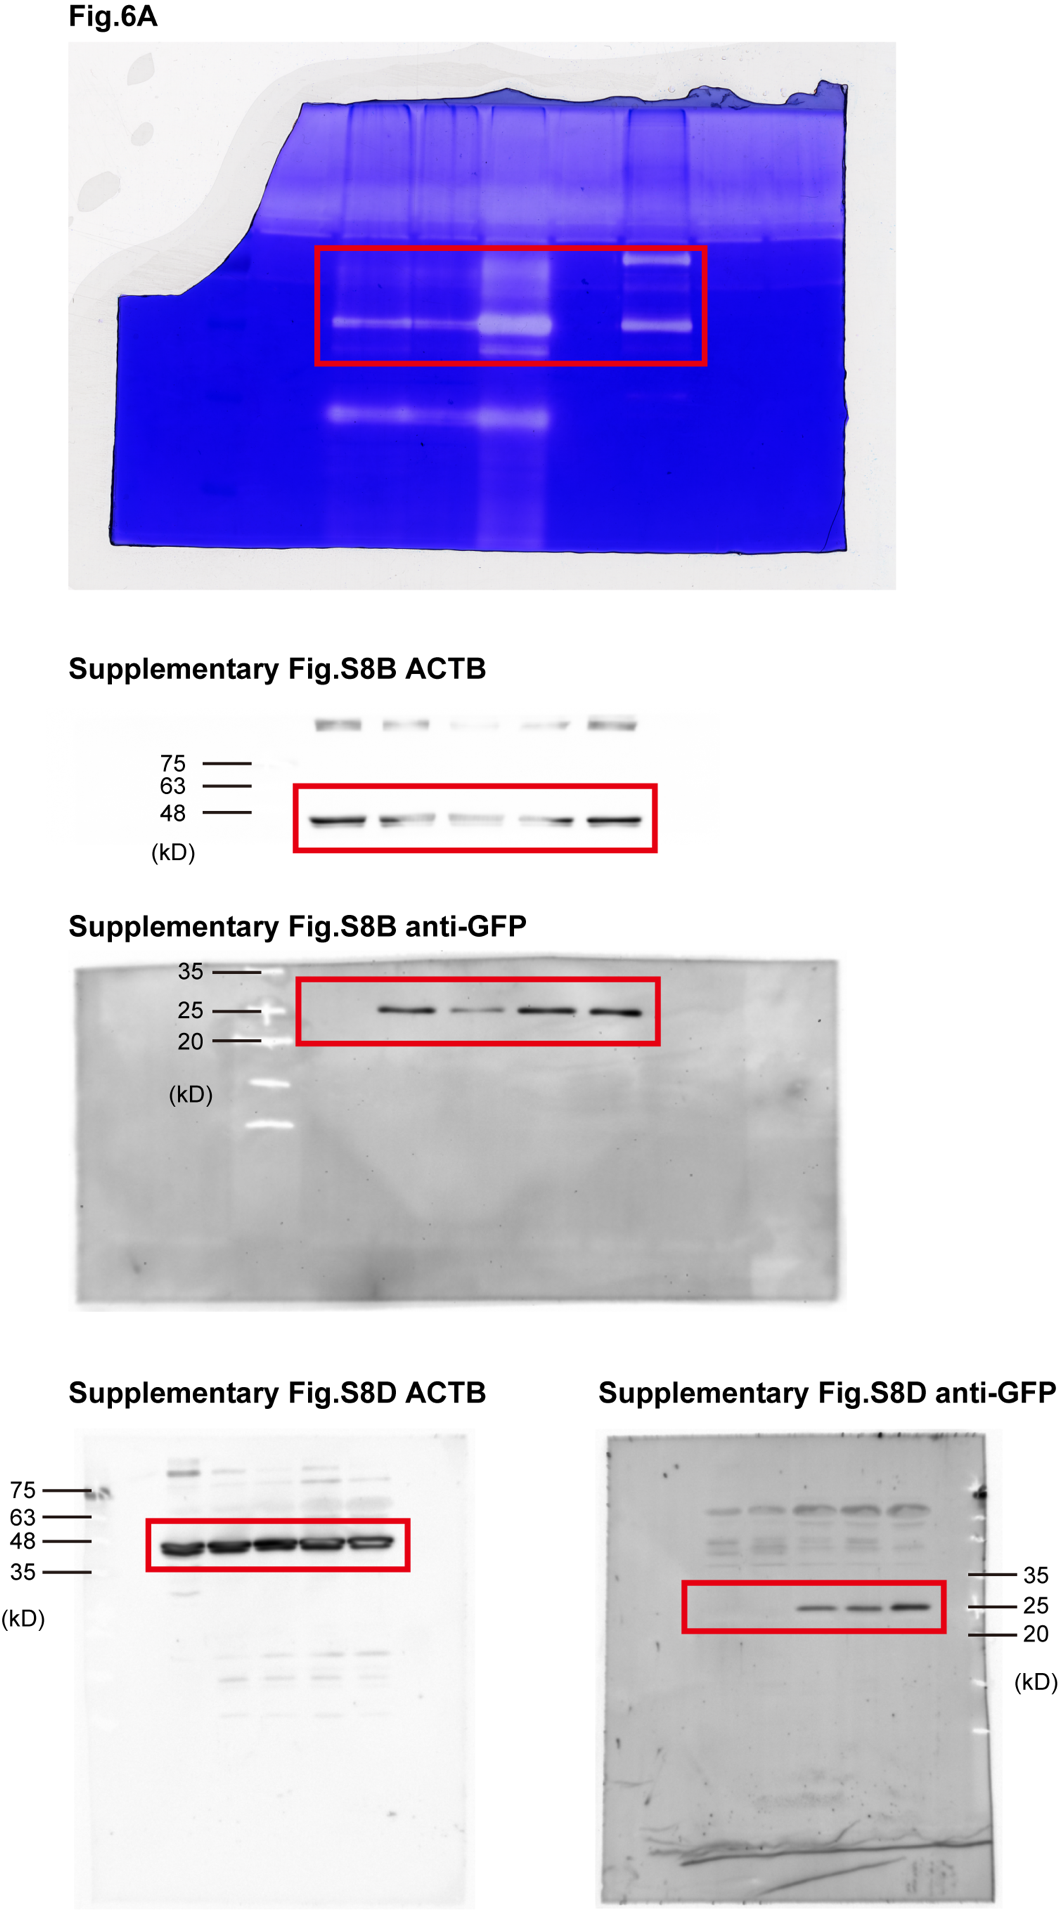
**

**Supplementary Figure S12.** Uncut blot images.

How the deposited data were processed for this re-analysis (not part of the article)

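Gene expression was measured by RNA-seq in cultured cynomolgus cells and in 1 tissue, in 15 libraries. They are the 5 macTSC lines in (A)FHBY culture, the same 5 lines with 1 mM dbcAMP, macTSC#1 and #2 in medium without factors and without dbcAMP, and 1 library each of ESC, fibroblast and placenta. The authors mapped the reads to Macaca_fascicularis_5.0 with HISAT2 2.0.1 and deposited raw counts of fragments per gene, which were used as deposited. For these counts the methods name featureCounts 1.4.6 on a gene model merged with StringTie 1.2.2, while the headers of the deposited count files name featureCounts 1.5.2 on Ensembl release 93, counted without regard to strand. The authors also deposited FPKM for 16566 genes in the 12 macTSC libraries, made from the same counts, the gene length and a median-of-ratios size factor per library. That construction was checked by recomputing the FPKM table, with a largest relative deviation of 6.7e-15. The submitters' processing notes also name bcl2fastq 1.8.4 and DESeq2.

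Of 29324 genes, 14229 had a symbol, 11948 from the authors' table and 2281 added through RefSeq gene numbers. Of 11299 symbols found in both sources 96.4% were the same. Genes without a symbol took 3.34% to 8.01% of the counts, so genes of some lists could not be looked up. FPKM of all 15 libraries was computed from the counts with size factors over 15 libraries, and levels in the text are on this scale, while the over-2-fold rule with dbcAMP used the deposited FPKM. Totals ran from 18571295 to 26927627 counted fragments.

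Genes were tested with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test) and called at a Benjamini-Hochberg adjusted p under 0.05. The standard error given is the size of the log2 fold change over the root of F, which is approximate. The comparisons were dbcAMP against (A)FHBY with the line as a block (12720 genes), (A)FHBY lines against ESC, against fibroblast and against placenta in a fit of 4 groups and 8 libraries (17037 genes), and the 3 media of macTSC#1 and #2 with the line as a block (13004 genes, 6 libraries, 2 residual degrees of freedom). Further ones were macTSC#3 to #5 against macTSC#1 and #2 in (A)FHBY (13323 genes), and the difference between these sets of lines in their response to dbcAMP. The block follows from the sample titles. As a check, residual profiles of the 2 libraries of a line correlated at 0.74 to 0.824, against at most 0.566 between lines. Folds against single libraries are ratios of FPKM with 95% Poisson intervals of that library. For a library with 0 counts a lower bound is given, from 3 counts. The over-2-fold rule asked for a ratio above 2 in all 5 lines with 0.1 added to FPKM and an FPKM of at least 1 in 1 library. Profiles were compared by Pearson correlation of log2(FPKM + 1) and farthest-neighbor clustering, and by principal components of 13 libraries on the 500 most variable genes.

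A set of 37 gene lists was written from general knowledge of the field before the deposited data were examined. So were the rule for naming genes and all but 2 of the alternatives. The lists cover common trophoblast, cytotrophoblast, syncytiotrophoblast, extravillous trophoblast, pluripotency, amnion, hypoblast, mesoderm, fibroblast, endothelium, macrophage and erythroid genes. They also cover G1/S, G2/M, centromere and kinetochore, epithelial to mesenchymal transition, cell-cell fusion, progesterone synthesis, estrogen synthesis, cAMP response, FGF/ERK response, retinoic acid response, activin and TGF-beta response, and ROCK, SRF and YAP response. The others are angiogenesis, integrins, matrix metalloproteinases, placenta development, imprinted genes, cilium, hedgehog, neural development, interferon response, MHC class I presentation, p53 and arrest, endoplasmic reticulum stress and cholesterol synthesis. Lists with at least 3 tested members were tested with camera of limma 3.58.1, with a correlation between genes preset at 0.01 and with an estimated one. With dbcAMP 35 lists could be tested. Genes are named in the text if the paper names them, if they are among the 10 called genes with the largest change each way at a mean CPM of at least 5, or if they are the called members of a list with the lowest p, up to 4 with 1 against the list's direction. Values of Tables S1, S2 and S4 had been seen when the lists and the rule were written. Some lists hold genes of these tables, such as *MMP2* and *HTRA4* in the extravillous list and *KRT7* and *GATA3* in the common trophoblast list. Tests of such lists are thus not independent of the published values.

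Simulated data had 200 genes changed by known folds in each comparison. In them the test of dbcAMP recovered 22.4%, 62.7% and 96.9% of changes of 1.5-fold, 2-fold and 4-fold. It called 4 of 12336 unchanged genes. Where far more genes change, as with dbcAMP, these shares need not hold. The test of removal of the factors recovered 35.8%, 85.1% and 98.5%, and that of dbcAMP against medium without factors 40.3%, 85.1% and 95.5%. The test of the response between sets of lines recovered 1.5%, 9.1% and 66.7%, and that of the lines before dbcAMP 0%, 1.5% and 49.2%. Against ESC 10.4%, 44.8% and 77.3% of changes of 4-fold, 16-fold and 64-fold were recovered, and against placenta 6%, 52.2% and 83.3%. Of 50 random lists 0 were called. The simulated genes vary independently of each other, so this cannot test the preset correlation between genes. A shifted list was called at an adjusted p of 6.09e-72, and at 0.0014 with the estimated correlation.

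Alternatives were RLE and upper-quartile factors, other filters, DESeq2 1.42.0, limma on log2 FPKM, no block, each line left out in turn, sets of lines by library kit, other pseudocounts and FPKM floors, other scales and measures of correlation, other transforms for the principal components, and limma's fry for lists. Genes known only by symbols that the annotation lacks, such as *SOX2*, *CDX2*, *ELF5* and the *CGB* genes, were left out. Computations used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.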

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

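Each test of an explanation in this part was chosen only after the result it concerns had been seen.

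With dbcAMP 6706 of 12720 genes changed, 52.7%, and 15 of 35 gene lists passed camera. With all libraries thinned to the smallest total 6549 genes passed, so a difference in library size does not account for the number. With the 10 most abundant genes left out 6663 passed and the median of the G2/M list stayed at -2.68, so a few genes that take up much of the counts do not account for it either. Among 16 splits that part the 2 libraries of each line, 1 called as many genes, the real one (highest other 0). For genes 16 splits are too few for a share under 0.05. As many lists as the real 15 were called by 3 of them (highest other 18). Splits that part 1 or 3 of the pairs called up to 17 and 18 lists and 0 genes. Every other split parts an odd number of pairs, so some of the dbcAMP change stays in its contrast and the rest in its spread. These splits are thus not free of dbcAMP, and neither the number of genes nor that of lists can be judged by them. With an estimated correlation camera called 0 lists.

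Before dbcAMP macTSC#4 held more of the genes that dbcAMP raises in the other lines, with a median log2 excess of 0.55 and 73% of them above the mean of the others (-0.45, -0.19, 0.07 and 0.27 in macTSC#1, #2, #3 and #5). The 2 libraries of this line are not swapped, since the median log2 change of its G2/M list was -3.06 in the library titled as treated. Genes that dbcAMP lowers were lower in macTSC#4 than in any other line, with a median of -0.25 against 0.17, 0.04, 0.11 and -0.13, so part of that culture may have been in the state that dbcAMP gives. A mixture would put the share at 13.3% (quartiles 2.5% and 26%, over 750 genes), and macTSC#5 leans the same way. In macTSC#4 log2(FPKM + 0.1) of *HTRA4* (4.76, median of the lines -2.36) and *ITGA1* (6.15, median 4.48) stood far above the other lines and *POU5F1* (-2.03, median -0.85) far below.

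macTSC#3 to #5 differed from macTSC#1 and #2 before dbcAMP in 3089 of 13323 genes, and library kit and medium follow the same division. The number is not stable: edgeR called 0 without macTSC#4, 1954 without macTSC#3 and 3618 without macTSC#5, and DESeq2 called 5009. With dbcAMP all lines were in the same medium. Of 3006 of the 3089 genes 98.8% kept the sign, with a median of 96.1% of the difference remaining (quartiles 73.4% and 119%). This argues against the media at harvest, activin A included, as the whole cause. The kit and a lasting difference between lines, past culture included, cannot be told apart, since the kit follows the lines. The activin and TGF-beta response list decides nothing, with 1 member higher and 2 lower of 18 and a median difference of 0.25. Among 10 splits into 2 and 3 lines 1 called as many genes, the real one (highest other 0), and 10 splits are too few for a share under 0.05.

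Of 65 values tested for a line far from the others 4 were, and chance picks about 1 in 20. The fourth is the log2 change of *TFAP2A* with dbcAMP, 0.36 in macTSC#5 against a median of 1.16.

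The response of *PECAM1* to dbcAMP was lower in macTSC#3 to #5 than in macTSC#1 and #2 (log2 difference -4.52, SE 0.28, adjusted p = 0.014), the only gene edgeR called, against 1444 at an unadjusted p and 268 by DESeq2, and edgeR did not call it without macTSC#1, #2, #4 or #5. By lists, the median response in macTSC#3 to #5 minus that in macTSC#1 and #2 was -0.99 for extravillous trophoblast (camera adjusted p = 9.44e-06), -0.79 for MHC class I presentation (4.95e-05) and -0.67 for hypoblast (0.011). It was -0.48 for ROCK, SRF and YAP response (0.0321), -0.42 for epithelial to mesenchymal transition (0.00436), 0.4 for cholesterol synthesis (0.00436) and 0.21 for cilium (0.00436). Each of these 7 lists had an adjusted p of 0.742 with an estimated correlation, and fry called 0. By camera at the preset correlation the hypoblast list did not pass without macTSC#5 (adjusted p = 0.254), nor the cilium list without macTSC#4 (0.126). The ROCK, SRF and YAP list was lost without macTSC#1, and the cholesterol and cilium lists without macTSC#2. Either fit leaves 1 line in that set.

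Removal of the factors without dbcAMP changed 1082 genes in macTSC#1 and #2, in libraries on which the paper reports no RNA-seq result.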

How the results depend on the processing

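The alternatives with the 10 most abundant genes left out and with FPKM scaled over 15 libraries were chosen only after the results had been seen, and neither moved a count of genes by over 1.5 times. No named gene or list reversed: of the named genes 5769 values kept their call, 756 lost it and 57 gained it, and of the gene lists 1283 kept, 136 lost and 65 gained it. Which direction held more genes did change: against ESC edgeR put 1385 higher and 2050 lower and DESeq2 2587 and 2350. The over-2-fold rule went from 1828 and 2164 to 1703 and 1300 with no pseudocount and to 1507 and 1184 with an FPKM floor of 5. With dbcAMP the edgeR counts turned from 3403 and 3303 to 3234 and 3492 with upper-quartile factors. They turned as well without macTSC#3, to 2818 and 3073, and without the replicate block, to 1090 and 1223. Depth of 18571295 to 26927627 fragments limits genes with few counts, such as *CDH5*, *HTRA4* and *MMP9* in single lines, and a single library of ESC or placenta limits each comparison with it. Where no cause is named below, the cause was not tested.

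Without the replicate block, which leaves the differences between lines in the spread, 2313 genes passed with dbcAMP and 3347 with dbcAMP against medium without factors. It moved no count of lists by over 1.5 times. For removal of the factors 0 passed without the replicate block by edgeR, against 1082 with it, 3137 at an unadjusted p with it and 1180 by DESeq2 with it. An added fold over 2 left 2434 genes with dbcAMP by its construction, and a pseudocount of 1 left 587 by the over-2-fold rule. DESeq2 called 3264 genes against placenta, 5009 between the sets of lines before dbcAMP and 268 in the response to dbcAMP, where no filter gave 97. With macTSC#1 and #2 alone, the comparisons within 1 library kit, 5801 genes passed against ESC and 3948 against placenta, and lines and medium change with the kit. The spread in these fits comes from macTSC#1 and #2 alone, the most alike pair of lines (correlation 0.986). The larger counts can thus not be credited to the kit.

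With 1 line left out, 5462 to 6156 genes passed with dbcAMP, 2048 to 2877 against ESC (2164 without macTSC#3, 2048 without #4) and 1089 to 1624 against placenta (1293 without #2, 1089 without #3, 1157 without #4). The over-2-fold rule gave 997 to 1163 with dbcAMP, and against ESC 2691 to 5339 over all alternatives (3992 as reported). In the response between sets of lines edgeR called 0 to 199 (0 without #1, #2, #4 or #5, 199 without #3, 1444 at an unadjusted p with all lines). Before dbcAMP it called 0 to 3618 between the sets of lines (0 without #1, #2 or #4, 1954 without #3, 5430 at an unadjusted p with all lines). Lists called in the response ran from 5 to 16 (16 without #3), and before dbcAMP from 0 to 8 (3 without #1, 0 without #4 by camera). Leaving out a line was not run for the media of macTSC#1 and #2, since no residual degrees of freedom remain.

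With an estimated correlation camera called 0 lists in all 7 comparisons, against 15, 15, 12, 14, 14, 7 and 6 at the preset one with dbcAMP, against ESC, against placenta, for removal, for dbcAMP against medium without factors, in the response and before dbcAMP. Fry called 24 against ESC, 25 against placenta, 4 for removal, 0 in the response and 0 before dbcAMP.

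The lowest correlation between lines was 0.653 with linear FPKM, 0.915 over genes of at least 1 FPKM and 0.909 by Spearman, and the highest with another sample 0.82, 0.793 and 0.836, or 0.847 with log2(FPKM + 0.1). The first principal component held 49% with the variance stabilizing transformation, 40.5% with all genes and 48.7% with log2(FPKM + 1). The second held 19.4% and 19.1% in the first and last of these. The shift with dbcAMP was 32.8%, 26.2% and 35.1% of the distance to the other samples. No paired analysis was possible for the comparisons with ESC and placenta because each has 1 library.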

Differences from the paper's values

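Of the alternatives, FPKM scaled over 15 libraries was chosen only after the results had been seen, and it was run for the count of the over-2-fold rule with dbcAMP alone (958 against 933).

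No value of the paper that could be set beside one computed here differs by the measure used, which asks for over 1.5-fold and more than the spread between lines. The paper's values of Tables S1, S2 and S4 were read by eye from images. The means of Table S2 match. The 40 folds of Tables S1 and S4 that could be compared match as plain ratios of FPKM. With 0.1 added to FPKM 23 of the 40 differ and with 1 added 32 do.

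The paper states that *GCM1*, *MMP2*, *CDH5* and *HTRA4* are among the genes over 2-fold higher with dbcAMP in all lines. Here all 4 were as plain ratios. With 0.1 added *GCM1* and *MMP2* were, while *CDH5* was 1.42-fold higher in macTSC#1 and *HTRA4* 1.53-fold in macTSC#5.

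The paper counts *FZD5* among the markers that undifferentiated lines express. In macTSC#1 and #2 it stood at 0.468 and 0.255 FPKM, from 21 and 11 fragments, against 5.13 to 18.4 in the other 3 lines.

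By qRT-PCR the paper states that *TEAD4* falls on removal of the factors with or without dbcAMP, that *GATA3* falls, and that *EPCAM* falls with dbcAMP and not on removal alone. The RNA-seq libraries are other samples, with removal in macTSC#1 and #2 only. In them *TEAD4* fell with dbcAMP (log2 fold change -2.02), and on removal alone it stood at -0.24 (adjusted p = 0.556). No alternative called it on removal alone. *GATA3* rose with dbcAMP (0.50, SE 0.13, adjusted p = 0.0151), though not in macTSC#3 to #5 alone (0.119), and on removal stood at 0.18 (0.292). *EPCAM* stood at -0.34 with dbcAMP (adjusted p = 0.169) and rose on removal (0.70, 0.0204). *GCM1*, *CGA*, *HTRA4*, *ITGA5*, *CDH5* and *MMP2* rose with dbcAMP, as the paper states from qRT-PCR, and *MMP9*, which it states as unchanged by qRT-PCR, rose by RNA-seq as it also states.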

Other observations

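The tests of a movement toward placenta and of the part that removal of the factors takes in the change with dbcAMP were chosen only after the results had been seen.

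(A)FHBY medium holds FGF4, which drives ERK signaling, the retinoic acid antagonist BMS493 and Y-27632, an inhibitor of ROCK, the kinase that tenses the actin skeleton, and activin A for macTSC#1 and #2. All were removed at once, so no change can be assigned to 1 of them. In macTSC#1 and #2 removal of the factors raised 675 genes and lowered 407 of 13004 (edgeR with the line as a block). Of 14 ROCK, SRF and YAP response genes 9 rose and 0 fell, 11 and 1 adjusted over the list alone (median 1.36, camera adjusted p = 2.26e-06, 0.452 with an estimated correlation, 0.0743 by fry). *ACTA2*, smooth muscle actin (3.42, SE 0.35), and *CCN2*, a YAP target (2.63, SE 0.24), are among them. Of 20 FGF/ERK response genes 4 fell, 2 rose and 14 did not pass, and the list did not pass (adjusted p = 0.176, 0.124 by fry), with *CCND1* at -3.02 (SE 0.30) and *EGR1* at 3.60 (SE 0.72). Of 18 activin and TGF-beta response genes 4 fell, 1 rose and 13 did not pass, and the list did not pass either (0.102, 0.124 by fry), with *PMEPA1* at -2.02 (SE 0.19). Of 9 retinoic acid response genes 2 rose and 0 fell (0.0193, 0.452 with an estimated correlation, 0.0326 by fry), with *CYP26A1* at 2.58 (SE 0.26). Of 21 cholesterol synthesis genes 17 fell and 0 rose (adjusted p = 7.65e-13, 0.452 with an estimated correlation, 0.0744 by fry). Of 44 G2/M genes 23 fell and 0 rose, with a median of -0.49 (adjusted p = 8.41e-15, 0.452 with an estimated correlation, 0.0547 by fry). Of 29 extravillous trophoblast genes 12 rose and 2 fell (adjusted p = 1.85e-05, 0.494 with an estimated correlation, 0.0935 by fry). *GCM1* (2.52, SE 0.43), *MMP2* (2.97, SE 0.42) and *HTRA4* (2.90, SE 0.67) rose without dbcAMP, while *CGA* stood at 0.29 (adjusted p = 0.77). With dbcAMP against medium without factors *CGA* rose (6.04, SE 0.34) and the ROCK, SRF and YAP response list fell, 10 of 14 lower and 3 higher (adjusted p = 0.0187, 0.527 with an estimated correlation), with *ACTA2* at -4.97 (SE 0.41).

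Placenta at day 50 holds syncytium, stroma, vessels and blood cells next to cytotrophoblast, while the lines hold trophoblast that divides. Against placenta 435 genes were higher and 1593 lower in the lines. DESeq2 called 1364 and 1900, while edgeR called fewer genes in all with any 1 line left out. Of 44 G2/M genes 25 were higher and 0 lower, 38 and 0 over the list alone (median 1.9, adjusted p = 6.67e-17, 0.498 with an estimated correlation), with *CDCA8*, part of the mitotic chromosomal passenger complex, 5.42-fold higher (4.85 to 6.06). Of 28 syncytiotrophoblast genes 10 were lower and 0 higher (median -2.26), and the list did not pass camera (adjusted p = 0.0941) but did pass fry (0.0143). *ERVFRD-1*, the fusogen syncytin-2, was 245-fold lower (236 to 255) and *SDC1*, a proteoglycan of the syncytial surface, 11.5-fold (11.2 to 11.8). These intervals cover the counting error of placenta alone, not that of the lines or the spread between them. Of 13 endothelium genes 2 were lower and 0 higher, 8 and 0 over the list alone (adjusted p = 0.00108, 0.498 with an estimated correlation). Picked by the size of their change, *IGFBP1* (log2 fold change -16.51, SE 1.20), *POSTN* (-15.89, SE 0.91) and *DCN* (-14.81, SE 0.75) were lower, from few or 0 counts in each line.

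The dbcAMP change of macTSC#1 and #2 correlated at 0.378 across 12720 genes with the difference of placenta from macTSC#3 to #5, and that of macTSC#3 to #5 at 0.435 with the difference of placenta from macTSC#1 and #2. With ESC in place of placenta the values were -0.11 and 0.007, and with fibroblast -0.058 and 0.047. Genes are not independent replicates, so no p is given. By this test dbcAMP moves expression in part in the direction of placenta. Genes of the cell cycle fell with dbcAMP and were lower in placenta than in the lines. They were not left out, so how much of the correlation they carry was not tested. On the first principal component the lines moved away from placenta.

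Of 2178 genes that dbcAMP changed in macTSC#3 to #5, 72.1% moved the same way on removal of the factors alone in macTSC#1 and #2 (r = 0.33 across genes), by a median of 14.2% of the change. With dbcAMP in macTSC#1 and #2 97.3% did (r = 0.906), by a median of 93.3%. Part of the change with dbcAMP could thus come from removal of the factors. How large a part stays open, since the days of culture without factors are not stated.

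With dbcAMP 9 of 17 endoplasmic reticulum stress genes rose and 0 fell (median 0.71, adjusted p = 0.0127, 0.298 with an estimated correlation), among them *HERPUD1* (1.65, SE 0.19) and *DNAJB9* (1.04, SE 0.09). Removal alone raised 4 and lowered 0 (adjusted p = 0.0266, 0.528 with an estimated correlation), and dbcAMP against medium without factors raised 6 and lowered 0 (0.12). Lists that did not pass camera with dbcAMP include activin and TGF-beta response (9 rose and 3 fell of 18, adjusted p = 0.0836, 0.000602 by fry), retinoic acid response (3 and 1 of 9, 0.231, 0.00442 by fry) and placenta development (18 and 11 of 49, 0.231, 0.0264 by fry). Others were ROCK, SRF and YAP response (2 and 6 of 13, 0.365), MHC class I presentation (4 and 1 of 11, 0.4), imprinted genes (4 and 2 of 12, 0.419), interferon response (3 and 0 of 15, 0.606) and estrogen synthesis (0 and 0 of 4, 0.998). Nor did common trophoblast (4 and 3 of 18, 0.998), pluripotency (1 and 2 of 6, 0.922), amnion (2 and 1 of 7, 0.868), hypoblast (1 and 0 of 5, 0.437) or fibroblast genes (2 and 2 of 11, 0.868). The same holds for macrophage (1 and 0 of 3, 0.575), cilium (13 and 7 of 58, 0.922), hedgehog (1 and 1 of 12, 0.868) and neural development genes (6 and 7 of 20, 0.998). Of the 30 genes of Table S4, whose title does not speak of all lines, 6 were not over 2-fold in at least 1 line as plain ratios, *C3*, *EGR1*, *FHL1*, *MEIS3*, *PPM1N* and *SLC6A2*, and 2 of these, *EGR1* and *SLC6A2*, were lower in at least 1. Erythroid genes were tested in no comparison, since fewer than 3 passed the filter.

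Against ESC 7 of 14 genes of MHC class I presentation were higher and 0 lower (adjusted p = 0.00121, 0.41 with an estimated correlation), with *B2M*, the light chain of MHC class I, 45.7-fold higher (44 to 47.4). Of 18 activin and TGF-beta response genes 7 were higher and 1 lower (0.0026, 0.361), and of 19 p53 and arrest genes 6 and 0 (0.00132, 0.363), with *CDKN1A*, the inhibitor p21, 103-fold higher (76.4 to 141). Of 44 G2/M genes 5 were lower and 0 higher (0.0199, 0.657), but that list did not pass without macTSC#5 (0.057) or by fry (0.0957).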
